# Protein–DNA binding dynamics predict transcriptional response to nutrients in archaea

**DOI:** 10.1093/nar/gkt659

**Published:** 2013-07-26

**Authors:** Horia Todor, Kriti Sharma, Adrianne M. C. Pittman, Amy K. Schmid

## Abstract

Organisms across all three domains of life use gene regulatory networks (GRNs) to integrate varied stimuli into coherent transcriptional responses to environmental pressures. However, inferring GRN topology and regulatory causality remains a central challenge in systems biology. Previous work characterized TrmB as a global metabolic transcription factor in archaeal extremophiles. However, it remains unclear how TrmB dynamically regulates its ∼100 metabolic enzyme-coding gene targets. Using a dynamic perturbation approach, we elucidate the topology of the TrmB metabolic GRN in the model archaeon *Halobacterium salinarum*. Clustering of dynamic gene expression patterns reveals that TrmB functions alone to regulate central metabolic enzyme-coding genes but cooperates with various regulators to control peripheral metabolic pathways. Using a dynamical model, we predict gene expression patterns for some TrmB-dependent promoters and infer secondary regulators for others. Our data suggest feed-forward gene regulatory topology for cobalamin biosynthesis. In contrast, purine biosynthesis appears to require TrmB-independent regulators. We conclude that TrmB is an important component for mediating metabolic modularity, integrating nutrient status and regulating gene expression dynamics alone and in concert with secondary regulators.

## INTRODUCTION

Diverse metabolic processes must be differentially regulated to maintain homeostasis and optimize growth in changing environmental and intracellular conditions. Environmental fluctuations occur at several temporal scales. This is mirrored in the integrated transcriptional and metabolic regulatory networks at the enzymatic, transcriptional and post-transcriptional levels in organisms responding to fluctuating conditions (1). For example, transient nutrient changes may result in microsecond-scale regulation of enzyme activity, whereas prolonged exposure during the course of minutes or hours may trigger changes in the levels of enzyme-coding transcripts (2). Because of the potential for the buildup of toxic intermediates and futile cycles, temporal dynamics of metabolic enzyme-coding transcripts can be as important as overall levels (3). Over evolutionary time scales, the constant presence of a given nutrient may lead to gene loss in competing metabolic pathways. Such streamlining of the genome is thought to enable faster replication and long-term adaptations in network structure or topology (4). Discerning the dynamic function of the underlying network resulting from the interaction of many different levels of regulation remains a central challenge.

In archaea, evidence is mounting that transcription may be an important mechanism for regulating metabolism. Unlike eukaryotes and bacteria, in which regulation of flux through central carbon metabolism and other pathways appears to be allosteric (5), archaea seem to lack many classic allosteric regulatory control points (6).For example, in hypersaline-adapted archaea, glutamate dehydrogenase was found to be unresponsive to ADP and GDP (7), whereas D-Lactate dehydrogenase was not regulated by fructose-1,6-bisphosphate (8). Additionally, pyruvate kinase from *Halobacterium salinarum* was found to possess only weak allosteric regulation (9). Other potential regulatory mechanisms such as protein phosphorylation have been proposed in two different archaeal species (10,11); however, in the hypersaline-adapted archaeal model system *H. salinarum,* much of the missing regulation seems to take place at the level of transcription (12–15). This property of haloarchaea provides a simplified model system for understanding the underlying logic of the integrated transcriptional and metabolic network. The largely transcriptional nature of archaeal responses has already been used to infer regulatory networks with a remarkable degree of accuracy (14). *H. salinarum* survives in an extreme and fluctuating environment, where daily and seasonal changes in salinity, oxygen and nutrients require constant adjustment of metabolism (16). Current evidence suggests that many of these metabolic adjustments are regulated transcriptionally.

For example, in *H. salinarum,* TrmB has been characterized as the central transcriptional regulator of carbon metabolic pathways under aerobic conditions (17). Conserved throughout the archaea, TrmB is a winged helix-turn-helix transcription factor (TF) that binds a palindromic inverted repeat *cis*-regulatory sequence in *Pyrococcus furiosus* (18)*, Thermococcus litoralis* (19) and *H. salinarum* (17). TrmB acts as a repressor at some promoters and as an activator at others*.* In the obligately anaerobic hyperthermophillic archaea, TrmB has been characterized as a regulator specifically involved in oligosaccharide transport and catabolism (20). In contrast, TrmB in *H. salinarum* has been found to bind 113 promoters in the genome to regulate genes involved in diverse processes including central carbon metabolism, TCA cycle, amino acid metabolism and co-factor metabolism (17).

Yet even in these simplified systems, where metabolic flux should largely be predictable from transcriptional data alone, regulatory causality is complicated by metabolic feedback. For example, TrmB appears to be regulated at the level of TF activity (14,17), binding sugars (glucose, trehalose, maltose) with varying affinities, which in turn decrease TrmB affinity for DNA (17–19). However, by de-activating transcription of *ppsA* (encoding phospho*enol*pyruvate synthase) and other gluconeogenic genes while de-repressing transcription of *pykA* (encoding pyruvate kinase) and other glycolytic genes, the amount of glucose is decreased, causing increased TrmB-promoter binding and reversing the effect (17). In bacteria, the enzymes involved in glycolysis and gluconeogenesis are regulated allosterically (5) in response to transient changes, and transcriptionally through cAMP Responsive protein (Crp in gram negative bacteria) in response to more permanent changes (21). In contrast, we hypothesize that TrmB regulates metabolic enzyme-coding genes rapidly in response to stimuli while also adapting the equilibrium levels of these genes to longer-term conditions.

Regulation of diverse pathways in response to environmental fluctuations of varying temporal scales is also likely to be mediated by several TFs working together in various combinations to produce appropriate transcriptional dynamics for each pathway (14,22). Such network topology is difficult to infer on the basis of steady state measurements of gene expression and promoter occupancy. To unravel cause and effect relationships in the gene regulatory network (GRN) controlling metabolism, we measured gene expression using NanoString® (23) and TrmB binding dynamics using ChIP-qPCR over time in response to a glucose stimulus. Integration of these data in the context of a dynamical model enabled prediction of how TrmB and its partners enact several transcriptional programs in different ways across metabolic pathways.

## MATERIALS AND METHODS

### Strains and growth conditions

*H. salinarum* NRC-1 (ATCC strain 700922) was used as the wild-type strain background for all studies (Supplementary Table S1). Gene expression was assayed in a previously constructed strain containing an in-frame deletion of VNG1451C [Δ*ura3ΔtrmB;* (17)] and its isogenic parent strain (Δ*ura3*). A previously constructed strain containing *trmB::c-myc* fusion on a low copy number plasmid was used for ChIP-qPCR to determine binding site occupancy (17). Cells for gene expression were grown in Complete Defined Medium containing 19 amino acids [modified from (17); Supplementary Table S2] supplemented with 50 µg/ml uracil to complement the *ura3* deletion. Strains carrying the *trmB::c-myc* construct for ChIP-qPCR were grown in Complete Defined Medium supplemented with 20 µg/ml mevinolin for plasmid maintenance. Cultures were grown at 225 r.p.m. shaking at 42°C under low ambient light.

### mRNA preparation for gene expression time course

*H. salinarum Δura3* (parent) and Δ*ura3ΔtrmB* (knockout mutant) strains were grown to early logarithmic phase (OD600 ≈0.3). For gene expression time courses, three 4 ml of aliquots were removed from the continuously shaking cultures before the addition of 5% (w/v) glucose (−240, −60, 0 min time points) and seven afterwards (5, 10, 20, 45, 90, 180, 360 min time points). Cells were immediately pelleted by centrifugation and snap frozen in liquid nitrogen. RNA was prepared using the Absolutely-RNA miniprep kit (Stratagene/Agilent) according to the manufacturer’s instructions. RNA quality was assessed using the Agilent 2100 BioAnalyzer RNA-Nano Chip and the Prokaryotic Nano RNA protocol (Agilent Technologies, Santa Clara, CA), and samples were verified to be free of DNA contamination by 25 cycles of PCR amplification on at least 200 ng of RNA before cDNA conversion in reverse transcriptase quantitative PCR (RT-qPCR).

### RT-qPCR

RNA extracted from cells was quantified using RT-qPCR. Briefly, RNA was quantified using the *Power* SYBR RNA-to-C_T_ 1-step kit (Applied Biosciences) in an Eppendorf Mastercycler ep Realplex thermocycler using Realplex software. Reaction size was 20 µl, and reactions were prepared according to manufacturer’s instructions. Plate setup was performed robotically using a Corbitt Life Sciences liquid handling system. C_Q_ threshold was determined automatically by the software. Primers were crosschecked against the *H. salinarum* genome using BLAST to ensure specificity. Amplification efficiencies for each pair of primers (*ppsA –* VNG0330G*, pykA –* VNG0324G*, eif1a2* - VNG1756G) were determined by running three serial 10-fold dilutions of the same sample (see Supplementary Table S3 for primers). These efficiencies were used to calculate enrichment relative to the reference gene (*VNG1756G*) in RNA from time course sampling from the measured C_Q_ values as previously described (24). Each experiment consisted of two to three biological replicates (separate cultures) and three technical replicates. The significance of change in gene expression before and after nutrient addition was assessed using the Welch one-sided *t*-test. Using the first three and last two points of each biological replicate time course, we determined *P*-values for the difference in means equivalent to a 1.5-fold up- or downregulation.

### Measurement of gene expression using NanoString

Quantification of additional genes was performed on the same RNA samples using NanoString technology (23). One hundred micrograms of each RNA sample from glucose time courses were delivered to NanoString (Seattle, WA), where samples were hybridized to a custom probe set (Supplementary Table S4) encompassing 100 genes of interest and counted using an nCounter machine. The same mRNA samples used for RT-qPCR were used for NanoString experiments. Data were normalized by total counts per sample across strains. All raw and normalized data are included in Supplementary Table S5. For clustering, each gene was further mean centered and normalized to a standard deviation of 1. Gene expression profiles were clustered using k-means with a Pearson correlation distance function on the normalized gene expression data with k = 8. The same clustering parameters were used for both Δ*ura3* parent and Δ*ura3ΔtrmB* mutant data sets. Each cluster was analyzed for enrichment of Clusters of Orthologous Groups (COG) categories (25,26) using the hypergeometric test.

### ChIP-qPCR protocol

*H. salinarum* cells harboring the *trmB::c-myc* construct were grown to early logarithmic phase (OD600 ≈0.3) as described earlier in the text. DNA–TF complexes were cross-linked and immunoprecipitated using the c-myc epitope tag as previously described (17). Primers were designed according to the criteria presented in (27). The qPCR thermocycling reaction and thermocycling conditions were as described previously (28), except that the SsoAdvanced SYBR Green Supermix (Bio-Rad) was used. Each of five biological replicates was run in three technical replicates. Enrichment of TrmB binding at the *ppsA* promoter was calculated as relative enrichment of the immunoprecipitated sample versus the input. The ratios given in the figures compare enrichment at the binding peak to the 3′ end of the gene of interest (28) (Supplementary Table S3).

### Degradation constant calculation

To assess the validity of our data and improve the accuracy of our modeling, we decided to incorporate genome wide mRNA degradation parameters. Although these parameters have been determined for a related strain [*H. salinarum* R1 ATCC 29341/DSM 671; (29)], the actual half-lives were not published. We therefore reanalyzed the microarray data (ArrayExpress accession number E-MEXP-1088, http://www.ebi.ac.uk/arrayexpress/) to determine these values (Supplementary Table S6). In short, we normalized each gene on each array to the t = 0 time point, and for each gene, fit an exponential decay curve through the points that were annotated as valid in the microarray file using the nls() function in the statistical package R. Standard error was also calculated using nls().

### Modeling approach and fitting

*Synthesis rate determination.* To better understand how binding events at the promoter influence gene expression, we calculated the derivative with respect to time for every gene at each time point by the weighted average of the slope of the segments before and after each time point. We used the K_deg_ values from (29) to calculate the synthesis rate according to Formula 1.
(1)
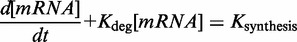

*Gene expression prediction*. To determine the importance of TrmB regulation to specific genes, we used an ordinary differential equation (ODE) model to predict gene expression dynamics in both WT and Δ*ura3ΔtrmB* strains as a function of ChIP-qPCR enrichment at the *ppsA* promoter. The first three and last three points of the *Δura3* gene expression and TrmB-binding time courses were used to determine the values for *K*_basal_ and *K*_eff_ by setting the right hand side of Formula 2 to 0. The Hill coefficient (n) was set to either negative or positive one to indicate repression or activation, respectively. The level of gene expression during the nutrient stimulus was predicted by calculating the change in gene expression every minute according to Formula 2.
(2)
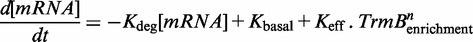

*Calculating model residuals.* To elucidate the topology of nutritional control of central and peripheral metabolism, we compared our predicted and actual gene expression data. Each gene was normalized to a maximum of 1. The normalized values were used as input to the TrmB-enrichment-based predictive ODE model of gene expression (earlier in the text). For each gene in each of the Δ*ura3ΔtrmB* and Δ*ura3* strain backgrounds at each mRNA time point, we calculated the difference between the predicted synthesis rate and the actual synthesis rate as calculated earlier in the text (see ‘Synthesis Rate Determination’ section). We clustered resulting traces on the basis of the Δ*ura3* data using k-means clustering with *k*=5 and Euclidean distance.

*Feed-forward loop logic approximation.* To assess whether a feed-forward loop (FFL) might be responsible for the dynamics we observed in the cobalamin biosynthesis cluster, we simulated the network using a logic approximation (Figure 8A) (30). Genes involved in cobalamin biosynthesis were normalized so that the lowest value was 0 and the highest value was 1. A regulator was presumed active when its value was >0.5. We used the TrmB ChIP-qPCR binding data as an input and fit the degradation parameter (*K*_deg FFL Effector_ & *K*_deg.cob/cbi_) for both of the other genes to the average scaled expression profile of the *cob/cbi* cluster using least squares. The fit was evaluated at 5, 10, 20 and 45 min following glucose addition. This is the period in which feed-forward dynamics would be expected to be most apparent.

## RESULTS

### Gene expression dynamics in response to nutrients are dependent on TrmB

Our previous work demonstrated that TrmB binds the promoter of metabolic enzyme-coding genes throughout the genome in response to carbon source availability (17). However, these studies were conducted at steady state. To investigate the dynamic expression response of TrmB-regulated genes to nutrients (glucose, glycerol and sucrose), we used RT-qPCR to measure repressed (*pykA*) and activated (*ppsA*) gene levels in response to nutrients over time (Figures 1 and 2). TrmB is thought to regulate these genes by binding to the promoter either to activate or to repress expression in the absence of glucose. Addition of glucose to the medium results in TrmB dissociation from the promoter and de-activation or de-repression of the target gene (17). Briefly, *H. salinarum* cells were grown on amino acids as a carbon and energy source to mid-logarithmic phase. Cells were sampled thrice before and seven times after the addition of nutrients (‘Materials and Methods’ section). We considered a change relevant when a 1.5-fold or greater up- or downregulation of the target gene was significant (*P* < 0.05). As these genes are a key control point in glycolysis (*pykA*) and gluconeogenesis (*ppsA*), their levels are highly informative of the regulation of that pathway (31,32).

**Figure 1.**
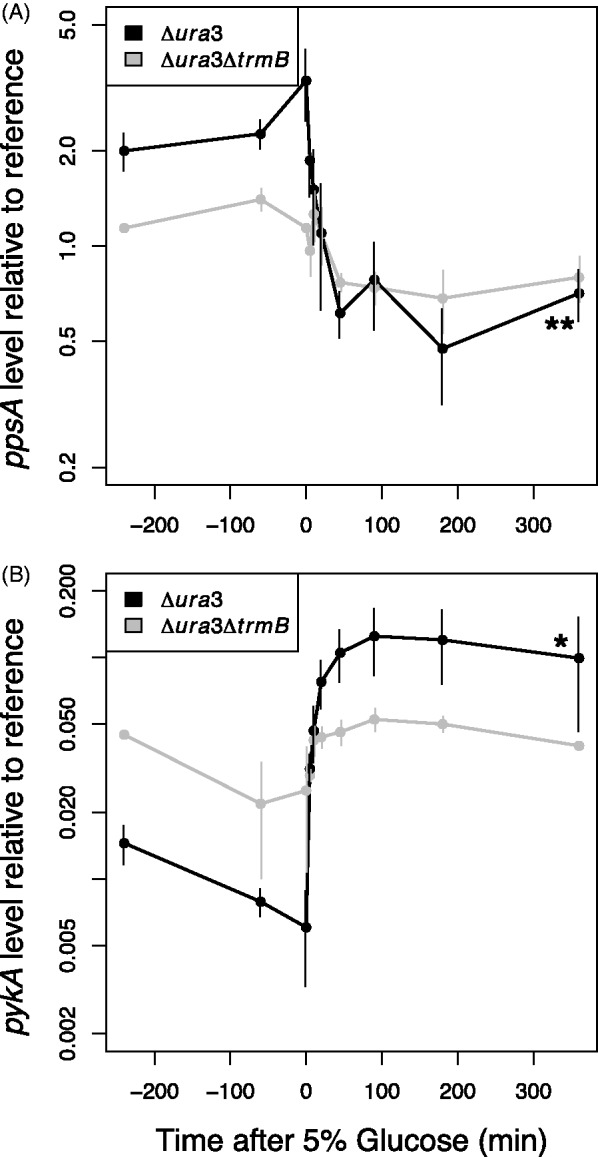
*ppsA* and *pykA* gene expression exhibits state-change dynamics in response to glucose perturbation when TrmB is present. Gene expression of *ppsA* (**A**) and *pykA* (**B**) to a 5% glucose stimulus in the Δ*ura3* (black lines) and Δ*ura3ΔtrmB* (gray lines) strains were measured by RT-qPCR and are shown plotted on a logarithmic axis. Error bars represent the standard error from the average of at least two biological replicate experiments. Asterisks indicate significance of the difference in expression level between the beginning and the end of the time course; * significant at *P* < 0.05; ** significant at *P* < 0.01; *** significant at *P* < 0.001.

**Figure 2.**
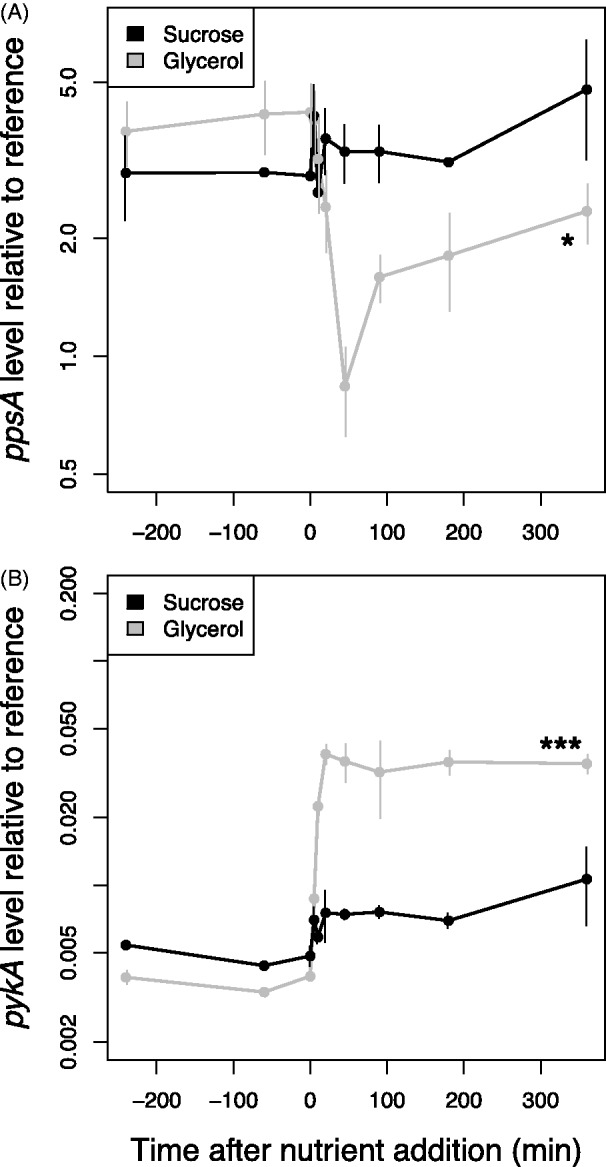
*ppsA* (**A**) and *pykA* (**B**) do not respond significantly to 5% sucrose in the Δ*ura3* strain (black lines). *ppsA* and *pykA* respond to 0.167% glycerol stimulus in the Δ*ura3* strain (gray lines). Gene expression was measured by RT-qPCR and is shown plotted on a logarithmic axis. Asterisks indicate significance of the difference in expression level between the beginning and the end of the time course; * significant at *P* < 0.05; ** significant at *P* < 0.01; *** significant at *P* < 0.001.

We observed that both *ppsA* and *pykA* mRNA exhibit a characteristic steady-state expression value during mid-logarithmic phase growth before glucose addition that differs between the Δ*ura3* parent and Δ*ura3ΔtrmB* mutant strain (Figure 1). On addition of glucose, *ppsA* is de-activated (Figure 1A, 3.6-fold decrease) and *pykA* is de-repressed (Figure 1B, 12.7-fold increase) by the first time point (5 min), and both genes reached a new equilibrium level by 45 min. Hereafter, we refer to such monotonic changes in gene expression as state-change dynamics. These dynamics were greatly attenuated in the Δ*ura3ΔtrmB* mutant background in response to glucose (Figure 1) and in the Δ*ura3* parent strain in response to sucrose (Figure 2). Gene expression dynamics similar to those in response to glucose were observed with glycerol (Figure 2), although ultimately, a different final equilibrium level was reached. These data confirm that gene expression dynamics of *ppsA* and *pykA* are specific to glucose and glycerol and dependent on TrmB. Furthermore, they confirm the role of TrmB in regulating genes coding for enzymes in glycolysis/gluconeogenesis at both short and intermediate temporal scales.

### NanoString measurement of temporal gene expression reveals metabolic modularity governed by TrmB

In our initial experiments, both *ppsA* and *pykA* gene expression exhibited state-change TrmB-dependent dynamics. Because these genes are an important control point in glycolysis/gluconeogenesis (6), state-change dynamics in response to glucose and glycerol were expected. However, TrmB regulates genes involved in processes across metabolism (17). 

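The loss of TrmB was read in the counts themselves. *VNG1451C*, the gene of this sugar-responsive regulator, gave 84 to 368 counts (median 242.5) in the 20 Δ*ura3* libraries made from 100 ng of RNA and exceeded the highest negative-control probe in 20 of them. In the 20 Δ*ura3ΔtrmB* libraries it gave 15 to 35 counts (median 23) and exceeded that probe in 0. It was called lower in the mutant before glucose (2 mutant and 2 parent cultures, edgeR's quasi-likelihood test, adjusted p = 7.37e-04). The 2 mutant cultures before glucose are 3+ and 3-, and whether 3- is a separate culture is not stated in the sources used here. Because the mutant counts lie at background, the size of the difference is not resolved, and the fitted log2 value of -3.59 ran from -6.62 after background subtraction to -3.37 over the alternatives.

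In this assay, pairs of probes hybridize to a transcript in total RNA and the fluorescent barcodes they carry are counted one by one, without reverse transcription or amplification. Parent cultures 1+ and 2+ and mutant cultures 2+, 3+ and 3- were sampled at 10 times from -240 to 360 min around the addition of 5% glucose, the mutant with 1 culture at -240 and at 360 min and 2 at the others. The 100 gene counts summed to 237791 to 684558 per parent library (median 568608.5) and to 418428 to 869982 per mutant library (median 668066.5), and 5 parent libraries lay under 400,000. Counts were divided by that sum. Times were grouped as before glucose (-240, -60 and 0 min), early (5, 10 and 20 min), middle (45 and 90 min) and late (180 and 360 min), which gave 6, 6, 4 and 4 parent libraries and 5, 6, 4 and 3 mutant libraries. A gene was called changed at an adjusted p under 0.05 with a fitted change of at least 1.5-fold. Times of one culture are not independent samples, so the p-values measure the spread between libraries and not between many cultures.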

To assess the impact of TrmB on gene expression in response to glucose, we assayed mRNA levels over time following glucose stimulus for 100 genes involved in central and secondary metabolism using NanoString (23). NanoString was used to assay gene expression because it has been shown to be sensitive, precise and require minimal processing (33). We selected 96 genes involved in central metabolism, including both direct and indirect TrmB targets and TrmB itself (Supplementary Table S4). Using data from previous microarray experiments (13,14,34,35), we also selected three genes (*VNG1670C, mrp, srp19*) expressed at high, medium and low levels with minimal variation across many conditions (Supplementary Table S4). 

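Of the control genes, *srp19*, which encodes a protein of the signal recognition particle, rose in the Δ*ura3* strain by 0.63 (SE 0.15) on the log2 scale from before glucose (n = 6 libraries) to late (n = 4; edgeR's quasi-likelihood test, adjusted p = 0.0118). The other two parent changes were 0.25 (SE 0.11) for *mrp*, a gene of an ATPase family, and 0.14 (SE 0.11) for *VNG1670C*, neither of them called (edgeR's quasi-likelihood test, adjusted p = 0.0964 and 0.404). In the Δ*ura3ΔtrmB* mutant, *mrp* gave 0.50 (SE 0.10) and *VNG1670C* 0.39 (SE 0.08), each with an adjusted p under 0.05 but under 1.5-fold (edgeR's quasi-likelihood test, adjusted p = 0.00235 and 0.00339), and *srp19* gave 0.25 (SE 0.11).

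The call of *srp19* in the parent ended under other scalings, at 0.58 by DESeq2's size factors, 0.57 by TMM and 0.14 by the spike controls, and at 0.48 without the 5 parent libraries under 400,000 counts, with an adjusted p from 9.27e-05 to 0.844 over all alternatives by edgeR and DESeq2. Under spike scaling *mrp* was called in the mutant (0.67). The geometric mean of the control genes per 100,000 counts was 81.4 ± 7.87 (SD, n = 6) before glucose and 103 ± 6.13 (n = 4) late in the parent, and 91.7 ± 8.82 (n = 6 runs) and 117 ± 4.43 (n = 4 runs) in the mutant. As a list of 3 genes they moved upward on balance from before to late in both strains, by limma's fry test, which is self-contained and compares with no other genes (adjusted p = 0.0180 in the parent and 0.00164 in the mutant). 1 of 3 was called in the parent and 0 of 3 in the mutant, and so adjusted over the list alone. Over the alternatives the parent changes ran from 0.14 to 0.67 for *srp19*, -0.21 to 0.28 for *mrp* and -0.28 to 0.27 for *VNG1670C*. In the mutant they ran from -0.12 to 0.45, 0.12 to 0.67 and 0.01 to 0.57. One of these alternatives, reference-gene scaling, divides by the 3 control genes themselves. It holds their mean flat by construction and is no check of their rise.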

The same glucose response time points used for RT-qPCR (Figure 1) were sampled in the NanoString experiment. As NanoString has not been previously used for mRNA quantification in *H. salinarum*, we validated the data by comparing measurements of *ppsA* and *pykA* gene expression in the same RNA time course samples between the NanoString and RT-qPCR platforms. We found a linear relationship (Pearson correlation = 0.962) across several orders of magnitude (Figure 3), suggesting that NanoString is a robust alternative to RT-qPCR for the quantification of mRNA in *H. salinarum*.

**Figure 3.**
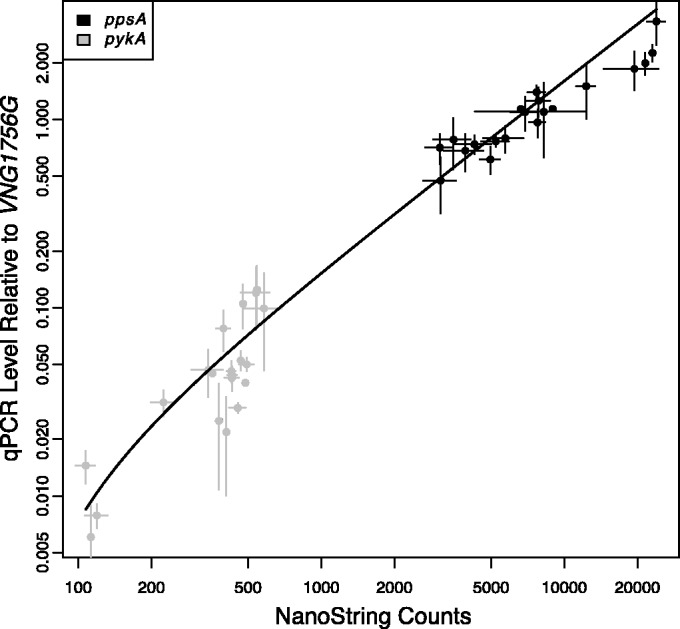
NanoString gene expression measurements are tightly correlated with qPCR measurements. mRNA levels for *ppsA* (black points) and *pykA* (gray points) were measured by RT-qPCR and NanoString. Both RT-qPCR and NanoString are shown plotted on a logarithmic axis. Error bars represent standard error from two replicates of NanoString and at least two replicates of RT-qPCR.

To determine the pattern of TrmB-dependent regulation across central and secondary metabolic pathways, NanoString gene expression profiles were clustered separately in the Δ*ura3* and Δ*ura3ΔtrmB* strain backgrounds using k-means. The distribution of clusters was integrated with the TrmB-centered metabolic regulatory network reconstruction (17) (Figure 4 and Supplementary Table S5). Clusters of genes from both *Δura3* and Δ*ura3ΔtrmB* expression profiles were analyzed for significant (*P* < 0.01) enrichment of membership in COGs (Table 1) (25, 26). 

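The genes of cobalamin synthesis and of purine synthesis kept step with each other over the 10 times in both strains. Over the 10 cobalamin genes, which encode enzymes that build and amidate the corrin ring of vitamin B12, the mean pairwise correlation of the profiles was 0.676 in Δ*ura3* and 0.660 in Δ*ura3ΔtrmB*. For the 13 purine genes, which build IMP from ribose phosphate, it was 0.658 in the parent and 0.418 in the mutant. All 4 values lay at or above the 99.92 percentile of 10000 random lists of the same size drawn from the panel. The tricarboxylic acid cycle genes, among them *citZ*, *icd* and *korB*, gave 0.0548 in the parent (percentile 44.63) and 0.178 in the mutant (percentile 91.8).

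The fall from parent to mutant was 0.24 for purine genes (percentile 96 of the same random lists), 0.0161 for cobalamin genes (percentile 47.68) and 0.271 for 8 genes of glucose breakdown that include *pykA* and *gcd* (0.399 and 0.128, percentile 92.05). For 21 amino acid genes it was -0.00231. The purine fall became 0.0396 (percentile 72.91) without parent culture 1+, and turned to -0.110 with the reference-gene scaling. That scaling also gave 0.365 for the cobalamin genes in the mutant (percentile 67.87) and a fall of 0.494 (percentile 99.36). These correlations are across time points of averaged cultures. Within single cultures over 9 shared times, a comparison added after the data were seen, purine genes gave 0.775 in 1+, 0.481 in 2+ and 0.391 in mutant culture 3+, and cobalamin genes 0.766, 0.822 and 0.544. In the same order, tricarboxylic acid cycle genes gave 0.471, 0.0115 and 0.180, and genes of glucose breakdown 0.575, 0.118 and 0.0979. The parent cultures thus parted for both of these lists.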

Surprisingly, we found that temporal gene expression patterns clustered according to metabolic pathway modules in the *Δura3* strain and to a lesser extent in the Δ*ura3ΔtrmB* mutant, suggesting that TrmB is at least partially responsible for the maintenance of metabolic modularity (Figure 4C and F and Supplementary Table S5 and Table 1).

**Figure 4.**
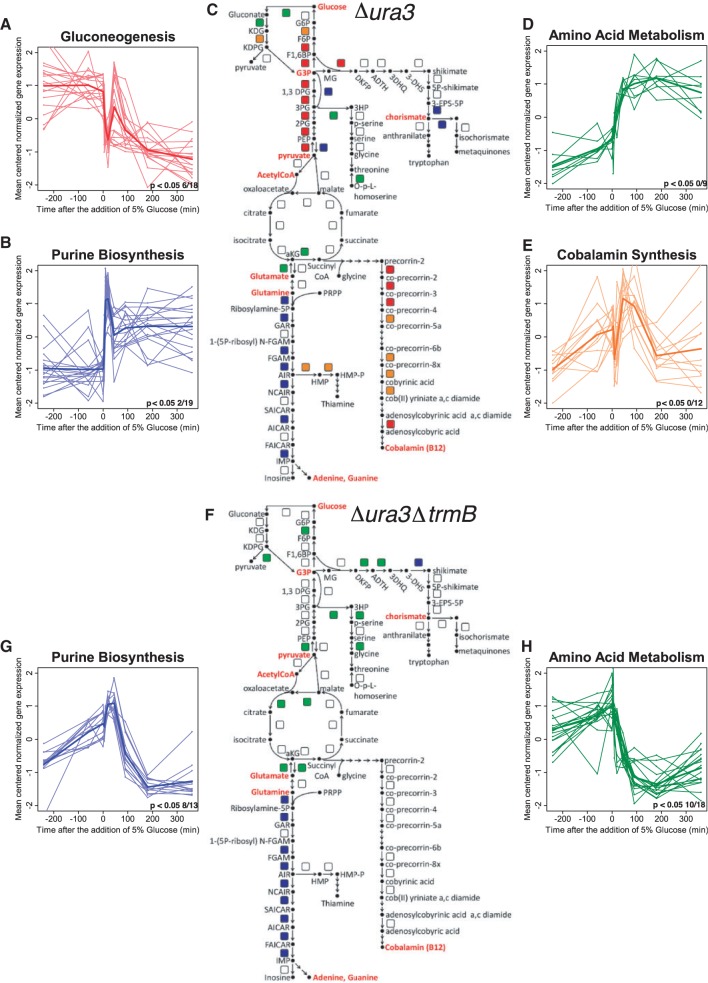
TrmB is required for metabolic modularity in *H. salinarum* metabolism. Figure depicts k-means clustering and using eight clusters and Pearson correlation as a scoring metrics on the Δ*ura3* (**C**) and Δ*ura3ΔtrmB* (**F**) data. Only clusters enriched (*P* < 0.01) for COG biological function categories are shown for each strain. Four clusters are enriched in genes involved in specific pathways in Δ*ura3* (**A**, **B**, **D** and **E**), whereas only two clusters are thus enriched in Δ*ura3ΔtrmB* (**G** and **H**)*.* Metabolic maps (C and F) depict enzyme-coding genes as colored squares, with colors corresponding to cluster graphs. Each cluster graph depicts gene expression data for individual genes (thinner lines) and the mean expression profile for the cluster (thicker lines). The number of genes in every cluster that shows significant (*P < *0.05) 1.5-fold over expression by the one-sided Welch *t*-test is listed in the lower right-hand corner of each expression graph. Metabolite abbreviations used in (C and F) are listed in Supplementary Table S7. In all, 30 of the 100 genes analyzed by NanoString are not represented on the metabolic map for the sake of clarity.

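When the 100 profiles of the Δ*ura3* strain were clustered with k-means (8 clusters, Pearson distance, 1000 starts), 3 clusters held more genes of a pathway than chance. The first, of 10 genes, held 7 of the 9 gluconeogenic genes (*ppsA*, *eno*, *gpm*, *pgk*, *gapB*, *VNG0683C* and *fbp*) with *acs2*, *carA* and *glpK* (one-sided Fisher's exact test, p = 2.55e-07). Another, of 16 genes, held 10 of 13 purine genes (p = 1.09e-07 by the same exact test). The last, of 9 genes, held 5 of 10 cobalamin genes, *cbiC*, *cbiF*, *cbiG*, *cbiL* and *cobH* (p = 3.52e-04 by the same exact test). Only 2 clusters of the Δ*ura3ΔtrmB* mutant passed. One of 14 genes held 11 of 13 purine genes (exact test, p = 1.88e-10), and one of 14 genes held 9 of 21 amino acid genes (exact test, p = 1.63e-04).

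The lists were taken from the annotation of the probes and not from COGs. The parent gave 4 enriched clusters with 6 or with 10 clusters in all, 6 with reference-gene scaling and 5 without the shallow libraries. The mutant gave 2 with 6 clusters and 3 with 10 clusters or with reference-gene scaling. From the larger number of enriched clusters in the parent, the paper proposes that TrmB takes part in keeping metabolic modules together.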

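The late state differed from the state before glucose at 19 genes in the parent, and *gap* and *pykA* rose most while *ppsA* fell most. Besides these, the purine genes *purH* (2.13, SE 0.53), *VNG2371C* (1.08, SE 0.26), *purE* (1.00, SE 0.31), *purM* (0.87, SE 0.27) and *purF* (0.84, SE 0.22) rose by these log2 changes, as did *serA3* (1.13, SE 0.34), a phosphoglycerate dehydrogenase gene (n = 4 late and 6 earlier libraries, edgeR's quasi-likelihood test, adjusted p from 0.0118 to 0.0356). Glutamine synthetase gene *glnA* (-1.33, SE 0.36) and glutamate dehydrogenase gene *gdhA1* (-0.99, SE 0.21) fell (edgeR's quasi-likelihood test, adjusted p = 0.0198 and 0.00657). Without parent culture 2+, *VNG2371C* (0.45), *purE* (0.47), *purF* (0.28), *purM* (0.30) and *serA3* (0.43) were no longer called. Without the shallow libraries, those genes, *purH* (0.33), *glnA* (-1.34) and *gdhA1* (-0.73) were not called either. The adjusted p over the alternatives ran from 8.6e-05 to 0.504 for *purH*, 0.00152 to 0.577 for *serA3* and 6.58e-05 to 0.0965 for *glnA* by edgeR or DESeq2.

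In the mutant 36 genes were called, of which 16 rose and 20 fell. Outside purine synthesis the largest falls were in *argG* (-2.25, SE 0.21) and *argH* (-2.05, SE 0.18), the last steps of arginine synthesis, in acetyl-CoA synthetase gene *acs2* (-1.99, SE 0.47) and in *gdhA1* (-1.33, SE 0.25; edgeR's quasi-likelihood test, adjusted p from 5.42e-05 to 0.00646). Among the rises were *carA* (1.29, SE 0.17), the small chain of carbamoyl-phosphate synthase, *gpdA2* (1.07, SE 0.05) of glycerol-3-phosphate dehydrogenase and *menF* (1.06, SE 0.12) of menaquinone synthesis (edgeR's quasi-likelihood test, adjusted p from 3.17e-06 to 2.98e-04). Without mutant culture 3+, which leaves 1 late library of culture 2+ against 3 of 3-, *acs2* (adjusted p 0.0549), *gdhA1* (0.0552) and *carA* (0.0761) were not called by edgeR, against ranges over the alternatives of 1.2e-06 to 0.0549, 1.19e-09 to 0.0552 and 2.84e-08 to 0.283.

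By time, 16 genes were called from before glucose to early in the parent (13 rose and 3 fell), 0 from early to middle, 1 early in the mutant and 14 from early to middle in the mutant (4 rose and 10 fell). For the 0, edgeR gave 13 genes at an unadjusted p under 0.05 and DESeq2 called 2. With a replicate block for culture the 4 counts were 19, 2 (*ppsA* and *gdhA1*, both down), 0 and 14. Without culture 1+ the parent gave 43 late calls and 2 early ones, and without culture 3+ the mutant gave 17 late ones. Scaling moved the balance of rises and falls. With reference genes the late split was 4 to 21 in the parent and 5 to 28 in the mutant, where the median of all genes was -0.28 and -0.34 in log2. With spike controls it was 3 to 9 (median -0.38) and 22 to 18 (median 0.22). The early parent split was 11 to 6 by DESeq2, 8 to 4 by reference genes and 5 to 4 by spike controls (median -0.21, and 0.14 after background subtraction), and the middle mutant split was 18 to 5 by spike controls (median 0.22).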

**Table 1.** *P*-values of enrichment of COG terms in k-means clusters of dynamic expression profiles of the Δ*ura3* and Δ*ura3ΔtrmB* strains after glucose stimulus

COG term	Description	*Δura3*	*Δura3ΔtrmB*
Carbohydrate transport and metabolism	Glycolysis/gluconeogenesis	1.08E-03	NS
Amino acid transport and metabolism		2.95E-03	7.32E-04
Nucleotide transport and metabolism	Purine biosynthesis	1.35E-04	1.23E-09
Coenzyme transport and metabolism	Cobalamin biosynthesis	4.47E-03	NS

NS = not significant.

The gluconeogenic enzyme-coding genes exhibited the same state-change downregulation dynamics as *ppsA* in the Δ*ura3* strain, with the exception of enolase (*eno*), which is not a direct TrmB target (17). These dynamics were not observed in the Δ*ura3ΔtrmB* strain (Figure 4A and Table 1). 

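Gluconeogenesis builds sugar phosphates from pyruvate, and most of its genes on the panel fell after glucose in the Δ*ura3* strain. The gene of phosphoenolpyruvate synthase, *ppsA*, went from 3838 ± 465 per 100,000 counts (SD, n = 2 cultures) at 0 min to 497 ± 108 at 180 min, and fell by 2.89 (SE 0.15) on the log2 scale from before glucose to late (edgeR's quasi-likelihood test, adjusted p = 6.78e-08). The aldolase gene *VNG0683C* (-1.59, SE 0.16), the fructose-bisphosphatase gene *fbp* (-1.51, SE 0.18), and *gpm* (-1.46, SE 0.23), *pgk* (-1.31, SE 0.16) and *gapB* (-1.16, SE 0.14) of the triose part of the pathway also fell (same test, adjusted p from 2.42e-05 to 8.59e-04). All 6 falls were called under each of 15 alternative settings and by the methods' t-test, but *gpm* and *pgk* were not called by that test once adjusted.

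One glyceraldehyde-3-phosphate dehydrogenase gene went the other way. *gap* rose by 6.71 (SE 0.16) in log2 (edgeR's quasi-likelihood test, adjusted p = 2.98e-11), from 15.0 ± 1.60 to 1397 ± 210.3 per 100,000 counts (SD, n = 2), opposite to *gapB*. For *eno*, the enolase gene, the change was -0.37 (SE 0.57) and was not called (edgeR's quasi-likelihood test, adjusted p = 0.656), since the cultures moved apart. *eno* gave 0.62 in culture 1+ and -2.50 in culture 2+ on the log2 scale, and each was called when the other culture was left out (adjusted p = 2.86e-04 and 0.00471 by edgeR, and from 2.86e-04 to 0.999 over all alternatives). The isomerase gene *pgi* stood at 0.01 (SE 0.10) (edgeR, adjusted p = 0.952).

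Of the 9 gluconeogenic genes, 6 fell and 1 rose, and so adjusted over the list alone. Their median log2 change was -1.31 and their mean -0.40, and limma's fry, which tests whether the genes move one way on balance, gave a fall (adjusted p = 1.84e-04, and 9.56e-07 to 0.165 over the alternatives, with the highest under spike scaling). By the early times *gapB* (-0.95, SE 0.17), *VNG0683C* (-0.86, SE 0.20) and *pgk* (-0.73, SE 0.11) had already fallen (edgeR's quasi-likelihood test, adjusted p from 4.36e-04 to 0.00815), and none of these 3 was called without culture 1+ (adjusted p 0.0570 to 0.0655). The early change of *ppsA* was -0.78 (SE 0.29) (adjusted p = 0.0957), and with a replicate block for culture it was -0.82 and called (adjusted p = 0.0305, from 0.00236 to 0.659 over the alternatives by edgeR and DESeq2).

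**Figure D1:**
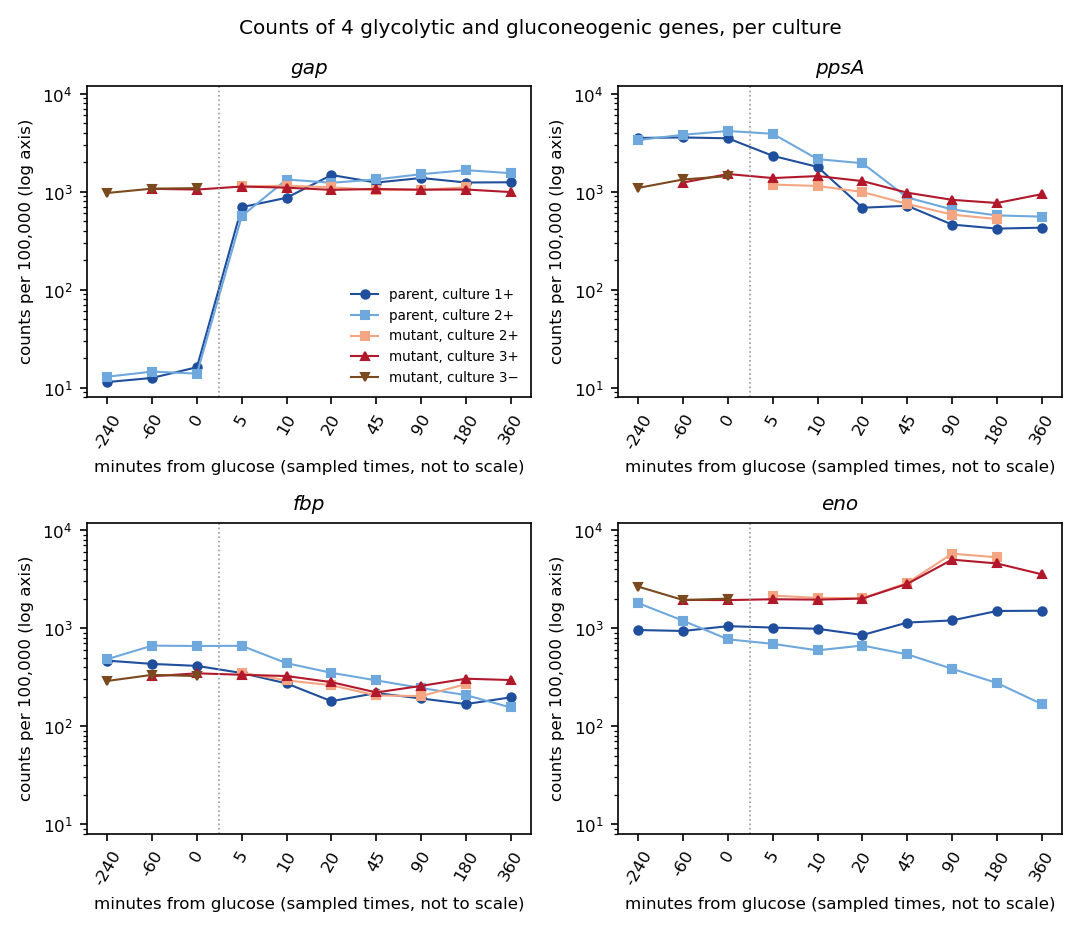
Levels of *gap*, *ppsA*, *fbp* and *eno* (counts per 100,000, log axis) at the 10 sampled times (min, not to scale), with parent cultures 1+ and 2+ in blue, mutant cultures in red, orange and brown, and glucose addition as a dotted line. In the parent *gap* ends at 1397 per 100,000 at 360 min, and the *eno* courses of the parent cultures part.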

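In the Δ*ura3ΔtrmB* mutant, *ppsA* began lower and moved less. It stood at 1479 ± 52.2 per 100,000 counts (SD, n = 2, of 3+ and 3-, which may not be separate cultures) at 0 min and 944 (n = 1) at 360 min, with a late log2 change of -0.80 (SE 0.20) that was called (n = 3 late and 5 earlier libraries, edgeR's quasi-likelihood test, adjusted p = 0.00800). The genes *fbp* (-0.14, SE 0.08), *VNG0683C* (-0.11, SE 0.08), *gpm* (-0.06, SE 0.09), *gapB* (-0.05, SE 0.07) and *pgk* (-0.03, SE 0.09) were not called (adjusted p from 0.169 to 0.807 by the same test). The gene *gap* held 1069.7 ± 25.7 per 100,000 counts at 0 min, near its late parent level, and changed by 0.01 (SE 0.07) (edgeR's quasi-likelihood test, adjusted p = 0.913). Enolase gene *eno* rose by 1.09 (SE 0.15) (edgeR's quasi-likelihood test, adjusted p = 4.13e-04), and *pgi* gave -0.29 (SE 0.07), under 1.5-fold (adjusted p = 0.00754).

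The *ppsA* call ended without culture 3- (-0.86, adjusted p = 0.0503) and under a cartridge block (-0.51, under 1.5-fold), with an adjusted p from 9.34e-06 to 0.175 over the alternatives by edgeR and DESeq2. The *eno* call ended when all times were fitted together (0.95, and from 6.09e-08 to 0.155 over the alternatives). The 9 genes had a median change of -0.06, 1 rose and 1 fell, and so adjusted over the list alone, and limma's fry gave an adjusted p = 0.370.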

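The change of the gluconeogenic genes was tested against itself between the strains, as the late log2 change in the Δ*ura3* parent minus that in the Δ*ura3ΔtrmB* mutant. It was -2.09 (SE 0.23) for *ppsA*, which feeds phosphoenolpyruvate into the pathway, -1.48 (SE 0.18) for *VNG0683C*, -1.40 (SE 0.27) for *gpm*, -1.37 (SE 0.21) for *fbp*, -1.28 (SE 0.19) for *pgk* and -1.11 (SE 0.16) for *gapB* (edgeR's quasi-likelihood test of the interaction, adjusted p from 2.85e-06 to 4.33e-04, n = 10 parent and 8 mutant libraries). In the glycolytic direction the difference was 6.70 (SE 0.18) for *gap* and 1.94 (SE 0.17) for *pykA*, the pyruvate kinase gene (edgeR's quasi-likelihood test, adjusted p = 2.45e-15 and 8.97e-08). For *eno* it was -1.47 (SE 0.69) and not called (edgeR's quasi-likelihood test, adjusted p = 0.0922), and -3.59 and called without parent culture 1+ (adjusted p = 1.93e-05, from 1.93e-05 to 0.263 over the alternatives). For *pgi* it was 0.30 (SE 0.12), under 1.5-fold.

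Of these 9 genes 6 differed downward and 1 upward, with 7 and 1 adjusted over the list alone. The median difference was -1.37 and the mean -0.35 (limma's fry, adjusted p = 0.00855, 1.91e-06 to 0.315 over the alternatives, with the highest without the shallow parent libraries and 0.140 without mutant culture 3-). By the early times the strains already differed in the change of *gap* (6.16, SE 0.26), *pykA* (1.31, SE 0.19), *gapB* (-0.86, SE 0.18) and *pgk* (-0.61, SE 0.13; edgeR's quasi-likelihood test, adjusted p from 2.14e-15 to 0.00303). Of these, *gapB* was not called without mutant culture 3+ (-0.76), and *pgk* was not called without parent culture 1+ (-0.53) or with a replicate block (-0.51), with adjusted p from 3.15e-05 to 0.571 and 4.87e-07 to 1.00 over the alternatives by edgeR and DESeq2.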

Because state-change dynamics in gluconeogenic enzyme-coding genes were greatly diminished in the Δ*ura3ΔtrmB* strain, it is likely that these genes are predominantly dependent on TrmB. As expected, the expression profiles of enzyme-coding genes in gluconeogenesis clustered in the Δ*ura3* parent strain but not in the Δ*ura3ΔtrmB* strain (Table 1).

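In the Δ*ura3* parent 7 of the 9 gluconeogenic genes shared a k-means cluster, while *gap*, which rose, and *pgi* lay in 2 others. No cluster of the Δ*ura3ΔtrmB* mutant held more than 3 of the 9. The mean pairwise correlation over all 9 genes was 0.262 in the parent (percentile 92.12 of random lists, whose median was 0.0609) and 0.202 in the mutant (percentile 89.77). It was 0.329 without parent culture 1+ (percentile 98.67) and 0.108 without culture 2+ (percentile 52.03). The strains differed by 0.0600 (percentile 60.38).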

In contrast to the state-change dynamics (*i.e.* monotonic increases or decreases and a statistically significant change in equilibrium gene expression) observed in the glycolytic and gluconeogenic pathways, impulse-like dynamics (transient increases or decreases in gene expression) were observed in the genes coding for enzymes in purine, cobalamin and amino acid biosynthesis in the *Δura3* strain. 

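Of 21 amino acid genes in the Δ*ura3* parent, 0 were called early (0 adjusted over the list alone), with 6 at an unadjusted p under 0.05 in edgeR's test (*serA3*, *serB*, *glyA*, *aroC*, *aroE* and *psc*), and the median early change of the list was 0.24 in log2 (limma's fry, adjusted p = 0.0988, and 0.0400 with a replicate block). Of the 6, *aroE* (0.51, SE 0.14) also passed after adjustment but stayed under 1.5-fold (edgeR's quasi-likelihood test, adjusted p = 0.0206). At single times against the times before, chosen after the data were seen, the list lay upward at 20 min (median 0.32) and 45 min (0.25; limma's fry, adjusted p = 0.0187 and 0.0244). By the late times *serA3* of serine synthesis was up, and *glnA*, *gdhA1* and *aspC2*, which handle nitrogen on glutamate and aspartate, were down (-0.97, SE 0.21 for *aspC2*, edgeR's quasi-likelihood test, adjusted p = 0.00658). The late counts were 1 up and 3 down, and so adjusted over the list alone, with a median of 0.18 (limma's fry, adjusted p = 0.283, and 0.0482 with a replicate block).

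The group fell in the Δ*ura3ΔtrmB* mutant between early and middle times, by a median of -0.23 (limma's fry, adjusted p = 0.00295, and from 5.23e-04 to 0.929 over the alternatives). There *glnA* (-1.33, SE 0.36), *gdhA1* (-1.28, SE 0.19), *argH* (-1.24, SE 0.27), *argG* (-1.18, SE 0.30), *aspC2* (-0.79, SE 0.16), *gdhB* (-0.78, SE 0.20) and *serA3* (-0.64, SE 0.12) fell, and *carA* rose (0.87, SE 0.15; n = 4 middle and 6 early libraries, edgeR's quasi-likelihood test, adjusted p from 0.00155 to 0.0146). Outside the list, *acs2* (-1.85, SE 0.34), *ush* (-0.67, SE 0.15) and *ppsA* (-0.66, SE 0.15) fell, and *eno* (1.03, SE 0.19), *nhaC2* (1.00, SE 0.16) and *menF* (0.79, SE 0.11) rose (same test, adjusted p from 0.00155 to 0.00567). Each of these 14 calls ended without mutant culture 2+ or without 3+, which leaves 1 culture and an assumption that it varies like the others. Under spike scaling the list's median turned to 0.05.

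The arginine list counted 1 up and 2 down there (limma's fry, adjusted p = 0.901, and 0.0156 with a replicate block), the glutamate list 0 up and 4 down (0.00295), the serine and glycine list 0 and 1 (0.00372) and the aromatic list 0 and 0, with its genes downward on balance (0.00372). From early to middle the strains differed in *acs2* (1.84, SE 0.37), *argH* (1.48, SE 0.32) and *serA3* (1.05, SE 0.26), parent minus mutant, and in *menF* (-0.84, SE 0.18; edgeR's quasi-likelihood test, adjusted p from 0.00534 to 0.0197), 4 genes in all. With a replicate block for culture 17 genes were called in that comparison. By reference genes the split was 1 to 1 and by DESeq2 it was 7 to 4, against 3 to 1. Without mutant culture 3+, *menF* was not called (adjusted p 0.0798, from 4.93e-08 to 0.484 over the alternatives by edgeR and DESeq2).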

The variety of impulse-like dynamics made metabolic modularity especially apparent in these clusters. The pattern of gene expression in the purine biosynthesis cluster was distinct in both the Δ*ura3* and Δ*ura3ΔtrmB* strains (Figure 4B and G and Table 1). Expression of these genes displayed a transient increase in mRNA immediately on the addition of glucose in both backgrounds (Figure 4B and G). 

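Purine synthesis makes IMP from phosphoribosyl pyrophosphate, and its genes rose by the early times in the Δ*ura3* parent. The gene of the committing enzyme, *purF*, stood at 328 ± 7.03 per 100,000 counts (SD, n = 2 cultures) at 0 min, 985 ± 173 at 10 min and 572 ± 333 at 360 min. From before glucose to early (n = 6 libraries each) *VNG2371C* (1.40, SE 0.23), *purF* (1.32, SE 0.22) and *purM* (1.31, SE 0.21) rose most in log2, and 11 of the 13 genes rose, with the others from 0.60 in *purL2* to 0.92 in *purK* (edgeR's quasi-likelihood test, adjusted p from 6.03e-04 to 0.0450 over the 11). The count was also 11 adjusted over the list alone. The formyltetrahydrofolate deformylase gene *purU* (0.24, SE 0.21) and *prsA* (0.13, SE 0.10), whose product makes the phosphoribosyl donor, were not called. The median change was 0.82 (limma's fry, adjusted p = 0.00718, and 1.84e-04 to 0.316 over the alternatives). Without parent culture 1+, *VNG2371C* (1.07), *purF* (1.05), *purM* (1.17) and *purD* (0.56) were not called, nor was any other of the 13, and without the shallow libraries these 4 alone were (without 1+, adjusted p from 0.0570 to 0.105 by edgeR, within 2.27e-05 to 0.318 over the alternatives for *purD*).

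Early changes in the Δ*ura3ΔtrmB* mutant were smaller and 0 of 13 were called by edgeR, with 1 adjusted over the list alone and 6 at an unadjusted p under 0.05. They were 0.72 (SE 0.19) for *purF*, 0.51 (SE 0.13) for *purM* and 0.38 (SE 0.12) for *purD* (edgeR's quasi-likelihood test, adjusted p = 0.0587, 0.0587 and 0.0767), and the median was 0.20 (limma's fry, adjusted p = 0.225). The early changes of the strains differed at 1 purine gene, *VNG2371C* (1.05, SE 0.28, edgeR's quasi-likelihood test, adjusted p = 0.0191), a call that ended under most alternatives (adjusted p from 7.38e-04 to 0.525), and at 6 adjusted over the list alone. Taken at single times against the times before, with culture as a block and chosen after the data were seen, *purF* rose in the mutant at 10 min (0.99, SE 0.18) and 20 min (1.24, SE 0.18; edgeR's quasi-likelihood test, adjusted p = 0.00586 and 3.92e-04), and 4 of 13 purine genes were called at 20 and at 45 min. The parent had 0 of 13 called at 5 min (limma's fry for the list, adjusted p = 0.246), 10 at 10 and at 20 min and 2 at 45 min.

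**Figure D2:**
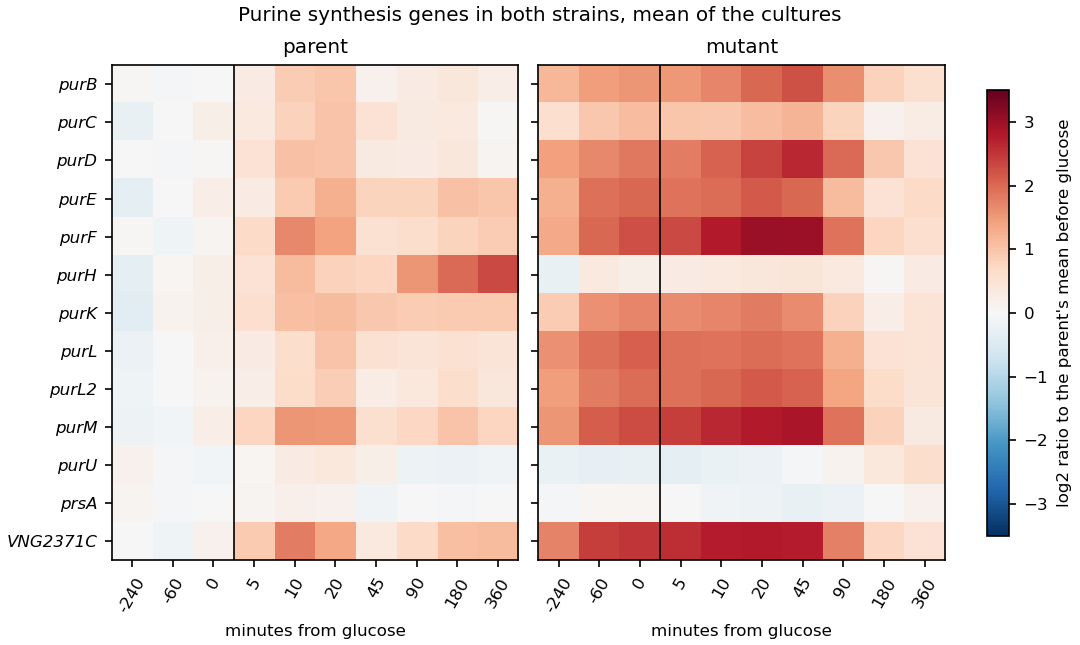
Log2 ratio of 13 purine genes (lines of the map) at the 10 sampled times (columns) to the mean of the parent before glucose, for the parent (one panel) and the mutant (the other), with glucose addition as a black line. Against each strain's own level before glucose, which for the mutant is not the scale of the map, the median fold is 2.00 at 20 min in the parent, and in the mutant 1.30 at 20 min and 0.456 at 180 min. Without the shallow parent libraries the parent median is 2.03 at 10 min and 1.55 at 20 min, from a single culture each.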

Although the impulse-like dynamics observed in purine biosynthesis genes are not TrmB-dependent, the difference in overall mRNA concentration compared with the parent strain at the start of the time course but not at the end suggests that TrmB is nonetheless important in controlling these genes.

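Before glucose the purine genes stood higher in the Δ*ura3ΔtrmB* mutant. *VNG2371C*, for the step that closes the purine ring, differed from the parent by 2.36 (SE 0.17) in log2, *purM* by 2.10 (SE 0.15) and *purF* by 2.00 (SE 0.15), and 10 of 13 genes were higher, the least of them *purC* at 0.95 (SE 0.18) (2 cultures of each strain, the mutant's being 3+ and 3-, which may not be separate, edgeR's quasi-likelihood test, adjusted p from 7.57e-04 to 0.0121 over the 10). The 10 were called adjusted over the list alone as well. *purH* (0.22, SE 0.22), *prsA* (0.02, SE 0.13) and *purU* (-0.28, SE 0.28) were not called. The median was 1.71, and limma's fry gave an adjusted p = 0.0716 for one direction and 0.0137 for either direction, the first from 8.31e-06 to 0.611 over the alternatives.

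At the late times the median difference was -0.07, with 0 of 13 called by edgeR (0 adjusted over the list alone, and *purU* alone at an unadjusted p under 0.05). *purF* gave -0.28 (SE 0.41), *purM* -0.30 (SE 0.43) and *purD* 0.48 (SE 0.25) (edgeR's quasi-likelihood test, adjusted p = 0.655, 0.655 and 0.274). In simulated counts with the same spread this late comparison found 15.5% of 2-fold and 80% of 4-fold changes, so most 2-fold differences would have been missed.

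Over the whole panel 19 genes were higher and 20 lower in the mutant before glucose. Beyond the purine genes, *gap* (6.27, SE 0.14), *pykA* (1.83, SE 0.14) and *gdhA1* (1.58, SE 0.12) were higher, and *mvaB* (-2.99, SE 0.60) of isoprenoid synthesis, *gpm* (-1.79, SE 0.30), *gapB* (-1.63, SE 0.16) and *ppsA* (-1.48, SE 0.16) were lower (edgeR's quasi-likelihood test, adjusted p from 1.61e-05 to 0.0133). Enolase gene *eno* was higher by 0.88 (SE 0.20) (adjusted p = 0.0192), but not called without culture 3- (0.77, adjusted p = 0.0905, from 1.32e-08 to 0.117 over the alternatives by edgeR). Reference-gene scaling moved the median of all genes to -0.11 there.

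Late, 3 genes were called, *VNG1451C*, *argH* (-2.61, SE 0.23) and *argG* (-2.59, SE 0.28), all lower in the mutant (edgeR's quasi-likelihood test, adjusted p = 0.00382, 0.0117 and 0.0177). For *VNG1451C*, at background in the mutant, the size is not resolved, with a fitted -3.57 and values from -4.82 after background subtraction to -2.95 over the alternatives. None of the 3 was called with spike scaling, nor without mutant culture 2+ or 3+, where 1 mutant sample is left and the spread is that of the parent (adjusted p from 9.6e-34 to 0.593 over the alternatives for *argG*). DESeq2 called 10 higher and 13 lower, with a median of all genes of -0.12, while TMM moved that median to -0.16 and reference genes to -0.26. From the start and end levels, the paper proposes that TrmB matters for purine genes although their transient rise does not need it.

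**Figure D3:**
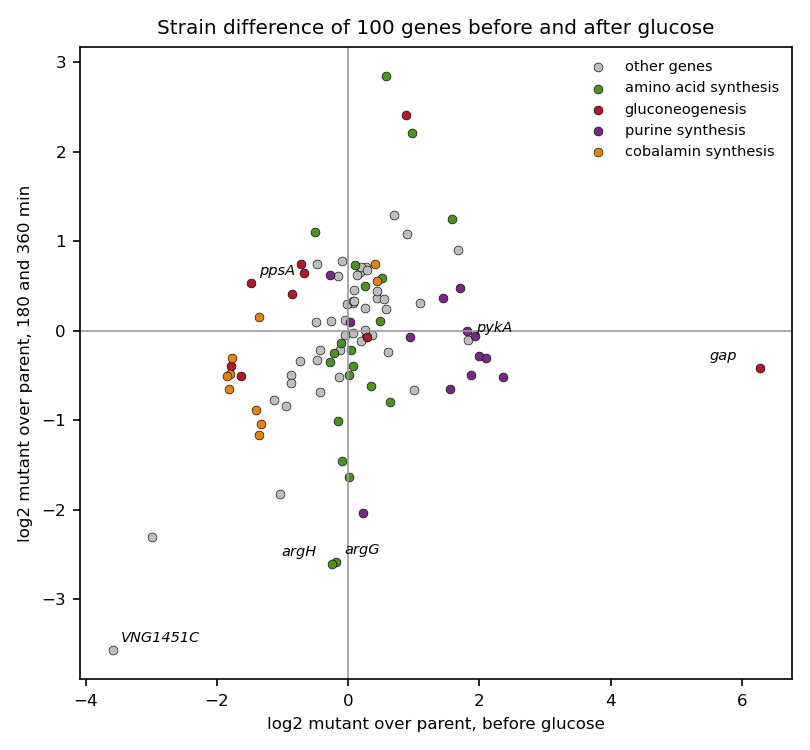
Log2 ratio of the mutant over the parent for each of 100 genes before glucose (x axis) and at 180 and 360 min (y axis), coloured by gene list. The median of the 13 purine genes is 1.71 before glucose and -0.07 late, with single genes from -0.28 to 2.36 and from -2.04 to 0.63, and *gap* moves from 6.27 to -0.42.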

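Cobalamin genes stood lower in the Δ*ura3ΔtrmB* mutant before glucose. The methyltransferase genes *cbiL* (-1.81, SE 0.16) and *cbiF* (-1.80, SE 0.17), the decarboxylase gene *cbiT* (-1.85, SE 0.16) and *cbiG* (-1.77, SE 0.18) gave log2 differences near one another, and *cbiC* (-1.40), *cobN* (-1.36), *cobH* (-1.36) and *cbiJ* (-1.34) were lower too (2 cultures of each strain, edgeR's quasi-likelihood test, adjusted p from 8.81e-04 to 0.00308 over the 8). *cobI* (0.40, SE 0.12) and *cbiP* (0.44, SE 0.12) lay the other way at under 1.5-fold. The 8 of 10 held adjusted over the list alone, and limma's fry gave an adjusted p = 0.0682 for one direction and 0.0119 for either.

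The change from before glucose to late differed between the strains at 5 of the 10 genes. The parent change minus the mutant change was -1.53 (SE 0.29) for *cobH*, -1.52 (SE 0.34) for *cbiG*, -1.41 (SE 0.33) for *cbiT*, -1.38 (SE 0.35) for *cbiF* and -1.22 (SE 0.36) for *cbiL* (edgeR's quasi-likelihood test, adjusted p from 3.37e-04 to 0.0107). Without mutant culture 3+, with 1 late mutant library left, *cbiG* (-1.22), *cbiT* (-1.14) and *cbiF* (-1.12) were not called (adjusted p from 0.0673 to 0.104, within 2.9e-04 to 0.104 over the alternatives for *cbiF* by edgeR and DESeq2). The median over the 10 genes was -0.88 with 5 called, also adjusted over the list alone (limma's fry, adjusted p = 0.00855, from 0.00185 to 0.111 over the alternatives). At the late times themselves the median difference was -0.49, with 0 of 10 called by edgeR and 4 at an unadjusted p under 0.05.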

Expression patterns in genes coding for enzymes involved in cobalamin (vitamin B-12) biosynthesis also differed between the Δ*ura3ΔtrmB* mutant and Δ*ura3* parent strains. 

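In the first 20 min after glucose the Δ*ura3* parent gave mixed values for its cobalamin genes. The early log2 changes were -0.34 (SE 0.21) for *cbiG* of corrin synthesis, -0.33 (SE 0.16) for the amidation gene *cbiP*, -0.28 (SE 0.16) for *cobH*, -0.28 (SE 0.19) for *cbiF* and -0.20 for *cobI*. Those of *cbiL* (-0.06), *cbiT* (-0.02), *cbiC* (-0.00), *cobN* (0.03) and *cbiJ* (0.12) lay nearer to 0. By edgeR 0 of 10 were called (n = 6 libraries in each group), also 0 adjusted over the list alone and 0 at an unadjusted p under 0.05, and DESeq2 did not call *cbiG*. The lowest adjusted p was 0.208 (edgeR's quasi-likelihood test). The median was -0.13 (limma's fry, adjusted p = 0.298). In simulated counts with the same spread, 45.5% of 1.5-fold and 89.5% of 2-fold changes were found.

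By culture, the median of the 10 genes was 0.644 of its level before glucose at 20 min in 1+ and 1.096 at that time in 2+, which stood at 0.784 at 10 min. Both low points are libraries with few counts, 371628 and 327956. Without the 5 parent libraries under 400,000 counts the median early change of the list was 0.00. Among early libraries this removal, chosen after the data were seen, takes out just these low points. The loss of the fall was thus fixed in advance and does not tell whether few counts caused it. Against neighbouring times, the shallow 2+ libraries at 90 and 180 min lay at 0.07 and -0.06 in log2.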

In the Δ*ura3* parent strain, these genes were downregulated as soon as glucose was added. This was followed by a transient upregulation centered 45 min after the addition of glucose (Figure 4E). These distinct expression patterns were tightly correlated and clustered together in the *Δura3* strain (Figure 4E)*.* In contrast, in the Δ*ura3ΔtrmB* background, these genes were slowly and constantly upregulated following the addition of glucose without any rapid changes in expression level (Supplementary Figure S1). 

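At 45 min *cbiG* stood at 1677 ± 419 per 100,000 counts (SD, n = 2 cultures) in the Δ*ura3* parent, after 1079 ± 497 at 20 min and before 951 ± 490.4 at 360 min. From early to middle times the largest changes among cobalamin genes were 0.46 (SE 0.20) for *cbiP* and 0.42 (SE 0.20) for *cobI*, followed by *cobH* (0.30), *cbiF* (0.26), *cbiG* (0.25), *cobN* (0.22), *cbiL* (0.16), *cbiJ* (0.10), *cbiC* (0.07) and *cbiT* (-0.06), and 0 of 10 were called by edgeR (0 adjusted over the list alone, *cbiP* alone at an unadjusted p under 0.05). The median was 0.23 (n = 4 middle and 6 early libraries, limma's fry, adjusted p = 0.357). Taken by itself against 10 and 20 min, a comparison chosen after the data were seen, 45 min gave a median of 0.44 with 0 called (limma's fry, adjusted p = 0.326).

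By late times the parent changes were -0.63 (SE 0.24) for *cbiG*, -0.59 (SE 0.25) for *cbiF*, -0.57 (SE 0.23) for *cbiT* and -0.33 (SE 0.11) for *cbiC*, with 0 of 10 called by edgeR and 4 at an unadjusted p under 0.05. Of the 4, *cbiC* also passed after adjustment but stayed under 1.5-fold (edgeR's quasi-likelihood test, adjusted p = 0.0430). With a replicate block *cbiG* (-0.70), *cbiF* (-0.67) and *cbiT* (-0.64) were called (edgeR, adjusted p = 0.00480, 0.00977 and 0.00977, with *cbiG* from 0.00480 to 0.911 over the alternatives). The list fell on balance by a median of -0.37 (limma's fry, adjusted p = 0.0413), most of it in culture 2+, whose late libraries hold 290349 and 237791 counts. The changes in 1+ and 2+ were -0.38 and -1.04 for *cbiG*, -0.29 and -1.07 for *cbiF*, -0.25 and -1.07 for *cbiT*, -0.06 and -0.99 for *cbiL* and -0.10 and -1.01 for *cobH*.

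Averaged over the cultures, the list stood at 0.855 of its level before glucose at 20 min and 1.14 at 45 min. With the 5 shallow libraries left out it was 0.98 at 5 min, 0.96 at 10 min, 1.096 at 20 min and 1.14 at 45 min, with 1 culture at 10 and at 20 min. The libraries left out at those 2 times are the low points themselves.

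**Figure D4:**
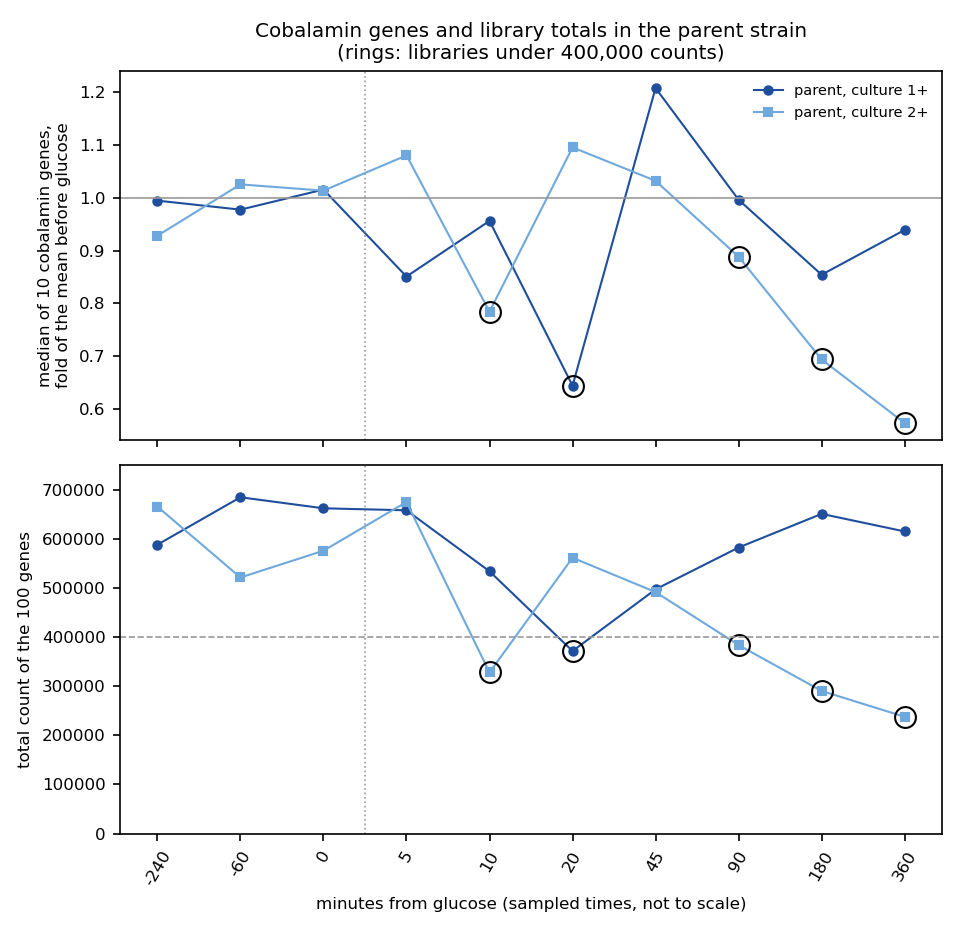
Upper: median of the 10 cobalamin genes in each parent culture, as fold of its mean before glucose, at the 10 sampled times. Lower: total counts of the same libraries, with rings on the 5 under 400,000; the low points of 0.644 (1+, 20 min) and 0.784 (2+, 10 min) are ringed.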

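In the Δ*ura3ΔtrmB* mutant, 5 of the 10 genes of the corrin ring rose by the late times. *cobH* rose by 1.07 (SE 0.10) in log2, *cbiG* by 0.89 (SE 0.20), *cbiT* by 0.84 (SE 0.21), *cbiL* by 0.80 (SE 0.22) and *cbiF* by 0.80 (SE 0.21) (n = 3 late and 5 earlier libraries, edgeR's quasi-likelihood test, adjusted p from 5.65e-05 to 0.0117). Not called were *cbiC* (0.23, SE 0.30), *cbiJ* (0.15, SE 0.27), *cobN* (0.09, SE 0.32), *cobI* (0.08, SE 0.09) and *cbiP* (-0.06, SE 0.10). The 5 of 10 held adjusted over the list alone, and the median was 0.51 (limma's fry, adjusted p = 0.0563, and 0.0113 to 0.655 over the alternatives). Without mutant culture 3+, with 1 late library left, *cbiG* (0.58), *cbiT* (0.57) and *cbiL* (0.60) were not called, nor without 3- (0.74, 0.66 and 0.60), nor *cbiL* with a replicate block (0.74), with adjusted p from 7.33e-05 to 0.212 over the alternatives for *cbiL* by edgeR and DESeq2.

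Early, 0 of 10 were called, with 0 at an unadjusted p under 0.05 in edgeR's test and a median of 0.02 (limma's fry, adjusted p = 0.895). As fold of the level before glucose, the median of the 10 genes was 0.747 at -240 min, 0.985 at -60 min and 1.27 at 0 min, where 10 of 10 lay above it. It was 1.08 at 5 min, 1.09 at 20 min, 1.07 at 45 min, 1.20 at 90 min, 1.33 at 180 min and 1.86 at 360 min. That last value comes from culture 3+ alone and is 1.51 against its own times before glucose, and *cbiG* stood at 567.6 per 100,000 counts at 0 min.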

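In the k-means clustering of the Δ*ura3ΔtrmB* profiles, the 5 cobalamin genes that rose late (*cobH*, *cbiG*, *cbiT*, *cbiL* and *cbiF*) shared one cluster of 21 genes. That share did not pass the limit of 0.01 for enrichment (one-sided Fisher's exact test, p = 0.0318). The other 5 lay apart, *cbiC*, *cbiJ* and *cobN* in a cluster of 12 genes and *cbiP* and *cobI* in one of 10. With reference-gene scaling, 5 of the 10 lay in a cluster of 8 genes (same exact test, p = 0.000164). In the parent with 6 clusters in all, 9 of the 10 shared one of 16 genes.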

There was no significant clustering of these expression profiles in the Δ*ura3ΔtrmB* knockout (Table 1). Together, these data suggest that cobalamin biosynthesis is predominantly TrmB regulated but that other factors may be involved.

In summary, the surprising diversity of observed dynamic gene expression patterns suggests that TrmB is required for temporal coordination of gene expression across metabolism in response to glucose. These patterns implicate other unknown regulatory factors in this process. The expression of genes coding for enzymes at the core of central metabolism appears to be predominantly TrmB regulated, while branching cofactor pathways seem to require additional, as of yet unidentified regulators.

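The strains differed in their late change at 39 genes, of which 23 lay upward in the Δ*ura3* parent relative to the Δ*ura3ΔtrmB* mutant and 16 downward. At the core of glycolysis *gap* and *pykA* lay upward and *ppsA* downward. In the branches, *VNG2371C* (2.78, SE 0.37), *purM* (2.33, SE 0.38) and *purE* (2.29) of purine synthesis lay upward, together with *argG* (2.38, SE 0.47) and *argH* (2.34, SE 0.51; edgeR's quasi-likelihood test of the interaction, adjusted p from 2.02e-05 to 0.00110). Most of these come from falls in the mutant, where *purM* gave -1.46 (SE 0.21), *VNG2371C* -1.70 (SE 0.22), *purL* -1.43 (SE 0.15) and *purF* -1.32 (SE 0.26) from before glucose to late (edgeR's quasi-likelihood test, adjusted p from 8.82e-05 to 0.00239). There 10 of 13 purine genes fell and *purU* rose (0.73, SE 0.07), while *purH* (-0.07) and *prsA* (0.04) were not called.

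Over the lists, the median parent minus mutant difference was 1.92 for purine genes, with 11 upward and *purU* downward, a call that ended with a replicate block (edgeR, adjusted p = 0.0818), and the same counts adjusted over the list alone (limma's fry, adjusted p = 0.00167, from 1.18e-04 to 0.0933 over the alternatives), and 0.34 for amino acid genes, with 6 and 1 (limma's fry, adjusted p = 0.00855). Without mutant culture 3+, with 1 late mutant library left, 25 genes were called, and *purM* (0.0768), *purF* (0.0802) and *VNG2371C* (0.0549) lost their mutant calls, these being adjusted p by edgeR, against ranges over the alternatives of 3.69e-12 to 0.0768, 1.28e-07 to 0.0851 and 5.16e-17 to 0.0549. The split was 22 to 23 by TMM (median of all genes -0.19) and 10 to 15 by spike controls (median -0.68), while DESeq2 and background subtraction moved that median to -0.14.

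TrmB targets by the supplement's mark were called in 24 of 49 cases against 14 of 45 other genes (odds ratio 2.13, Fisher's exact test, two-sided p = 0.0946), with odds ratios of 1.70 under TMM scaling and 2.43 by reference genes (exact p = 0.222 and 0.0552). In the parent's own late change it was 13 of 49 against 5 of 45 (odds ratio 2.89, exact p = 0.0699), with odds ratios of 3.2 under TMM scaling and 2.04 by reference genes (exact p = 0.0422 and 0.160). From the state-change of core genes and the varied dynamics of the branches, the paper proposes that TrmB is needed for the temporal coordination of metabolism, with other regulators acting on cofactor pathways.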

### TrmB promoter occupancy can explain gene expression dynamics for *ppsA*

To determine the specific contribution of TrmB-promoter binding to gene expression dynamics, we assayed TrmB enrichment over time in response to glucose at the *ppsA* promoter using chromatin immunoprecipitation followed by qPCR (ChIP-qPCR, ‘Materials and Methods’ section). Binding was assayed from 60 min before glucose addition through 180 min after addition. The same time points used for gene expression measurement were sampled with five additional time points for increased resolution. During mid-logarithmic growth on amino acids as a sole source of carbon and energy, TrmB showed significant binding enrichment (Figure 5A). On the addition of glucose, TrmB dissociated from the *ppsA* promoter within 2 min, and binding dynamics exhibited slight but reproducible damped oscillations before reaching a new steady state level (Figure 5A). To quantitatively assess the role played by TrmB in the gene expression profile of *ppsA*, we calculated a derived mRNA synthesis rate and compared it with promoter occupancy. We reasoned that a derived mRNA synthesis rate is representative of actual promoter activity and deconvolves the effect of differing mRNA degradation rates in different genes.

**Figure 5.**
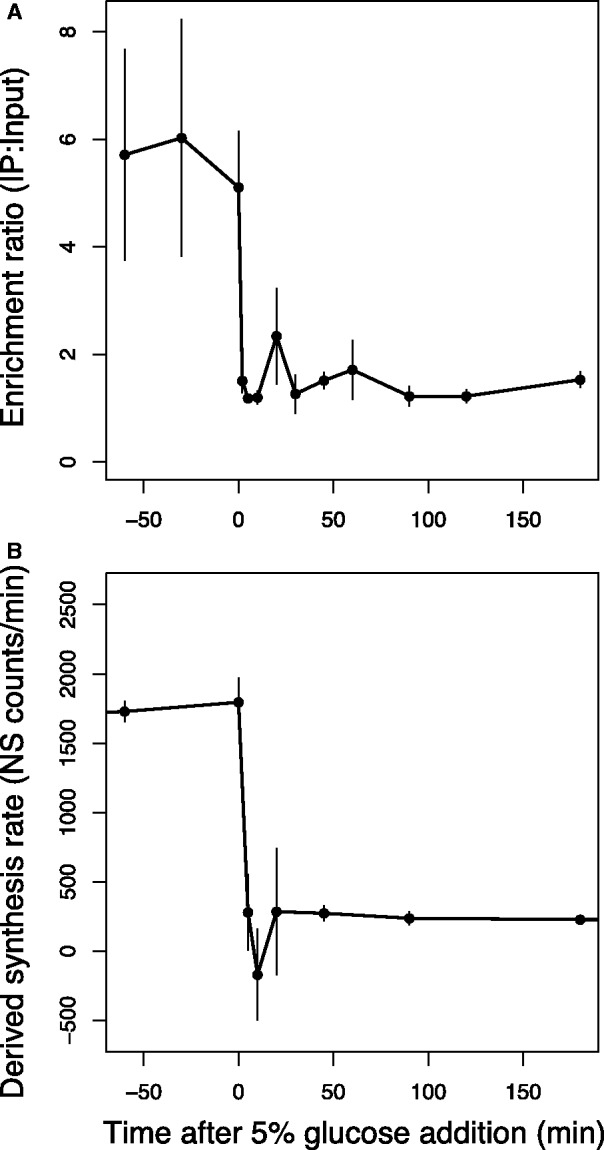
(**A**) TrmB-binding enrichment at the *ppsA* promoter is correlated with (**B**) predicted mRNA synthesis rate inferred from the gene expression data (‘Materials and Methods’ section) at the TrmB-dependent *ppsA* promoter after the addition of 5% glucose. Error bars represent the standard error from the average of biological replicate experiments. See also Supplementary Figure S3.

Derivation of an mRNA synthesis rate from mRNA data requires the degradation constant (K_deg_) for the gene of interest. For this, we used genome-wide mRNA degradation rates that have been experimentally determined previously in *H. salinarum* (29). The derived mRNA synthesis rate of *ppsA* inferred from the gene expression data (Figure 5B) correlated strongly with the ChIP-qPCR measurement of actual enrichment (Pearson correlation = 0.94). 

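The synthesis rate of *ppsA*, whose enzyme opens the path from pyruvate to sugars, was lower after glucose. Derived as the slope of its mRNA plus its decay at a half-life of 9.32 min, it averaged 270.28 per 100,000 counts per min before glucose, 45.4 at 5 to 20 min and 36.7 at 180 and 360 min in the Δ*ura3* parent. That is 16.8% and 13.6% of the rate before. In cultures 1+ and 2+ the early share was 5.89% and 26.7%, and the late share 12.3% and 14.7%. The lowest rate was 27.0, at 10 min, in the mean of the cultures, 0.993, at 5 min, in 1+ and 30.1, at 10 min, in 2+. Mutant *ppsA* was made at 96.5 before glucose, 78.6 early and 60.4 late, or 81.4% and 62.6%.

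With the slopes weighted by the inverse of their duration, the parent gave 9.18% early and 16.0% late, with a lowest rate of -27.3. With reference-gene scaling the shares were 12.5% and 10.2%. The TrmB occupancy it is set against comes from ChIP-qPCR, which is not analysed here. From the correlation of the derived rate with occupancy, the paper proposes that TrmB is the primary regulator of *ppsA* mRNA synthesis.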

Taken together, these calculations suggest that TrmB is the primary regulator of *ppsA* mRNA synthesis.

### Prediction of gene expression based on TrmB-promoter enrichment

TrmB dynamics at the *ppsA* promoter explained the temporal gene expression pattern observed for *ppsA* mRNA (Figure 5). This led us to ask to what extent TrmB-promoter binding dynamics alone could explain the temporal expression patterns of other genes in the TrmB regulon. To address this question, we modeled expression across the 100 genes in the NanoString data set as a function of TrmB enrichment at the *ppsA* promoter over time. As TrmB binds a *cis*-regulatory motif that is conserved throughout its regulon (TACT-N_(7__–8)_-GAGTA) and its biochemical mechanism involves reduced affinity for DNA when sugar is present in the growth medium, we expect that TrmB binding will be qualitatively similar at all regulated promoters. This is supported by previous genome-wide ChIP-chip studies showing that TrmB bound its regulon only in the absence of glucose or glycerol (17). We therefore assumed for computational modeling purposes that TrmB dynamics at the *ppsA* promoter were representative of those at other promoters in the genome. *ppsA* promoter-binding dynamics (Figure 5) were used as an input to an ODE model of gene expression with two parameters: a basal synthesis rate (K_basal_) and a scaling term (K_eff_)(Methods). For 62 genes, this approach adequately explained the dynamics and predicted the level of gene expression in the Δ*ura3ΔtrmB* mutant strain (Figure 6A and B and Supplementary Figure S1). For other genes, this method explained certain aspects of the dynamics, but not all. For yet other genes, the model was unable to explain the changes in gene expression (Figure 6C and D). The modeling and prediction for each of these groups is described in turn later in the text.

**Figure 6.**
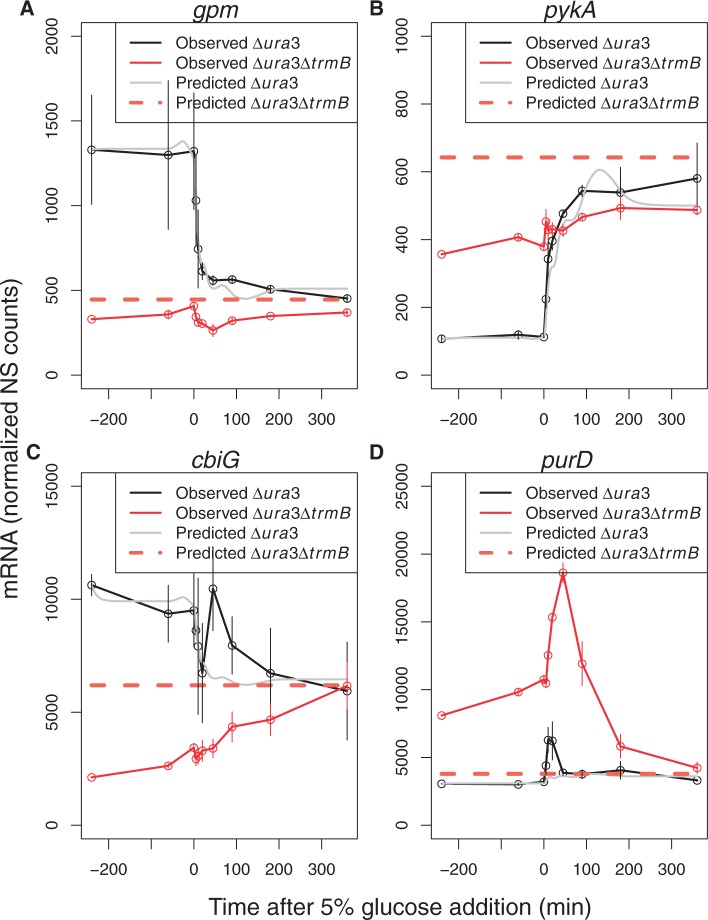
ODE model fit to NanoString gene expression data in response to glucose is predictive of gene expression in the *Δura3* (parent strain) and Δ*ura3ΔtrmB* mutant background for some but not all genes. (**A**) Phosphoglycerate mutase (*gpm*). (**B**) Pyruvate kinase (*pykA*). (**C**) Cobalamin biosynthesis gene (*cbiG*). (**D**) 5-phosphoribosylglycinamide (GAR) synthetase (*purD,* purine biosynthesis pathway). Black lines represent mRNA level in the *Δura3* strain. Red lines represent mRNA level in the *ΔtrmB* strain. The gray line and the dotted orange line show model fits for *Δura3* and Δ*ura3ΔtrmB,* respectively. Error bars depict standard error from the average of two biological replicates of the gene expression data. Model fits to data for the remaining 96 genes are exhibited in Supplementary Figure S1.

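The 4 genes differ in where they start and how they move. Per 100,000 counts (mean ± SD, n = 2 cultures), *gpm* stood at 212 ± 77.9 at 0 min and 72.5 ± 4.54 at 360 min in the Δ*ura3* parent, and at 67.3 ± 4.10 at 0 min in the Δ*ura3ΔtrmB* mutant. *pykA*, for the last step of glycolysis, went from 18.1 ± 0.752 to 93.0 ± 23.7 in the parent, a late log2 change of 2.30 (SE 0.14) (edgeR's quasi-likelihood test, adjusted p = 1.81e-07), and began at 62.6 ± 2.92 in the mutant, where its late change of 0.36 (SE 0.07) stayed under 1.5-fold (adjusted p = 0.00235). *cbiG* stood at 1500.0 ± 284 in the parent and 433 ± 8.71 in the mutant at -60 min, and in the parent at 1079 ± 497 at 20 min, 1677 ± 419 at 45 min and 951 ± 490.4 at 360 min. *purD* gave 514 ± 10.8 at 0 min, 1007 ± 210.2 at 10 min and 531 ± 17.1 at 360 min in the parent, and 1776 ± 71.9 at 0 min, 3076 ± 169 at 45 min and 699 (n = 1) at 360 min in the mutant.

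Early in the parent *purD* rose by 0.86 (SE 0.16) and *pykA* by 1.50 (SE 0.18) (edgeR's quasi-likelihood test, adjusted p = 0.00133 and 5.02e-05), while its late *purD* change was 0.25 (SE 0.12) (adjusted p = 0.136). Late in the mutant *purD* fell (-0.90, SE 0.17, edgeR's quasi-likelihood test, adjusted p = 0.00199), though not without culture 3+ (adjusted p 0.0549) or with 90 min counted as late (-0.31, adjusted p from 5e-07 to 0.416 over the alternatives by edgeR and DESeq2). For *gpm*, the early parent change of -0.72 (SE 0.25) was not called (adjusted p = 0.0731) and was called with a replicate block (-0.70, adjusted p = 0.00256, from 0.00129 to 0.725 over the alternatives by edgeR and DESeq2).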

To characterize both the role and the temporal dynamics of additional regulators working with TrmB over time in response to glucose, we calculated the difference in gene synthesis rate between the model prediction and the observed data. We then clustered the synthesis rate residuals (actual minus predicted) in the Δ*ura3* strain for each gene over the glucose response time course using k-means. This approach classified the accuracy of model fits to the data into five different groups (Figure 7). All five clusters were highly enriched for specific COG functions (Table 2). In two of the five clusters (Cluster 4 and 5, Figure 7D), containing 62 of 100 genes, no pattern was found in the residuals. This suggests that these genes exhibited either little change over the time course or that expression predictions from the TrmB-enrichment model were accurate (Figure 7D). As expected, all three of the no-change control genes were members of these two clusters. 

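Without the occupancy data, each gene's scaled synthesis rate in the Δ*ura3* parent was set against a single step at 0 min between its mean over the first and over the last 3 points. The largest deviation of a control gene from 5 to 90 min was -0.219 of the maximum rate for *srp19* at 5 min, 0.106 for *mrp* at 10 min and 0.0923 for *VNG1670C* at 5 min. As a list the controls averaged -0.0752 ± 0.0905 (SE across 3 genes) at 5 min, 0.0520 at 10 min and -0.123 ± 0.0444 at 45 min. Genes are not independent replicates, so these errors describe the spread of the list only.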

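Glycolytic and gluconeogenic genes of the Δ*ura3* parent differed in how near they lay to a single step. The largest deviation of the scaled synthesis rate from such a step was 0.0975 for *ppsA* at 20 min, -0.112 for *fbp* at 10 min and -0.0691 for *gpm* at 5 min. It was larger for *gapB* (-0.559), *pgk* (-0.374), *pykA* (0.310), *gap* (0.226) and *VNG0683C* (-0.171), each at 5 min. The 9 gluconeogenic genes averaged -0.108 ± 0.0798 (SE across genes) at 5 min and 0.0198 at 20 min, and the 8 genes of glucose breakdown 0.140 ± 0.0738 at 5 min and 0.0634 at 20 min.

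Of the 8 genes of glucose breakdown, *pykA* alone was called from before glucose to late in the parent, also adjusted over the list alone, with a list median of 0.11 (limma's fry, adjusted p = 0.0413). The 12 genes of the tricarboxylic acid cycle gave a median of 0.04 with 0 called by edgeR, 0 adjusted over the list alone and 3 (*korA*, *sdhA* and *fumC*) at an unadjusted p under 0.05 (limma's fry, adjusted p = 0.671). Of the 3, *korA* (0.48) and *fumC* (0.33) also passed after adjustment but stayed under 1.5-fold (edgeR's quasi-likelihood test, adjusted p = 0.0262 and 0.0290).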

Further, carbohydrate metabolism genes were enriched in one of these clusters: they are predominantly TrmB regulated and were therefore accurately predicted (Figures 5 and 6).

**Figure 7.**
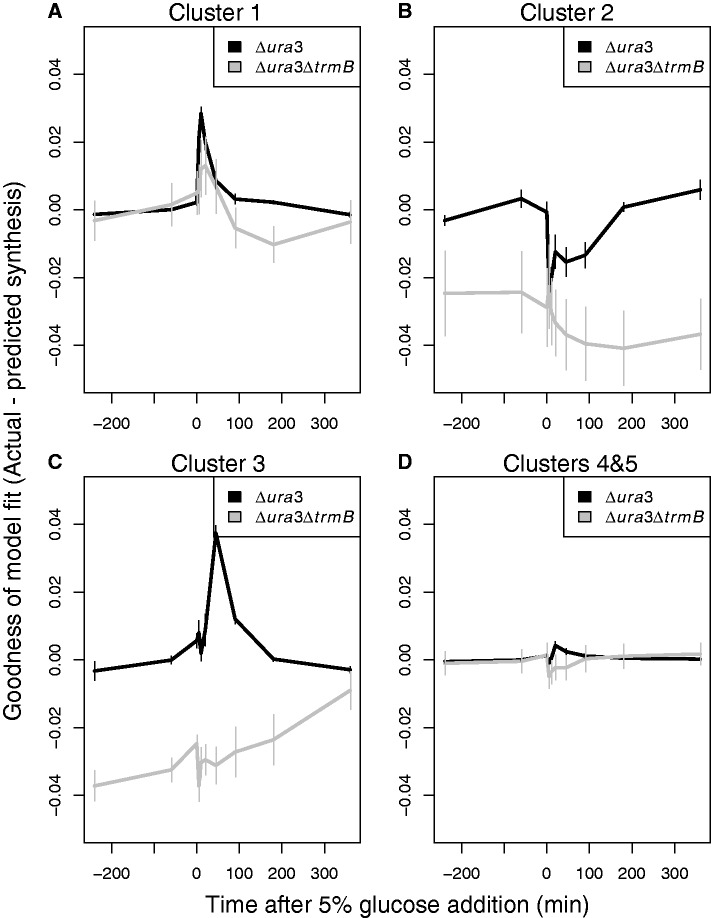
The difference between model-predicted and actual gene synthesis rates in Δ*ura3* (black) and Δ*ura3ΔtrmB* (gray) in clusters over time in response to glucose. (**A**) Cluster 1, enriched in genes coding for enzymes involved in purine biosynthesis; (**B**) Cluster 2, enriched in genes coding for enzymes involved in amino acid metabolism; (**C**) Cluster 3, enriched in genes coding for enzymes involved in cobalamin biosynthesis; (**D**) Clusters 4 and 5, containing genes whose expression is well-fitted by our model. The error bars represent the standard error from the average of the model fit residuals in each cluster.

**Table 2.** *P*-values of enrichment of COG terms in k-means clusters of Δ*ura3* model residuals

Cluster number	COG term	*P*-value
Cluster 1	Nucleotide transport and metabolism	6.30E-03
Cluster 2	Amino acid transport and metabolism	3.19E-02
Cluster 3	Coenzyme transport and metabolism	1.39E-06
Cluster 4	Carbohydrate transport and metabolism	7.24E-03
Cluster 5	Energy production and conversion	4.73E-02

The three remaining clusters (Clusters 1, 2, 3; Figure 7 A–C) showed significant dynamic patterns in their model residuals between 0 and 180 min after perturbation with glucose. This indicates that the model prediction deviated significantly from the observed data over certain time points. Further, this deviation suggested that other regulators besides TrmB may be involved.

### Inferring regulatory network topology from dynamic gene expression output

To identify how such regulators may be involved, we reversed biological circuit design principles (2) to infer GRN structure from dynamical output. Patterns of regulation that could not be predicted from TrmB-promoter-binding data were analyzed using logic approximations. We applied this to Clusters 1 and 3, which were enriched for functions in purine and vitamin B-12 biosynthesis, respectively (Figure 7 and Table 2).

The Δ*ura3* residuals in Cluster 3 (enriched for genes encoding cobalamin biosynthesis proteins) exhibited a peak centered at 20–45 min (Figure 7C and Table 2). 

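The 10 cobalamin genes, *cbiG* and *cobN* among them, exceeded a single step late rather than at once. In the Δ*ura3* parent their mean deviation was -0.00671 ± 0.0536 of the maximum synthesis rate (SE across genes) at 5 min, 0.00404 at 10 min, 0.129 ± 0.0302 at 20 min, 0.304 ± 0.0167 at 45 min and 0.0906 ± 0.00519 at 90 min. All 10 genes lay above the step at 45 min and 9 at 20 min. The slope at 20 min runs from 10 to 45 min, so the 20 min value draws on the level at 45 min. Without the shallow parent libraries the 45 min value was 0.184, and over single cultures it was 0.286 and 0.274. At 20 min the cultures parted, at -0.129 without 2+ and 0.401 without 1+.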

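Set against their own level before glucose, the cobalamin genes of the Δ*ura3ΔtrmB* mutant averaged -0.0740 ± 0.0201 of the maximum synthesis rate (SE across 10 genes) at 5 min, 0.0325 at 20 min, 0.00484 ± 0.0459 at 45 min and 0.0835 at 90 min. At 45 min 5 of the 10 lay above 0. The same genes, from *cbiC* to *cobN*, had all been above a step in the parent. The difference between the strains in these deviations was not tested.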

Consistent with the gene expression data, the spike was absent in the Δ*ura3ΔtrmB* strain. The global time delay from changes in transcript to changes in protein level following perturbation in *H. salinarum* has been estimated at ∼16 min based on parallel mRNA and proteomics time course data (13). The similarity between global transcription-translation time lag and the lag between glucose addition and the peak observed in cobalamin biosynthesis gene residuals at 20–45 min suggest that TrmB and a second TrmB-dependent regulator may be involved in a FFL to regulate cobalamin biosynthesis. As we observed an immediate decrease in gene expression after TrmB dissociated from the DNA, we reasoned that either TrmB or the FFL regulator could activate cobalamin gene expression. This represents an OR logic gate in the FFL. To test whether our data were consistent with such a feed-forward regulatory topology, we simulated the proposed network using logic approximations (30) (Figure 8A). We then fitted the parameters of the simulation to our cobalamin biosynthesis (*cob*/*cbi*) gene expression data over the first 60 min following glucose addition (‘Materials and Methods’ section). The fitted degradation rate of the FFL effector was 0.034 min^−^^1^. This indicates a response time of ∼20 min, which is consistent with the 16 min lag between transcription and translation (13), and supports the transcription-translation FFL hypothesis (Figure 8B). 

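The logic model was fitted to the 10 cobalamin genes of the Δ*ura3* parent, each scaled from 0 to 1. With TrmB inactive from 0 min and an effector active above 0.5 of its maximum, the mean profile of genes such as *cbiG*, *cbiF* and *cobH* was met best with a switch at 17.6 min, an effector rate of 0.0394 per min and a root mean square residual of 0.0264. The switch was 18.6 min over the 5 genes marked as direct TrmB targets and 16.8 min with *VNG1775C* of siroheme synthesis added. It moved with the culture, to 20 min without 2+ (residual 0.160) and 10 min without 1+ (0.132), and to 8.4 min without the shallow libraries (0.0636). The mutant average gave 42.2 min with a residual of 0.158, so the residual does not set the mutant apart from a single parent culture. In simulated profiles with a switch at 20 min and a noise SD of 0.05, the fit returned a median of 20 min (18.9 to 30 over 50 simulations). The scaled mean differed more than that between the parent cultures, with an SD of 0.5585 at 20 min and 0.1673 at 10 min. The simulation thus does not give the error of the switch at that spread. From the likeness of the delay to the lag between transcript and protein, the paper proposes a feed-forward loop through a second TrmB-dependent regulator.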

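In the same fit, the cobalamin mRNA of the Δ*ura3* parent fell with a half-life of 6.2 min while neither TrmB nor the effector was active. The half-lives given for single genes of the list average 7.87 min and range from 5.70 to 10.2 min, against a median of 10.5 min over the panel and 9.32 min for *ppsA*. The fitted value was 4.5 min with release at 2 min, 9.8 min from the observed start level, 11.1 min with reference-gene scaling, 9.2 min without culture 1+ and 4 min without the shallow libraries. The 5 direct targets (*cbiF*, *cbiG*, *cbiL*, *cbiP* and *cobN*) gave 6.1 min.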

From this model, the degradation constant for the *cob*/*cbi* mRNA was estimated at ∼5.5 min, which is similar to the average empirically determined half-life of the *cob*/*cbi* mRNA [8.0 min; (29)]. Furthermore, the dynamic profiles of these genes make it clear that TrmB is acting as an activator of *cob/cbi* genes, and that the second regulator is acting as an activator as well.

**Figure 8.**
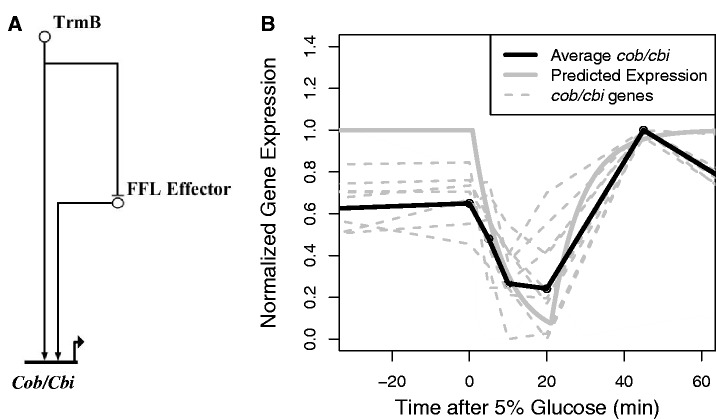
(**A**) An FFL is the most likely topology for the regulation of cobalamin synthesis. Model of proposed FFL involved in cobalamin biosynthesis is shown. (**B**) Fit of regulatory logic simulation with FFL topology and gene expression time course data. The thick gray line represents the best model fit to the *cob/cbi* average expression (black line). The dotted gray lines represent the scaled expression profiles of individual genes.

In contrast to the lagged residuals of the cobalamin biosynthesis cluster, the residuals of Cluster 2, enriched in arginine and serine metabolism genes, exhibited an immediately changing dynamic residual profile in the Δ*ura3* parent strain (Figure 7B and Table 2). 

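For serine, glycine and arginine genes the deviation from a single step at 0 min was computed in the Δ*ura3* parent. At 5 min it averaged -0.0726 ± 0.0691 of the maximum synthesis rate (SE across genes) over *serA1*, *serA3*, *serB*, *glyA* and *thrC2*, with 1 of 5 above 0, and -0.0357 ± 0.125 over *argG*, *argH*, *carA* and *carB*, with 2 of 4 above 0. At 10 min the means were -0.0148 and -0.0615. Over all 21 amino acid genes it was 0.0853 at 5 min and 0.101 at 10 min. The sign turns with reference-gene scaling, to 0.0547 for serine and glycine and 0.0849 for arginine genes at 5 min, and for arginine also without the shallow libraries (0.0798) and without culture 2+ (0.0285).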

Model residuals increase immediately on glucose addition in the Δ*ura3* parent strain. This suggests that TrmB is not a primary regulator of these genes. In contrast to the previous cluster, because of the diversity of amino acid metabolic pathways and the likelihood of multiple independent regulators, further understanding of network topology of this cluster will require additional studies.

The residuals of Cluster 1, enriched for functions in purine biosynthesis (Figure 7A and Table 2), increased immediately following glucose addition. Furthermore, the residuals were similar in both Δ*ura3* and Δ*ura3ΔtrmB.* As the response time through a TF would be on the order of the half-life of this factor [∼10 min; (2)], these data implicate a secondary regulator already present in the cytoplasm. 

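Purine genes lay above a single step at 5 and 10 min in the Δ*ura3* parent. The mean deviation over the 13 genes was 0.301 ± 0.0687 of the maximum synthesis rate (SE across genes) at 5 min and 0.348 ± 0.0659 at 10 min, with 12 of 13 genes above 0 at each. The slope at 5 min runs from 0 to 10 min, so the 5 min value draws on the level at 10 min. In the fit of single times, purine genes of the parent were called at 10 min but not at 5 min. It was 0.0974 ± 0.0557 at 20 min and -0.0907 ± 0.0371 at 45 min. At single times against the times before, chosen after the data were seen, *purD* was at 1.00 (SE 0.16) in log2 at 10 min and 0.32 (SE 0.16) at 45 min (edgeR's quasi-likelihood test, adjusted p = 4.79e-04 and 0.237), and *purF*, for the first committed step, at 1.70 (SE 0.29) at 10 min (adjusted p = 8.23e-04).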

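In the Δ*ura3ΔtrmB* mutant the purine genes lay above their level before glucose by 0.0937 ± 0.0550 of the maximum synthesis rate (SE across 13 genes) at 5 min, 0.215 ± 0.0581 at 10 min, 0.226 ± 0.0515 at 20 min and 0.164 ± 0.0511 at 45 min, with 10, 12, 12 and 11 genes above 0. The list passed below 0 at 90 min (-0.122). *purF* itself stood at 2077 ± 258 per 100,000 counts (SD, n = 2 cultures) at 10 min and 2469 ± 259 at 20 min. The mean of the list at 20 min was 0.145 without mutant culture 2+. From the speed of the rise and its presence in both strains, the paper reasons that a secondary regulator already present in the cytoplasm acts on purine genes.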

Although TrmB may ultimately control the concentration of such a secondary regulator (Supplementary Figure S2), initial dynamics are likely TrmB-independent. As the input signals to this secondary regulator are unknown, this network is not amenable to a logic simulation. Nevertheless, these data support the hypothesis that a secondary regulator may work through an independent pathway to impinge on the purine biosynthesis genes coordinately with TrmB (Figure 6D).

In summary, predictions from ODE and logic models suggest that TrmB is responsible, in various capacities, for the temporal regulation of metabolism as well as the overall gene expression levels. We conclude that integrating temporal gene expression data in response to environmental and genetic perturbation assists in the clarification of cause-effect relationships and prediction of the GRN topology that regulates metabolic pathways.

## DISCUSSION

In this study, we integrated dynamic gene expression data with ChIP-qPCR measurement of promoter-binding site occupancy over time using a two-parameter ODE model to better understand the regulatory causality and topology of the glucose responsive network in *H. salinarum.* We found that TrmB operates directly, indirectly and in conjunction with other factors to regulate gene expression levels and temporal dynamics in response to glucose.

The cobalamin biosynthesis pathway appears to be regulated transcriptionally both by TrmB and a TrmB-dependent secondary regulator. Using logic approximations, we show that FFL topology is consistent with our data (Figure 8B). Previous ChIP-chip data also suggest that TrmB binds the promoters of four TFs: VNG0156C, VNG0247C, VNG0878G and VNG1179C (17). The TrmB *cis*-regulatory motif has been identified in the upstream regions of several more TFs, including VNG1899G. To determine which of these TrmB-dependent TFs are the most likely candidates for the secondary regulator, we explored the Environmental and Gene Regulatory Influence Network (EGRIN). EGRIN is a computationally inferred GRN for *H. salinarum* learned from gene expression data across a range of genetic and environmental conditions (14). Of the directly TrmB regulated and potentially TrmB-regulated TFs, we predict from EGRIN that VNG0156C, VNG1899G or VNG1179C are more likely candidates for the regulation of cobalamin biosynthesis.

Alternatively, feed-forward topology could be achieved *via* feedback from a secondary metabolite, such as adenosylcobalamin (vitamin B-12), rather than direct regulation by another TF. For example, in *Salmonella typhimurium* B-12 biosynthetic enzymes are regulated by riboswitches. These 5′ untranslated region mRNA elements bind to B-12 with high affinity to control translation of target mRNAs (36).

It is also possible that a more complicated regulatory topology underlies the dynamics we observed. For instance, in *S.typhimurium*, transcriptional control of B-12 biosynthesis involves the interaction of several general and specific TFs. Genes coding for enzymes in B-12 synthesis appear to be transcriptionally activated by the relevant global TF, Crp (*via* cAMP), under aerobic conditions and ArcA/ArcB under anaerobic conditions. Besides affecting the transcription of the *cob*/*cbi* genes, the condition-appropriate global regulator also activates PocR. PocR binds DNA and further activates cobalamin synthesis and propanediol metabolism [the pathway for which cobalamin is needed; (37)].

Despite the potential for complicated control systems, we favor the transcriptional FFL network proposed for *cob/cbi* regulation. Riboswitch motifs have been identified in numerous bacteria, but few archaea (38). Computational analysis of the *H. salinarum* transcriptome reveals little evidence for extensive 5′ untranslated regions (39) or riboswitch motifs. Furthermore, the timing of the feed-forward dynamics is consistent with a transcriptional feed-forward system rather than with more rapid post-transcriptional regulation. Although it remains formally possible that other more complex regulatory topologies involving TrmB are acting on the B-12 biosynthesis cluster, our data most parsimoniously support the less complex FFL motif model under the conditions tested here.

The FFL motif is widely distributed in GRNs across the bacterial and eukaryotic domains. In *Escherichia coli,* FFL motifs are statistically overrepresented in network analyses (40). For example, the global TF Crp and the specific TF AraC control the arabinose utilization operon in a FFL motif with AND logic (40); *i.e.* to transcribe the arabinose utilization genes, the lack of glucose AND the presence of arabinose must be sensed. FFL motifs are similarly overrepresented in yeast (41). Although relatively few putative FFLs have been specifically identified in archaea (28), many of the same evolutionary drivers that have led to feed-forward motifs in other genomes may also be relevant (42).

Purine biosynthesis, on the other hand, appears to be co-regulated by a non-TrmB-dependent TF in *H. salinarum* (Figure 4). The EGRIN network suggests several other regulators may be in play, including VNG5009H, VNG2614H and VNG2163H; however, none of these are directly TrmB regulated. TrmB is required for the appropriate equilibrium level of these genes, suggesting that it plays at least a partial role in their regulation (Supplementary Figure S2). In *E. coli* and *Bacillus subtilis,* for example, purine biosynthesis is transcriptionally regulated by the PurR repressor in response to the small molecule hypoxanthine (43,44). Hypoxanthine integrates exogenous purine availability, salvage and *de novo* biosynthesis to maintain cellular purine levels. Although we could not identify a PurR homologue in *H. salinarum* on the basis of sequence, an analogous topology seems likely based on our analysis.

By integrating dynamic measurements of gene expression with promoter occupancy, this study has provided insight into TrmB-mediated transcriptional regulation of metabolism. Previous studies on TrmB in archaea have focused on steady-state gene expression and promoter-binding site occupancy to determine network structure and infer regulatory relationships (17,45). Under steady-state analysis, it is difficult to discern the role of TFs in activating or repressing genes because the signal from primary TFs is frequently confused by secondary regulation. For example, it is difficult to infer the sign of edges in an FFL (activation or repression), as the equilibrium level of gene expression output is affected by both input edges. We have demonstrated that adding a temporal dimension to gene expression measurement during metabolic adjustment deconvolves such regulatory relationships. Using a network inference approach, we hypothesize a FFL regulatory topology from the signal at observable nodes. By capturing the temporal separation of the activity of primary and secondary regulators, we lay the groundwork for establishing regulatory causality. This method of dynamic measurement of gene expression in response to genetic and environmental perturbation may be a generally feasible method for reconstructing GRNs in other organisms across all three domains of life.

## ACCESSION NUMBERS

NanoString data can be accessed under GEO series GSE47201 and platform GPL17188.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

Supplementary Data

# Supplementary material for: Protein–DNA binding dynamics predict transcriptional response to nutrients in archaea
**Source:** Nucleic Acids Res. 2013 Jul 26;41(18):8546–58. doi: 10.1093/nar/gkt659
**Supplement:** Supplementary Data

Protein–DNA binding dynamics predict transcriptional response to nutrients in archaea — Supplementary Data 

# Protein–DNA binding dynamics predict transcriptional response to nutrients in archaea

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file
- Supplementary Data - pdf file
- Supplementary Data - docx file
- Supplementary Data - csv file
- Supplementary Data - xlsx file
- Supplementary Data - xlsx file

# Supplementary material for: Protein–DNA binding dynamics predict transcriptional response to nutrients in archaea
**Source:** Nucleic Acids Res. 2013 Jul 26;41(18):8546–58. doi: 10.1093/nar/gkt659

Supplementary Figure 1

Supplementary Figure 1. ODE model fit to NanoString gene expression data in response to glucose *Δura3* (parent strain) and *Δura3ΔtrmB* mutant background for all 100 genes in the dataset. Black lines represent mRNA level in the *Δura3* strain. Red lines represent mRNA level in the *Δura3ΔtrmB* strain. The grey line and the dotted orange line show model fits for *Δura3* and *Δura3ΔtrmB* respectively. Error bars are standard error from the average of 2 biological replicates of the gene expression data. Title color matches the *Δura3* clusters in Figure 4.

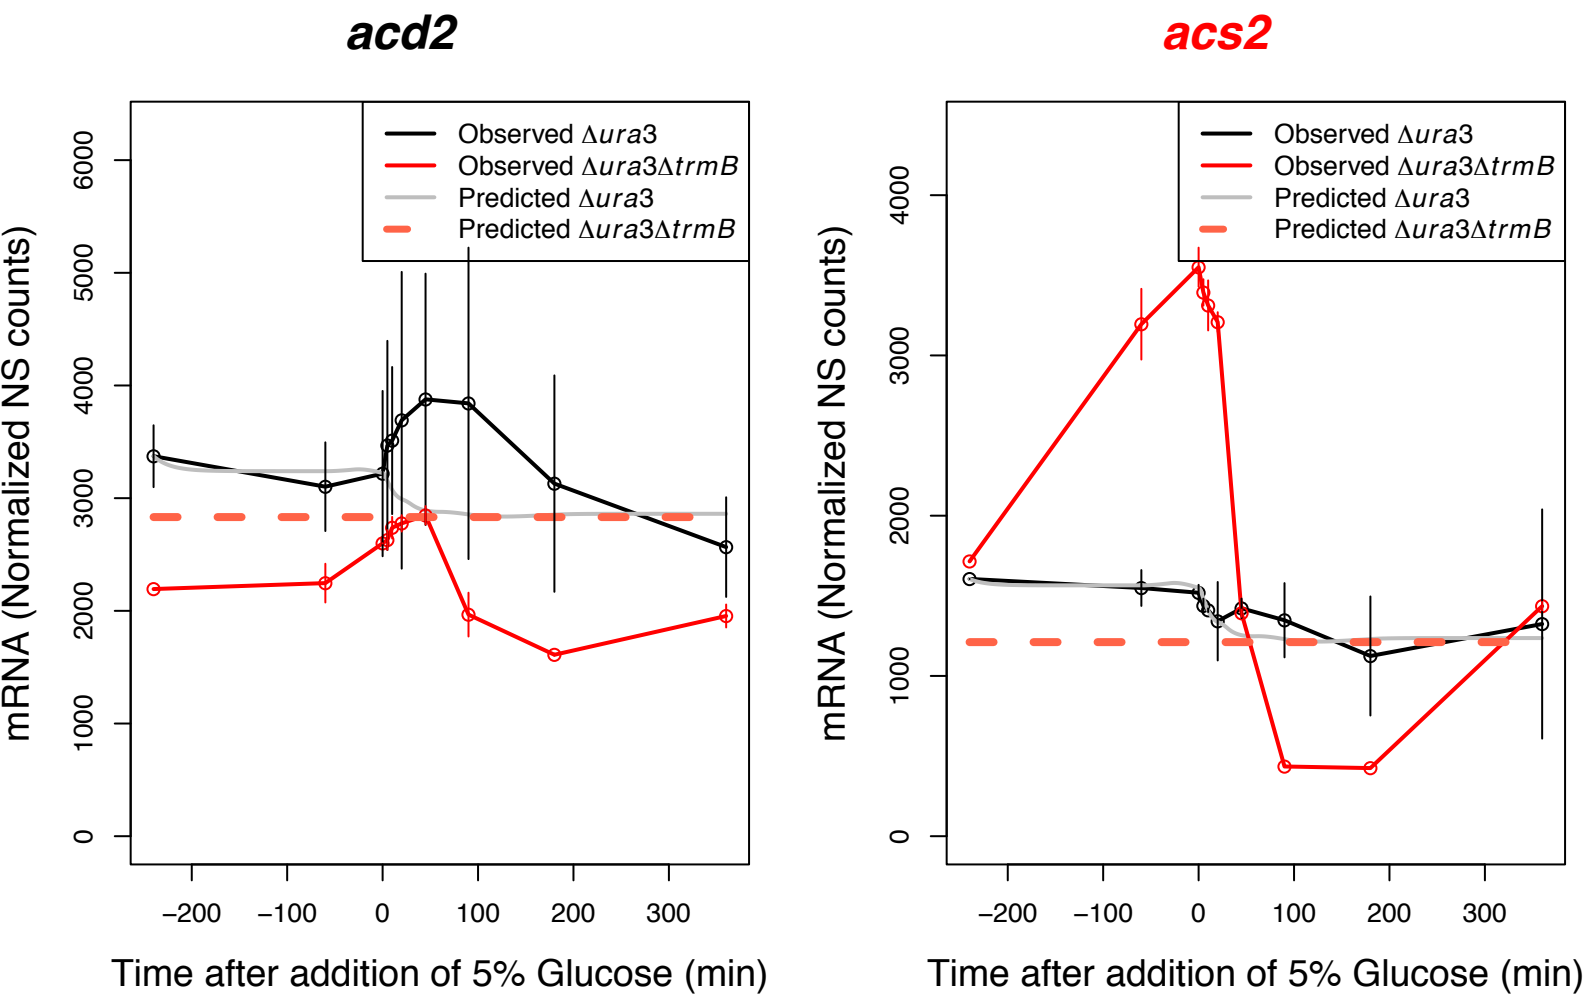

acs3

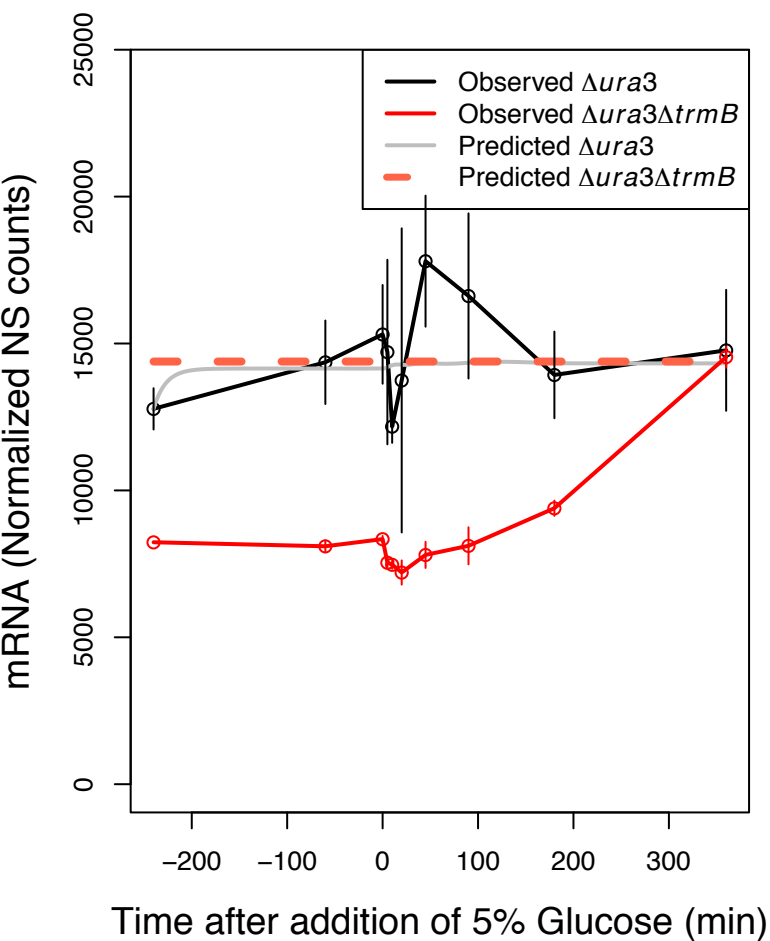

aldY2

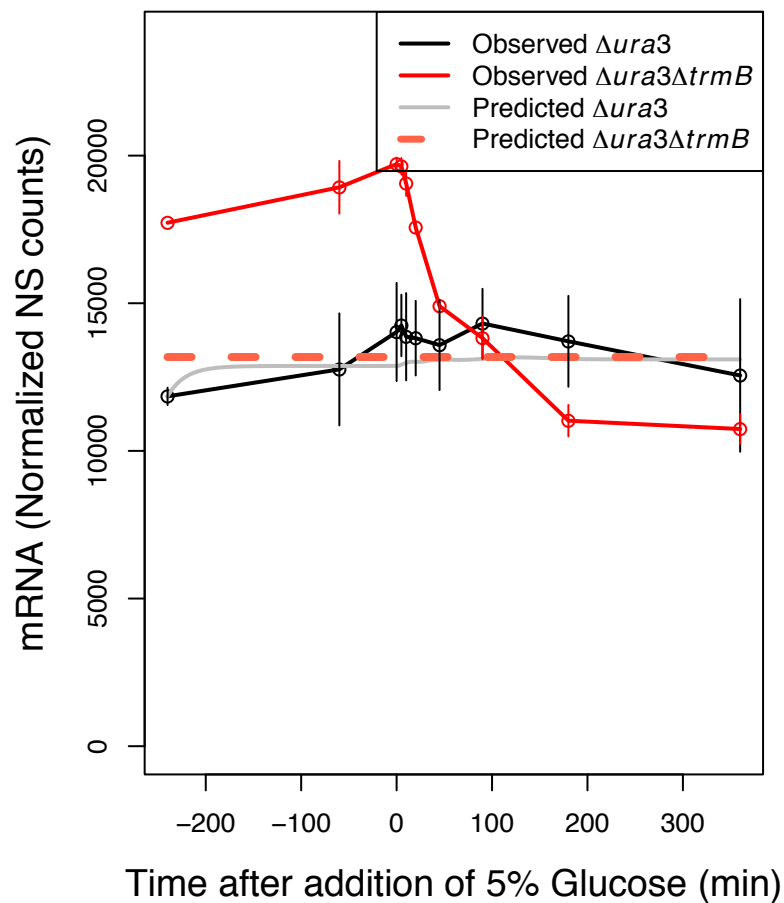

argG

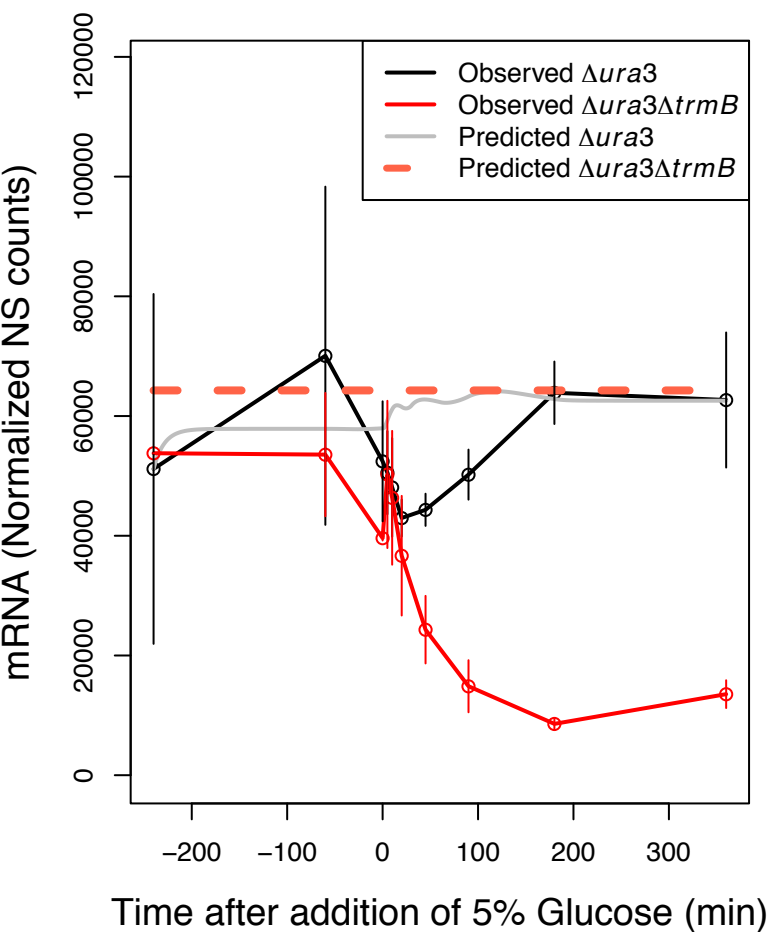

argH

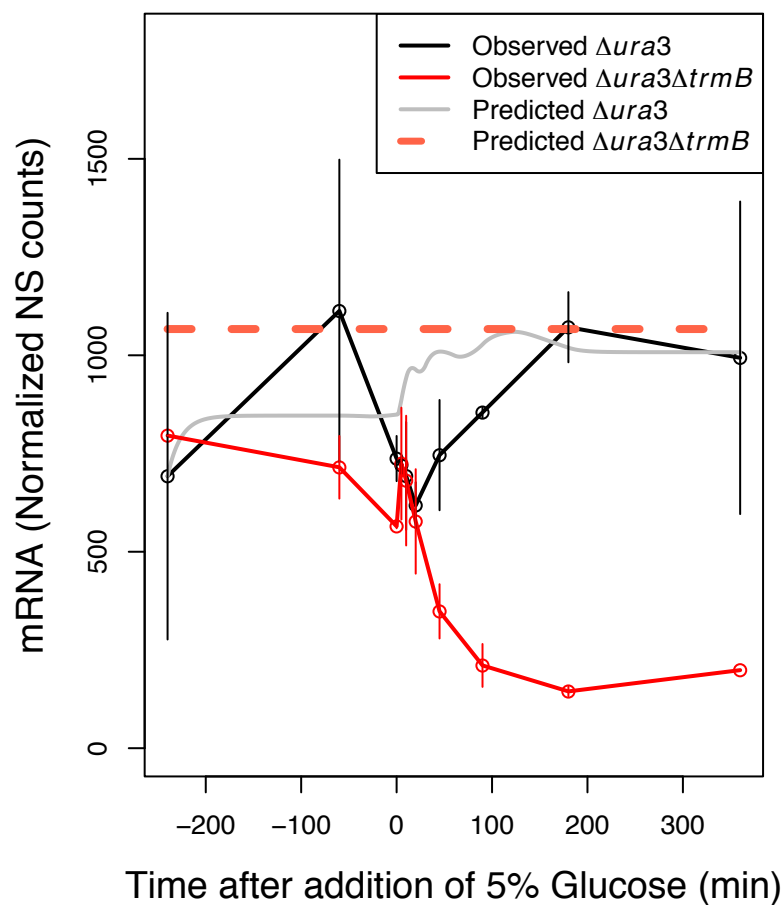

aroC

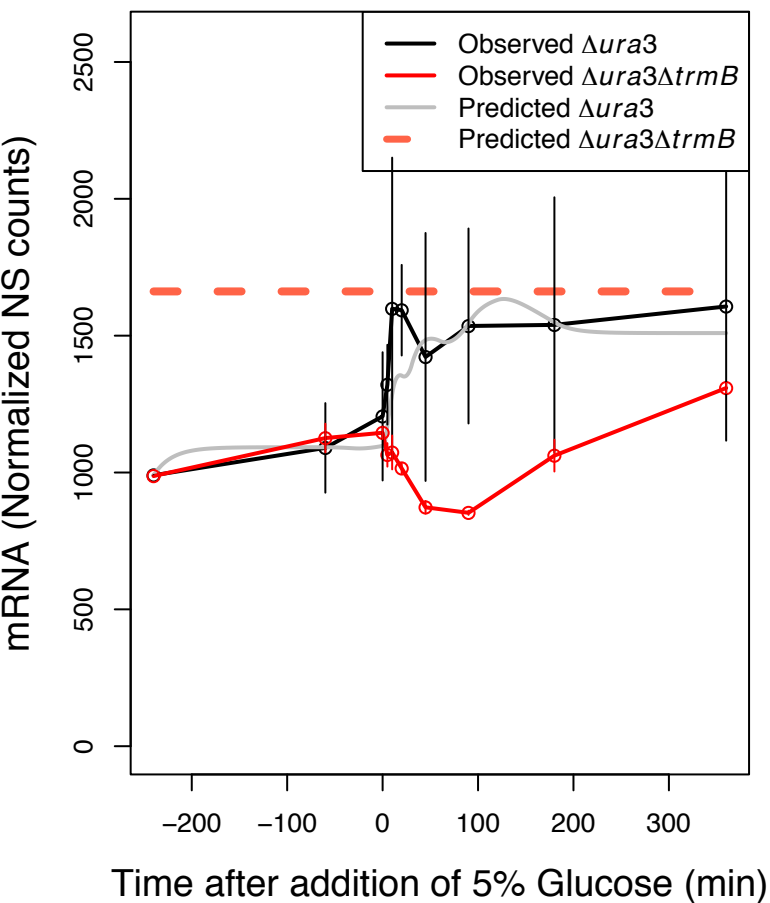

aroE

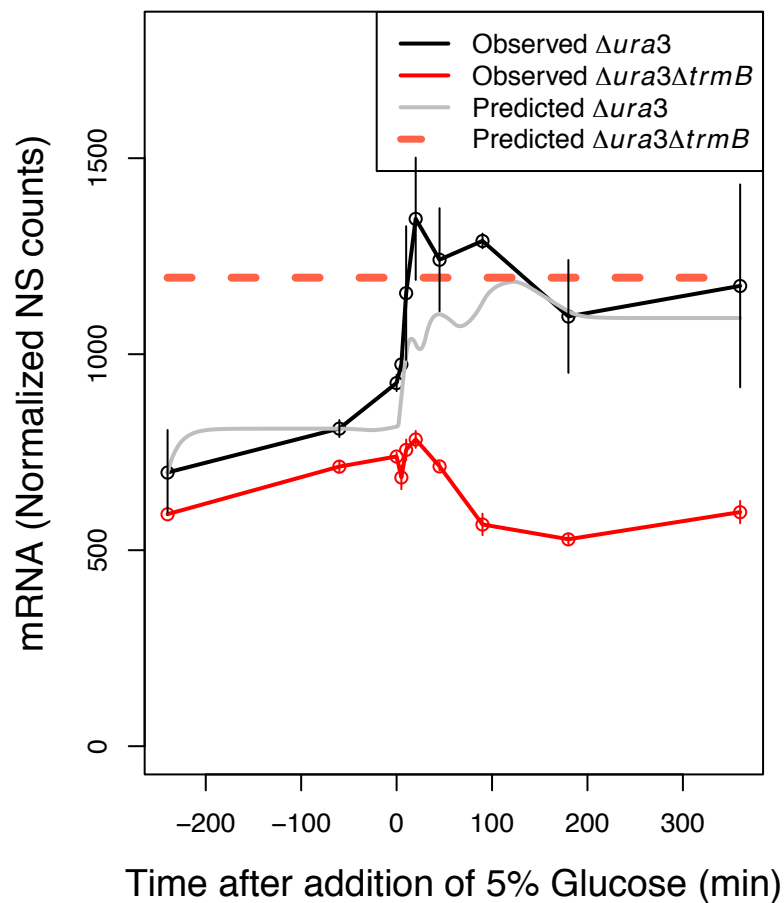

asnA

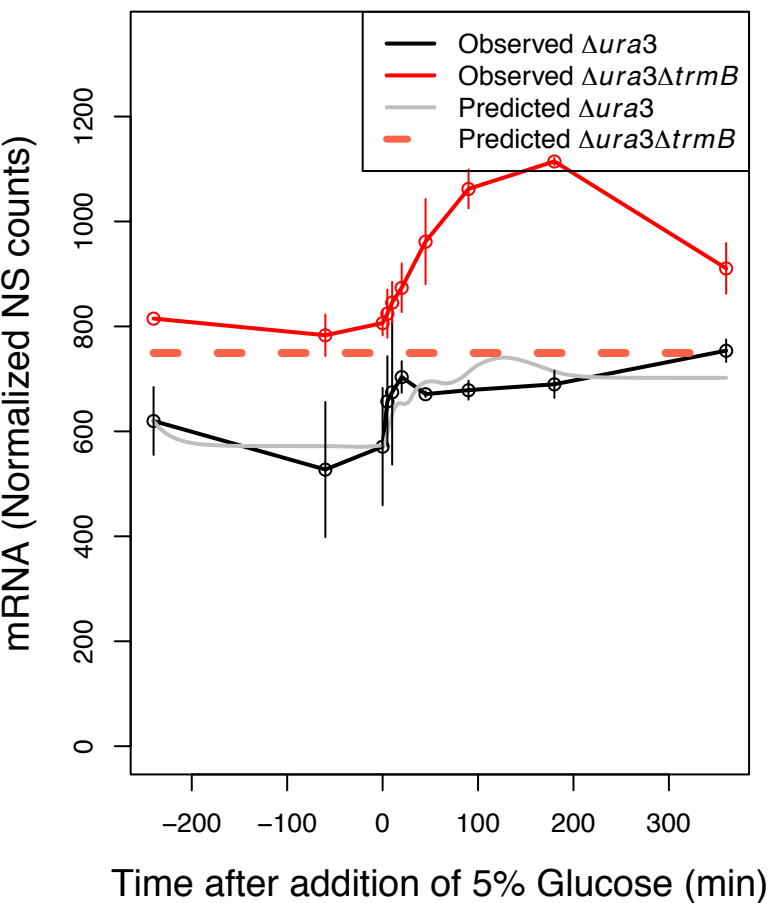

aspC2

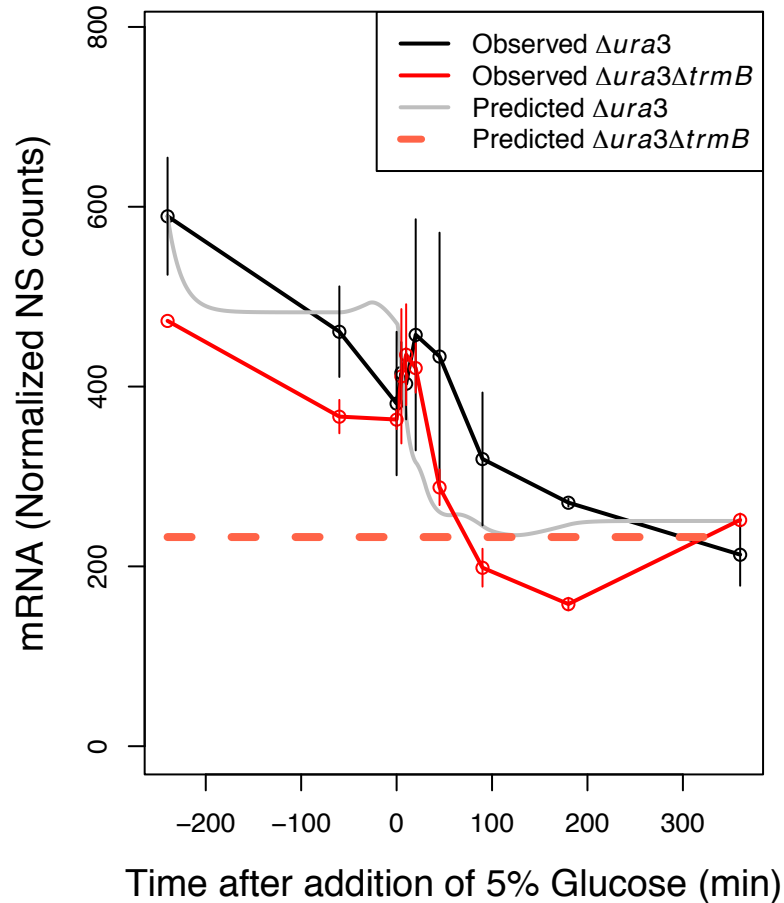

can

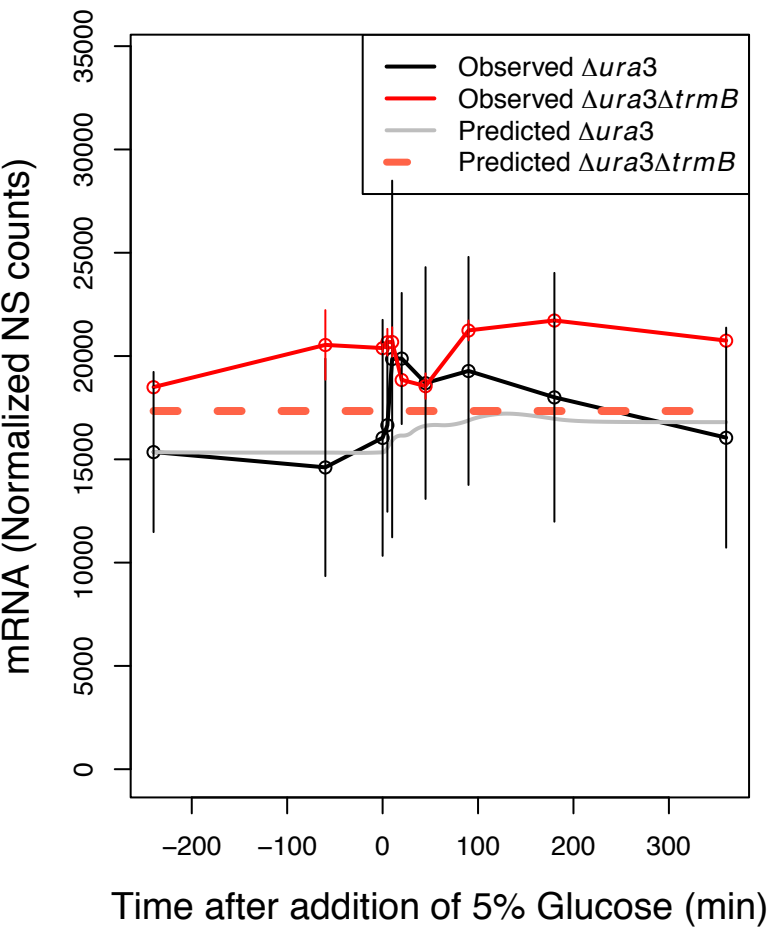

carA

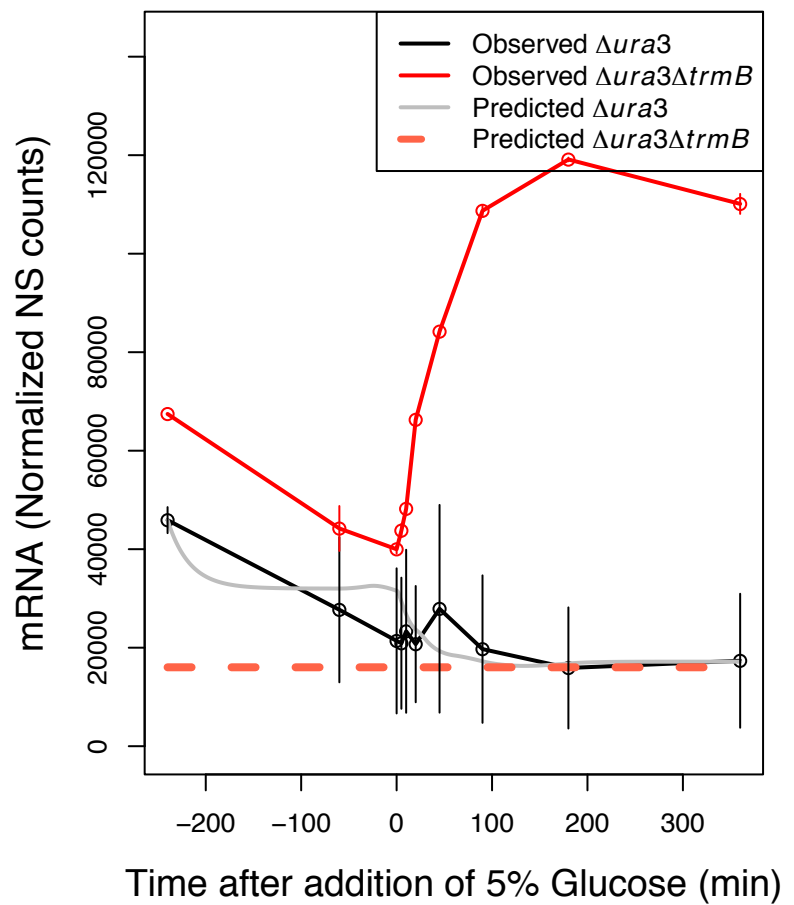

carB

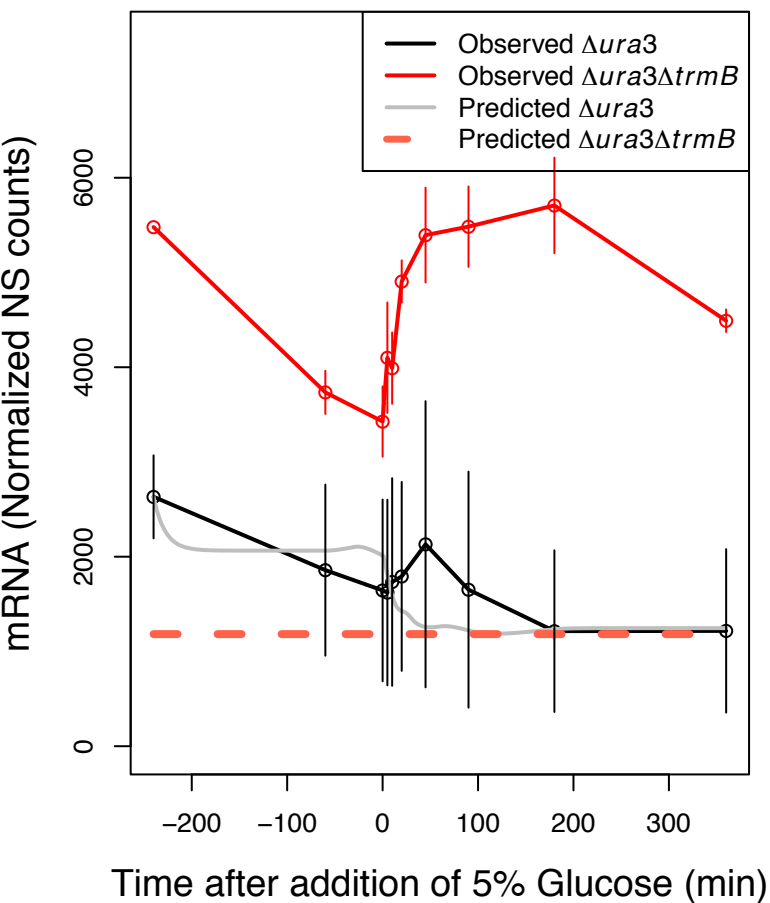

cbiC

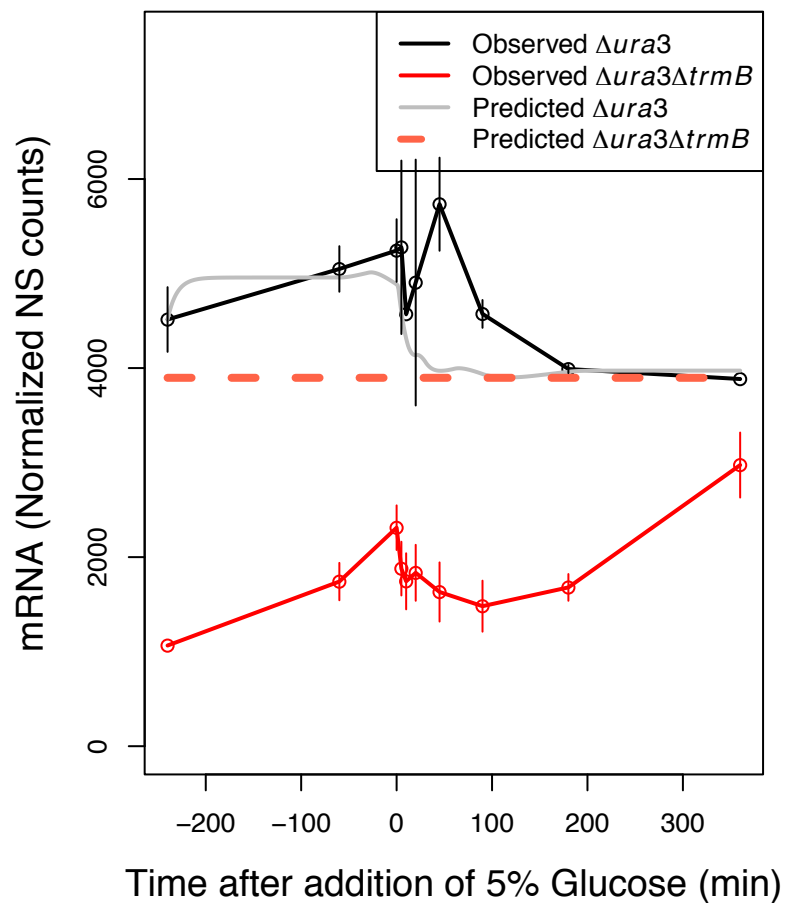

cbiF

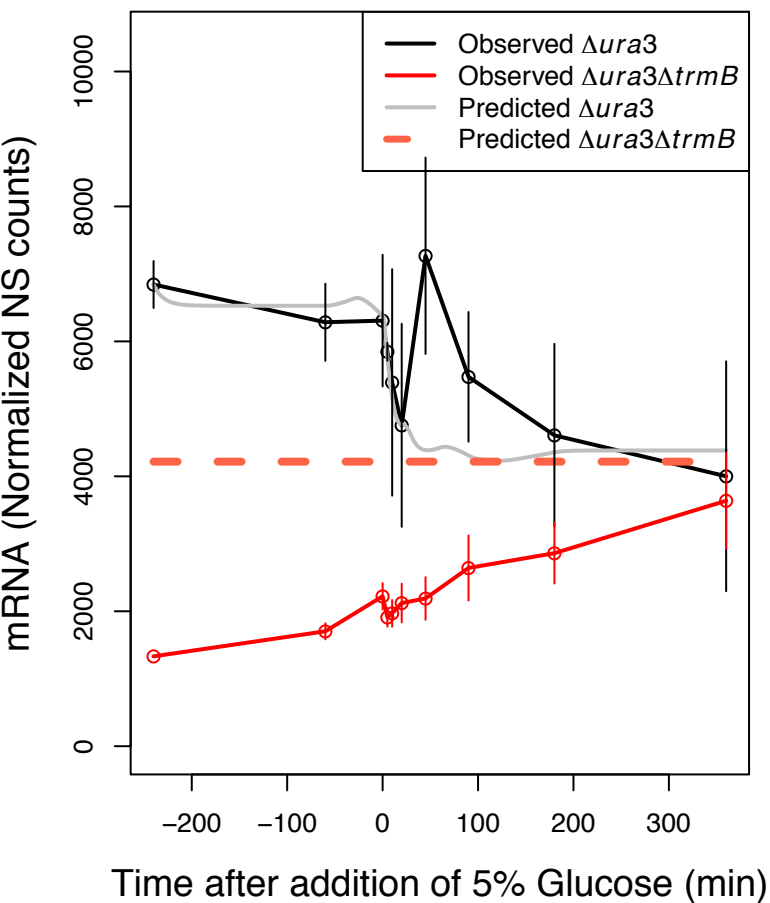

cbiG

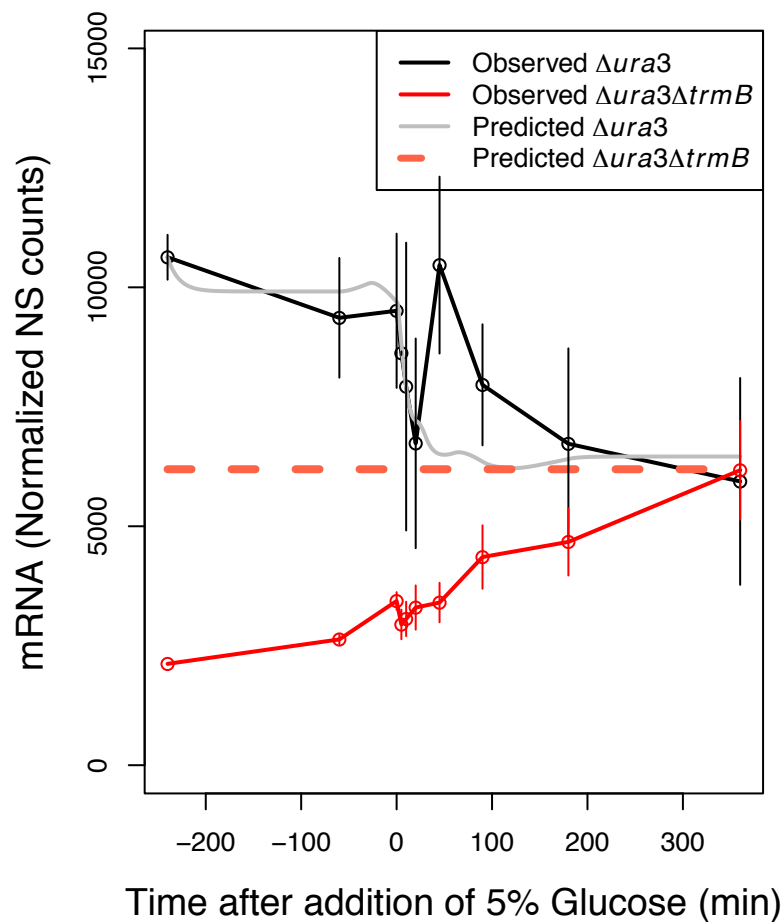

cbiJ

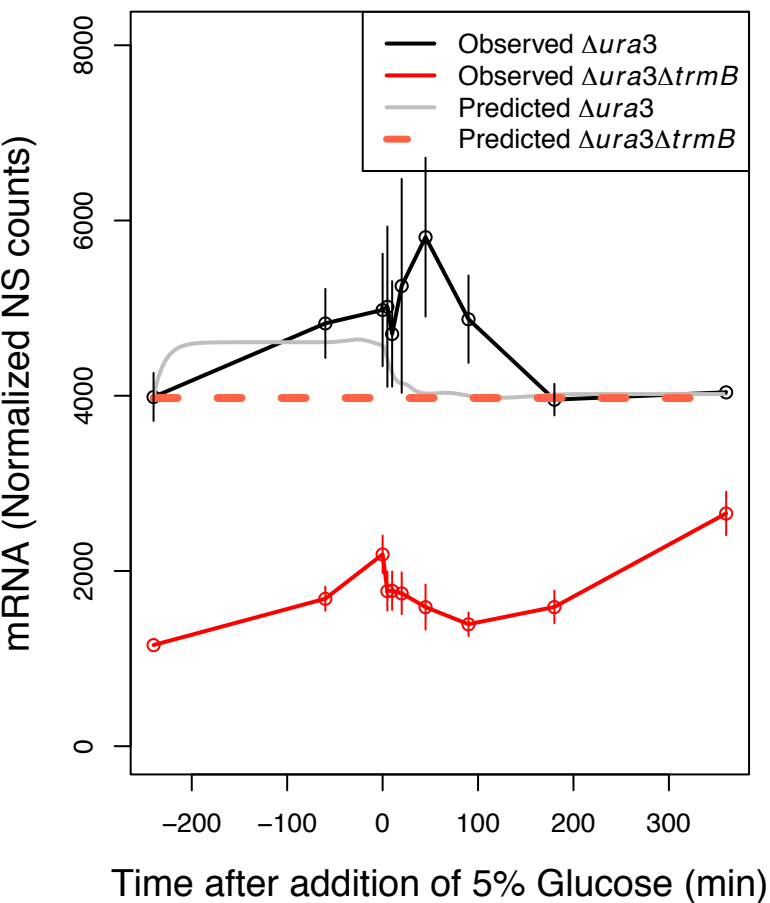

cbiL

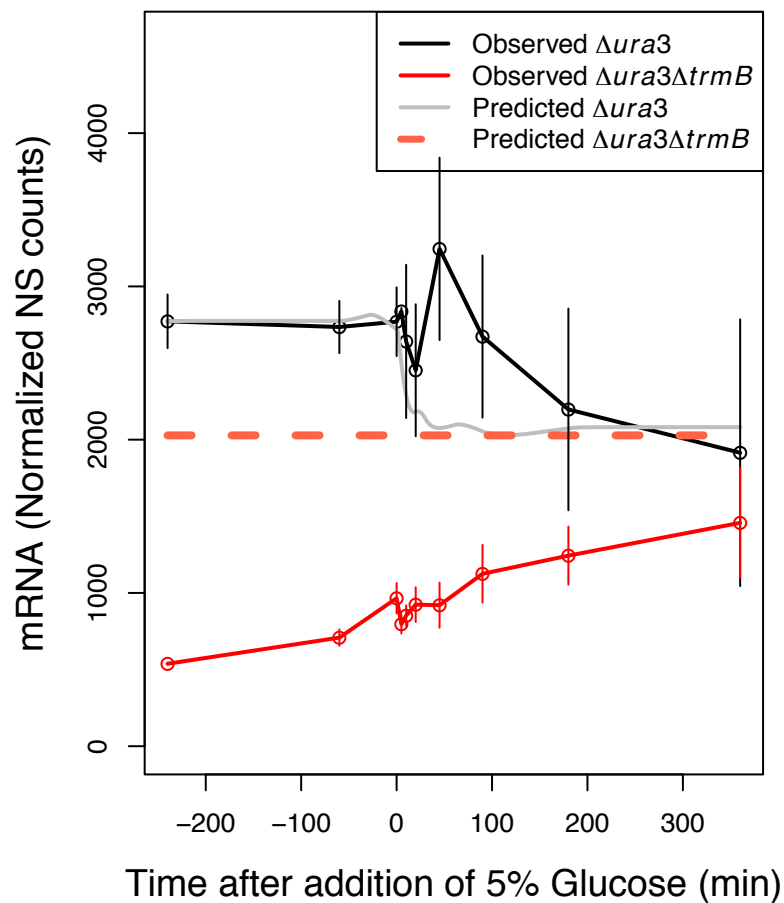

cbiP

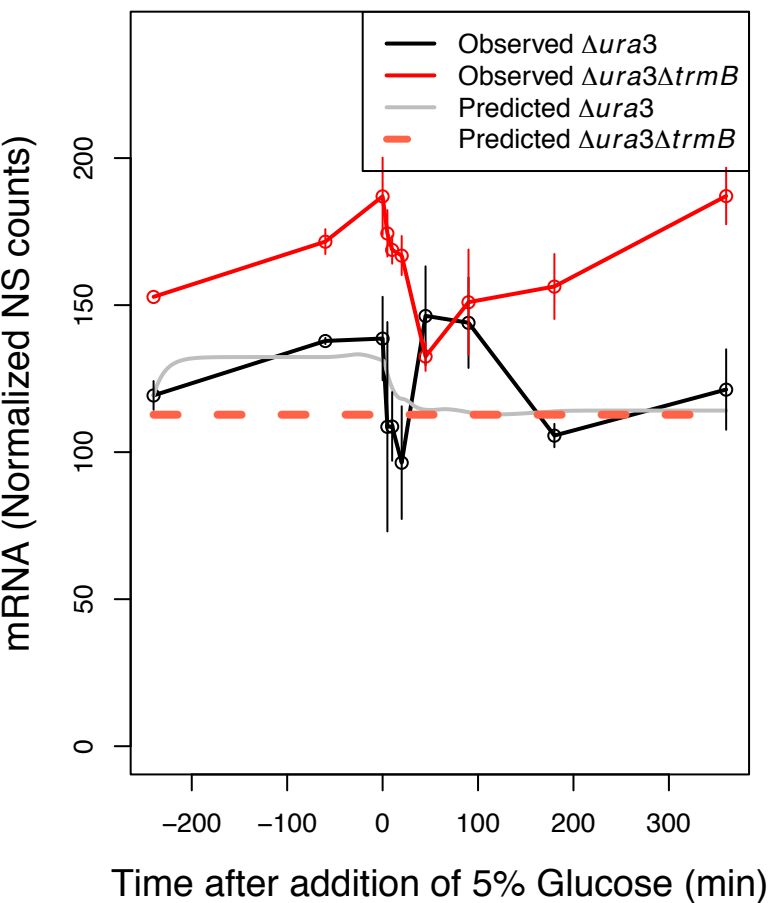

cbiT

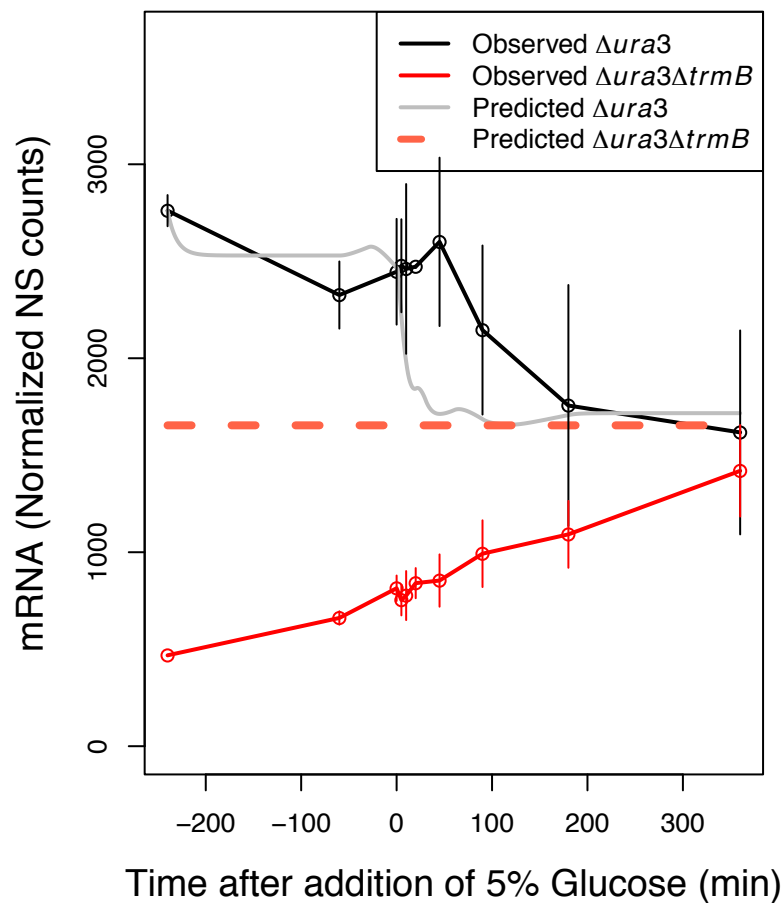

citZ

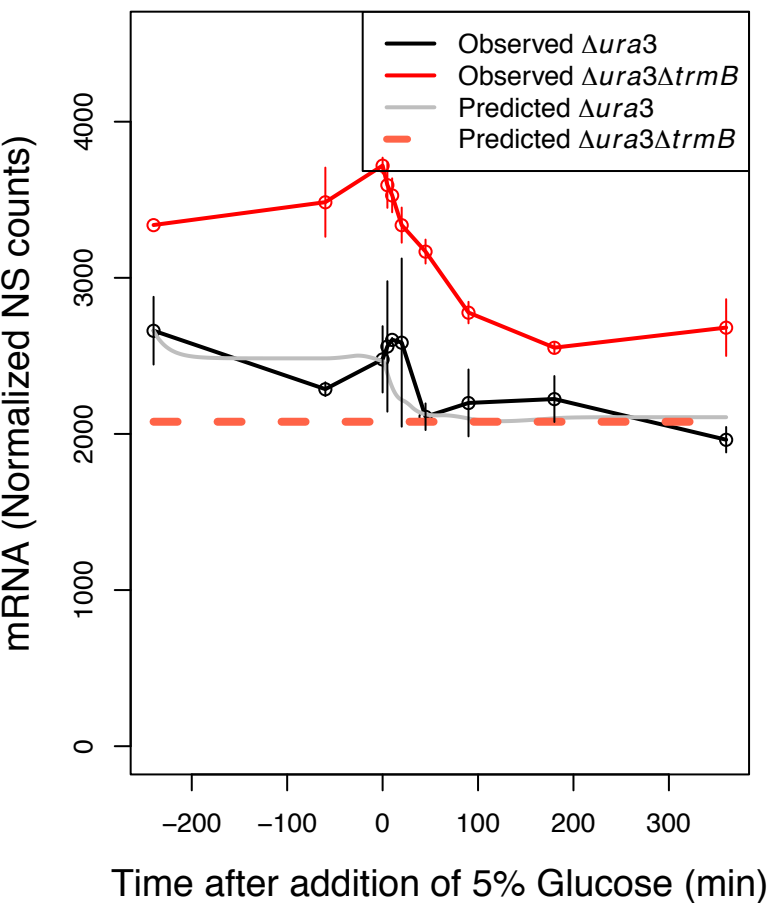

cobH

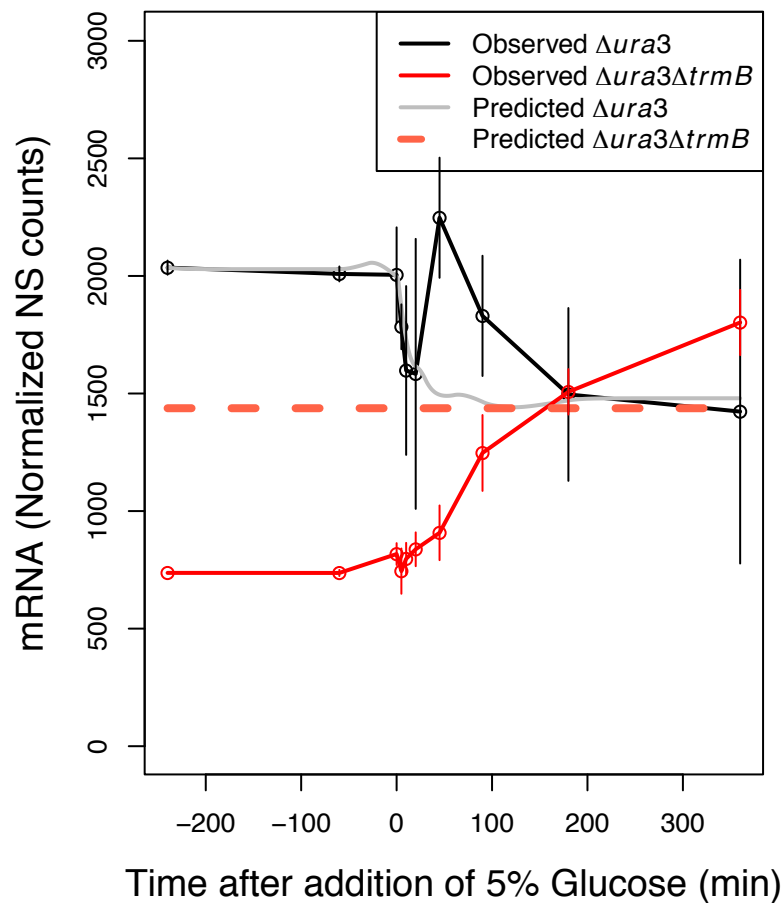

cobI

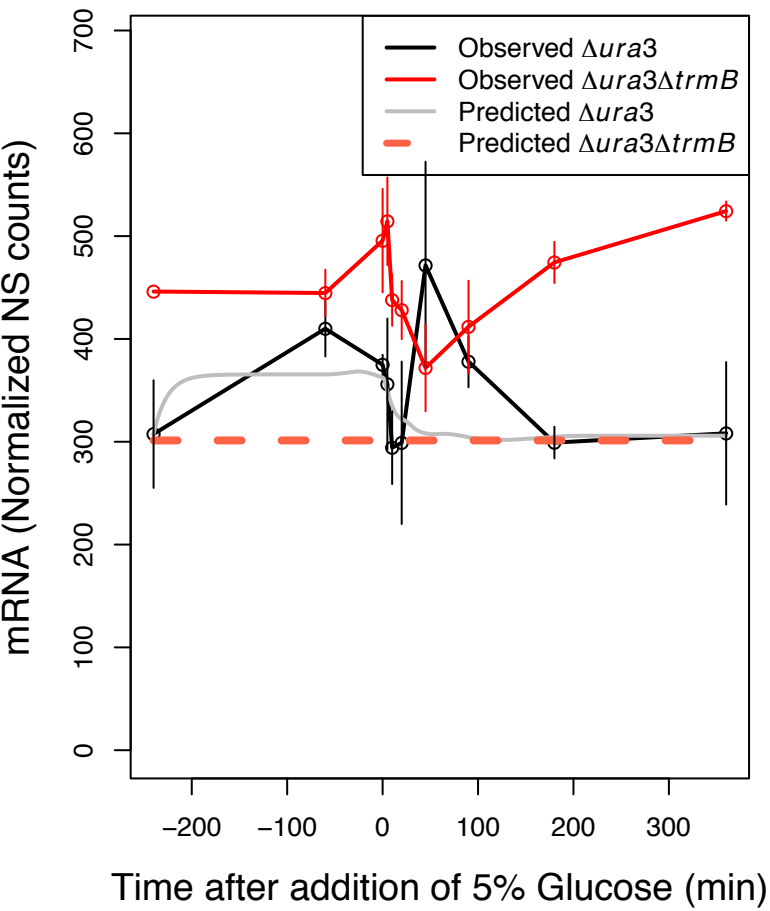

cobN

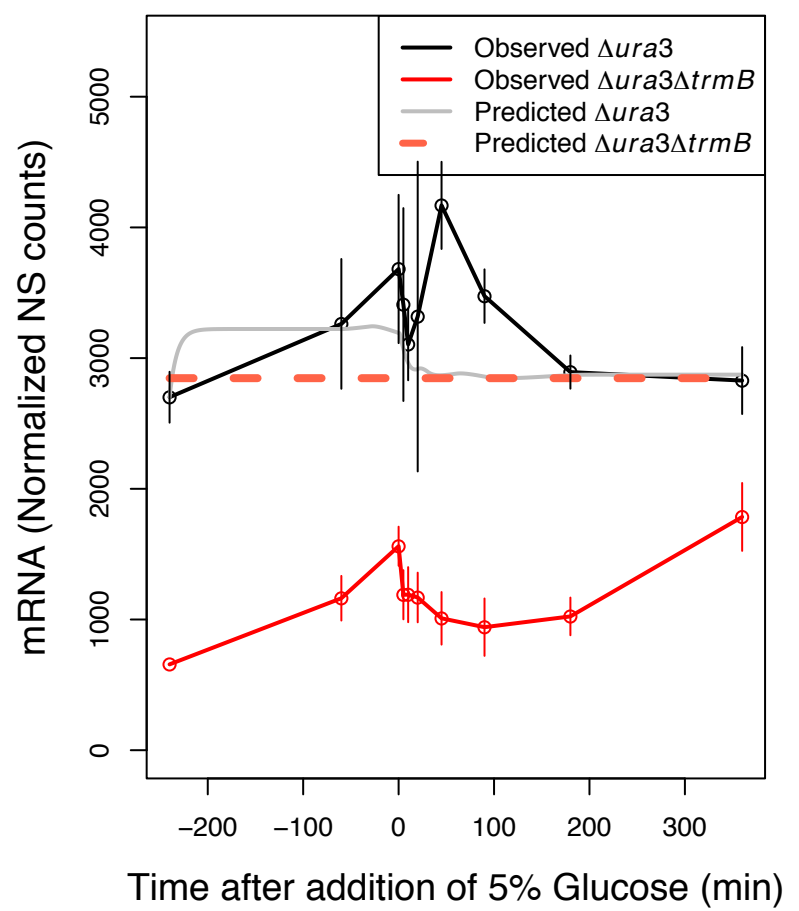

cxp

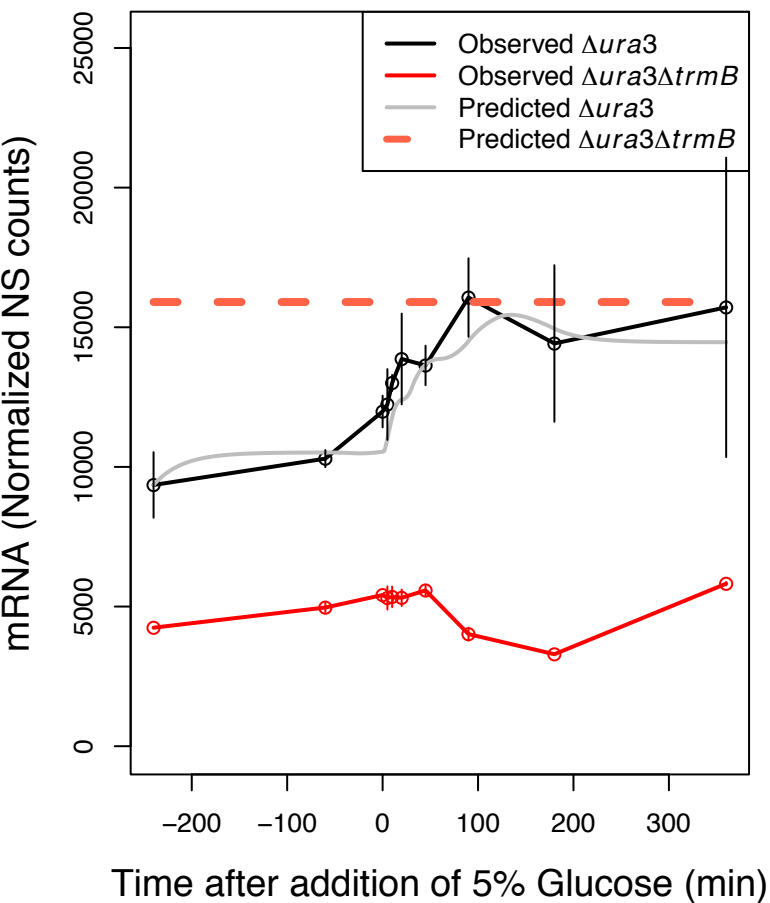

dapA

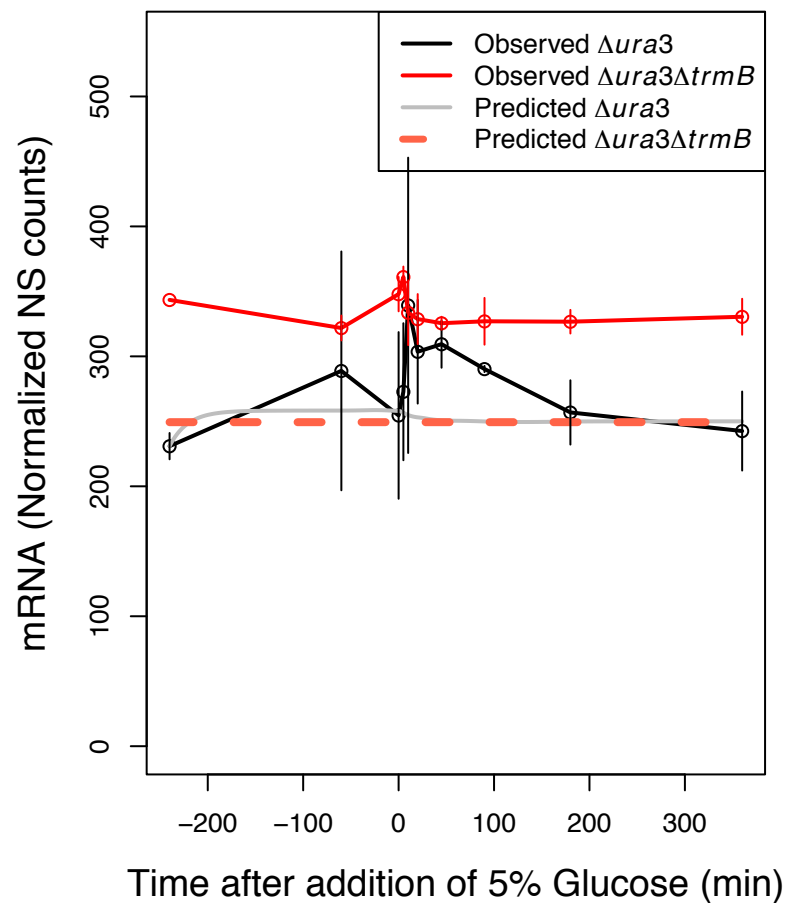

eno

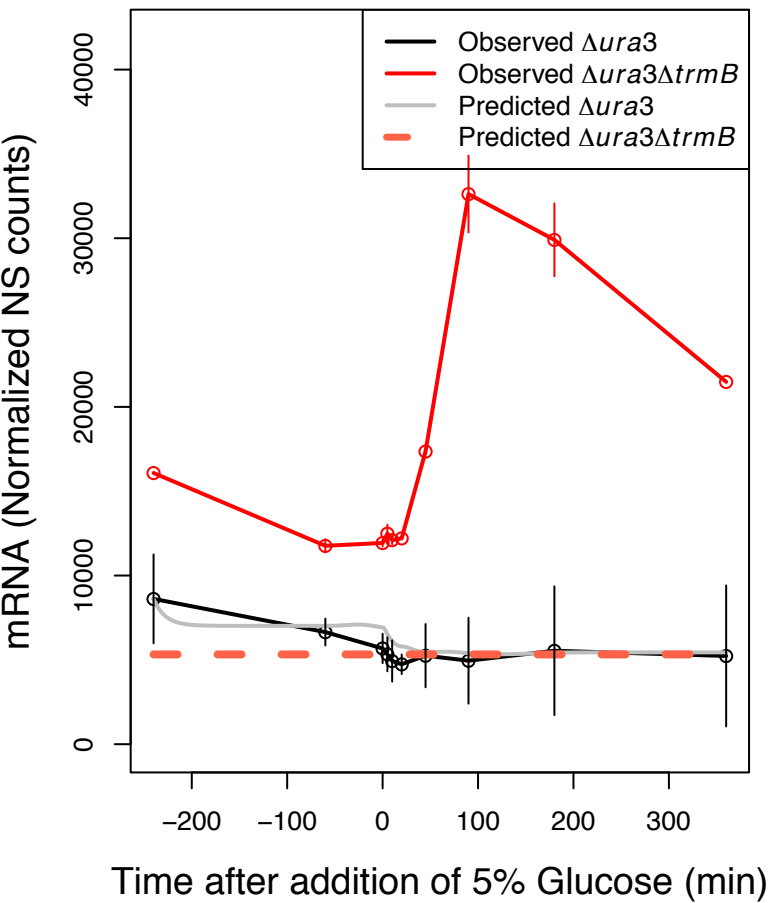

fbp

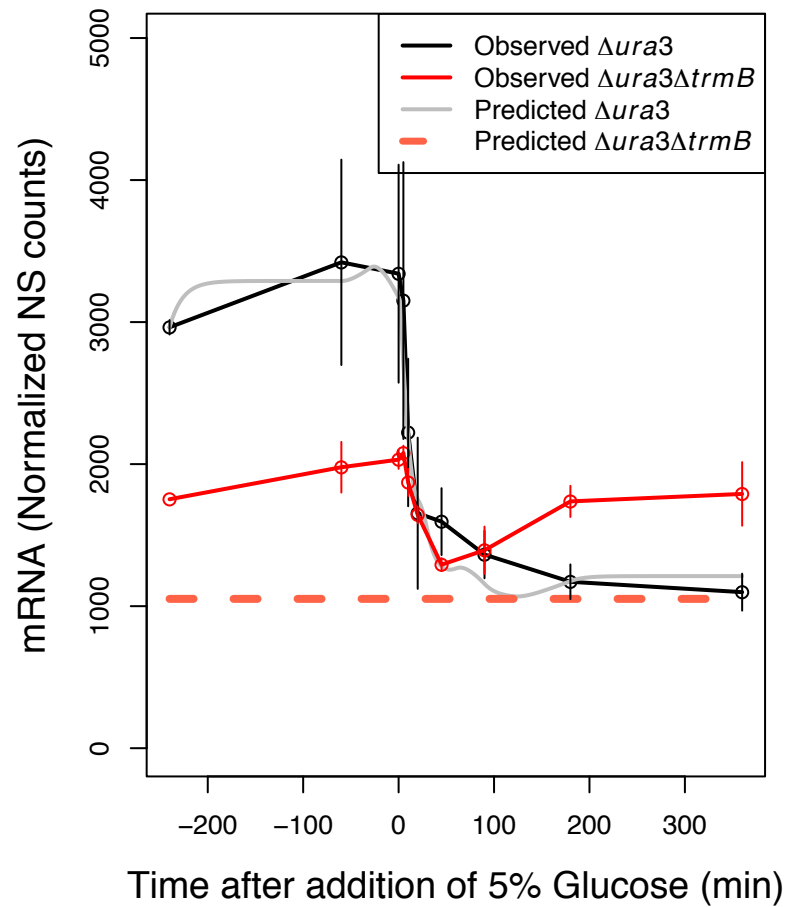

fumC

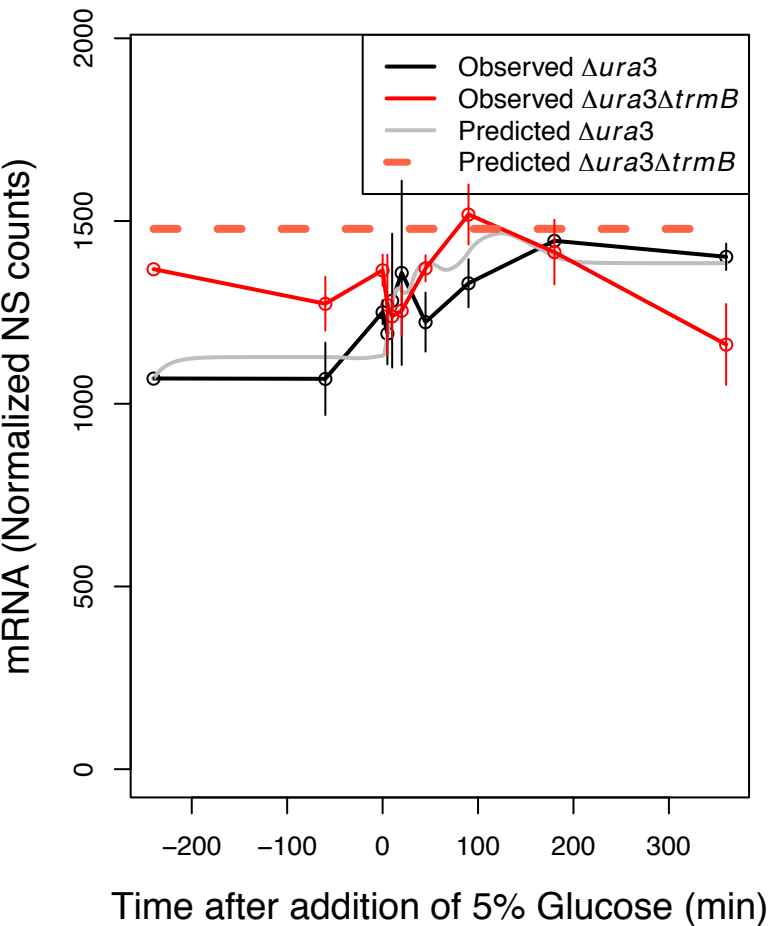

gap

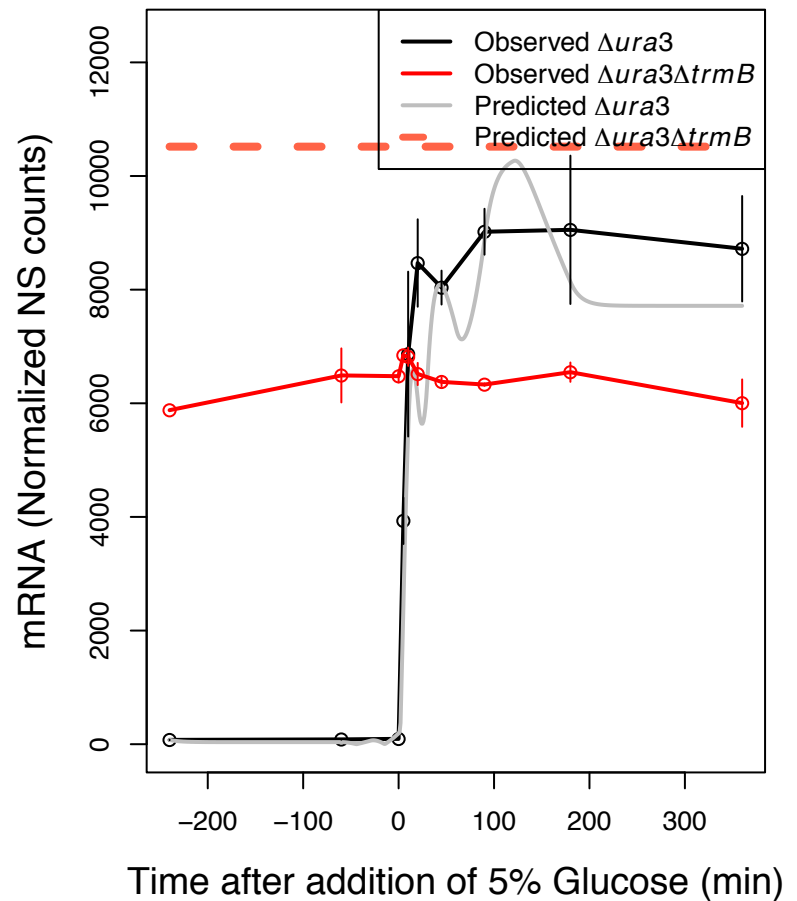

gapB

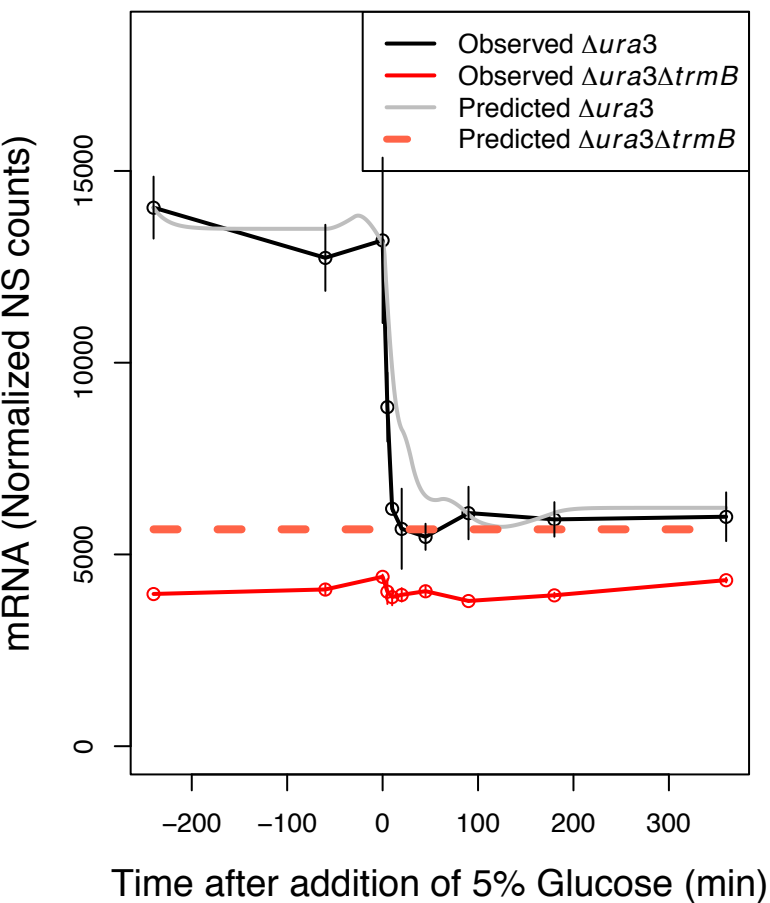

gcd

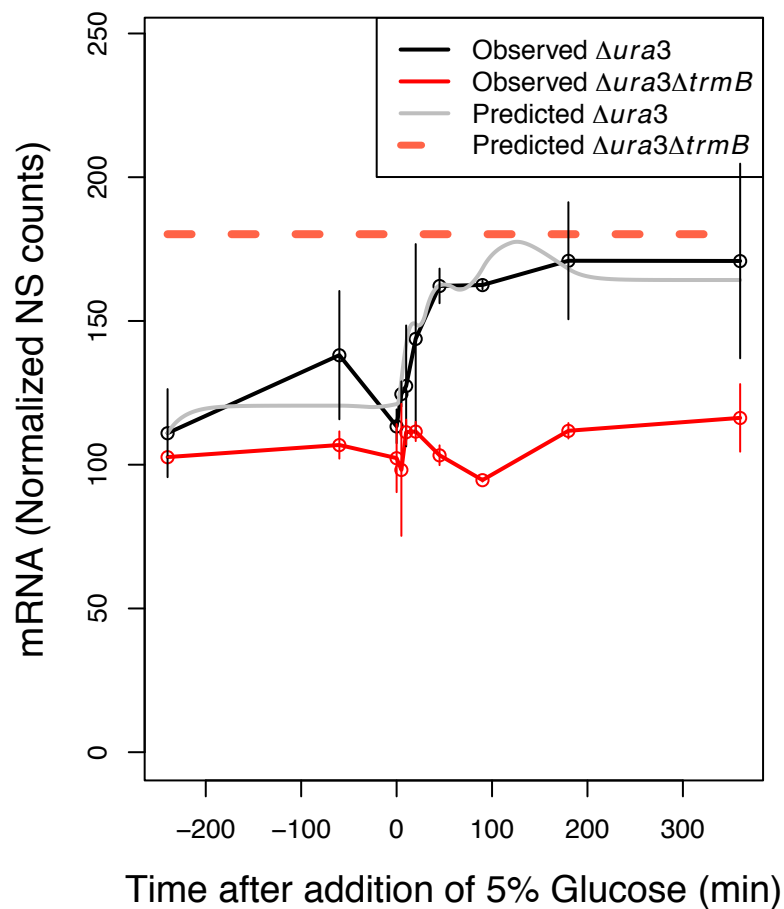

gdhA1

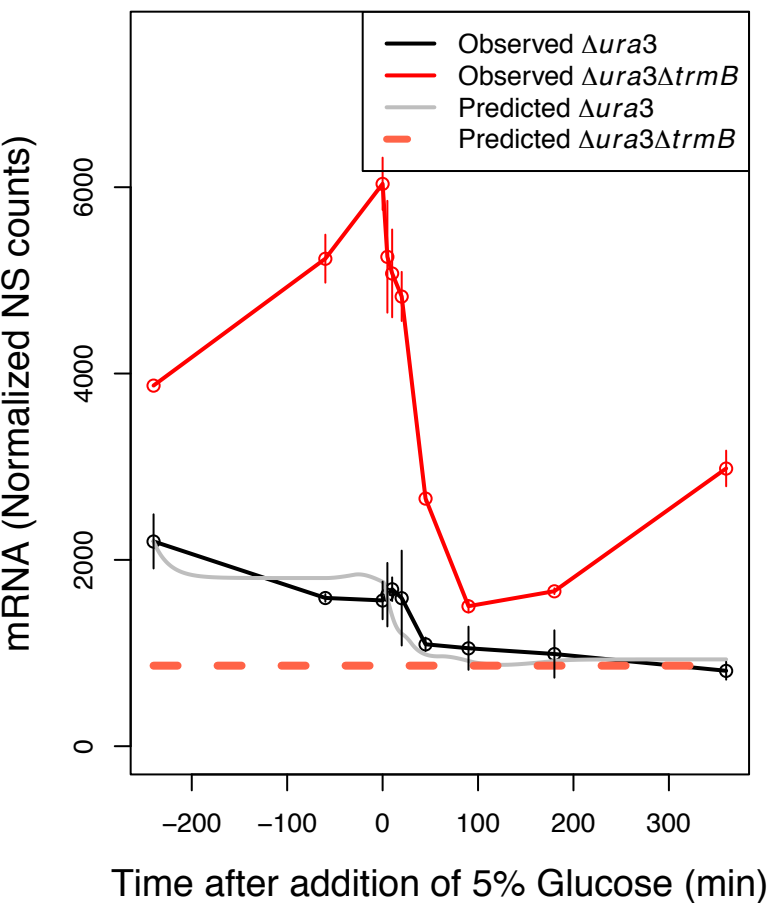

gdhA2

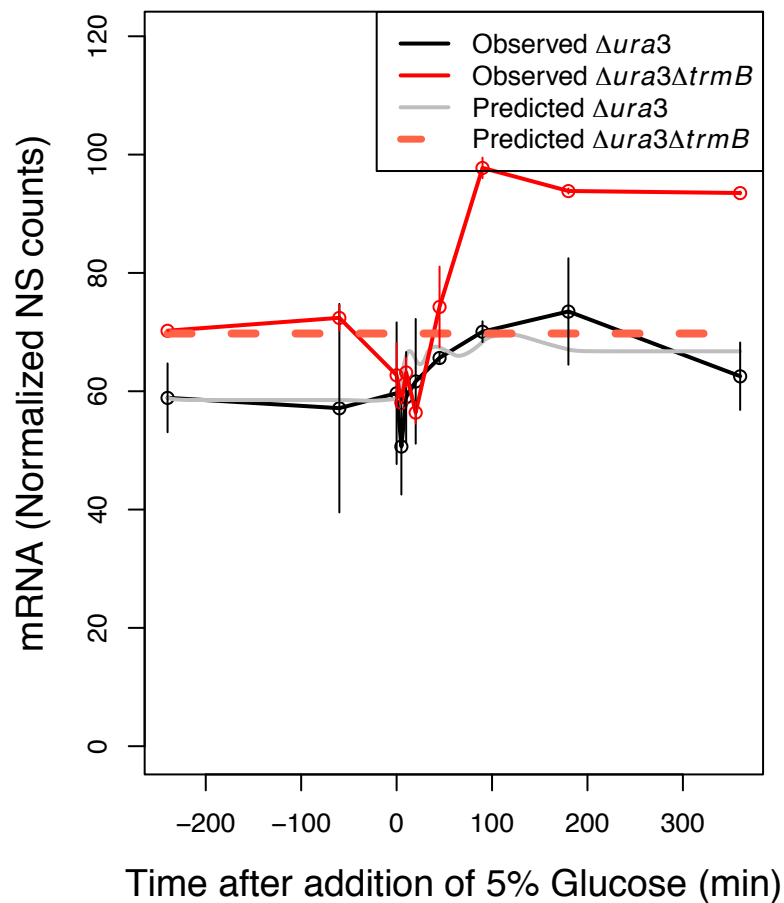

gdhB

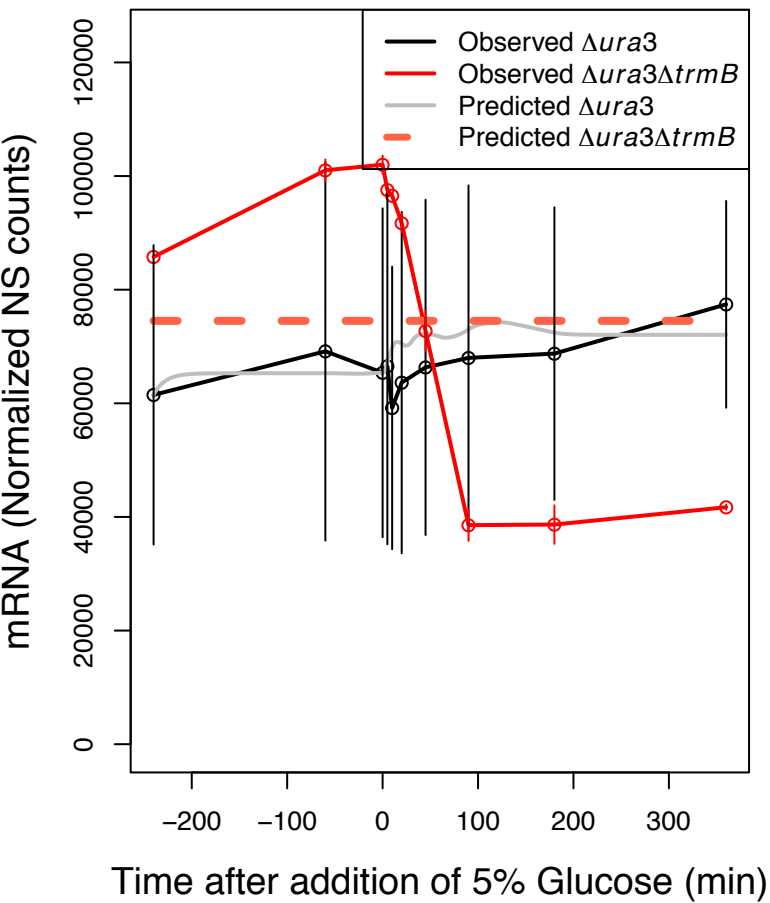

glcD

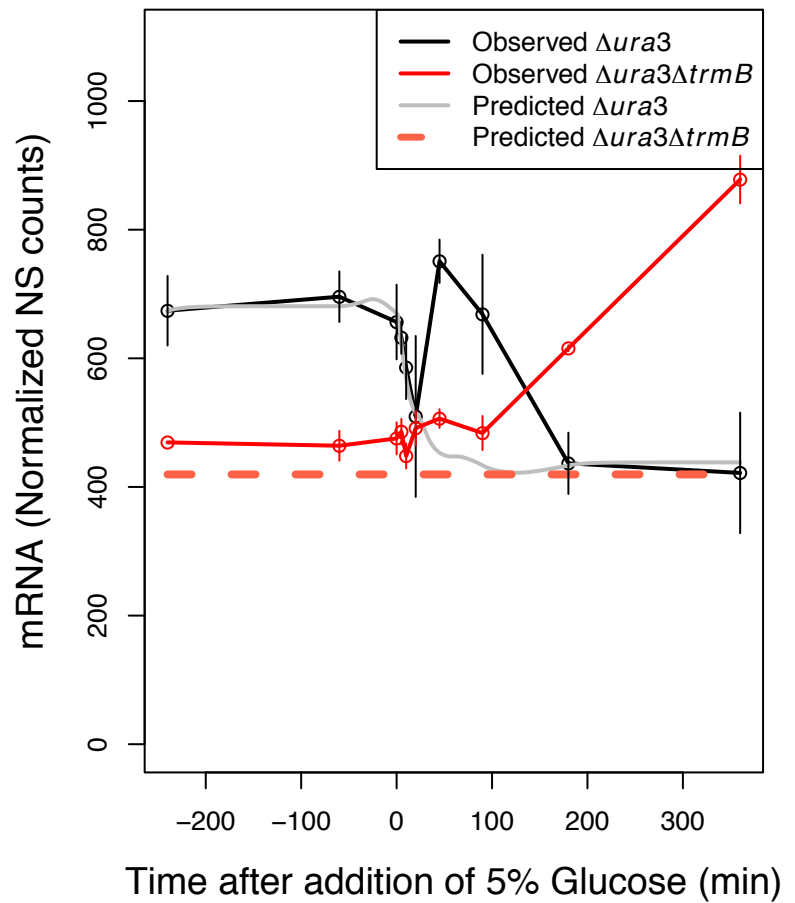

glcK

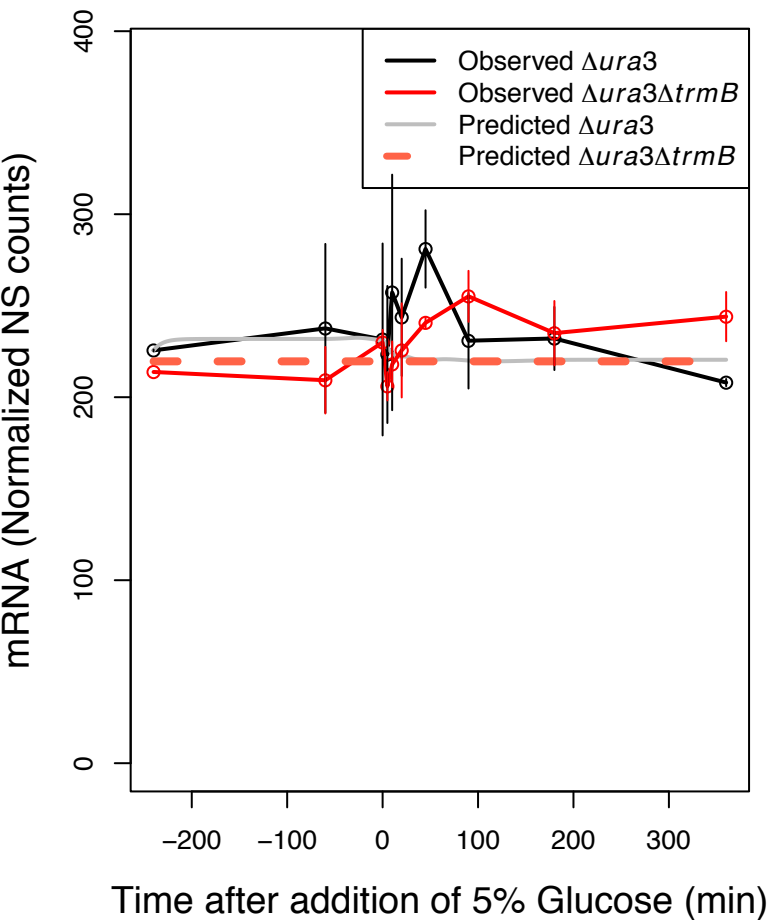

glnA

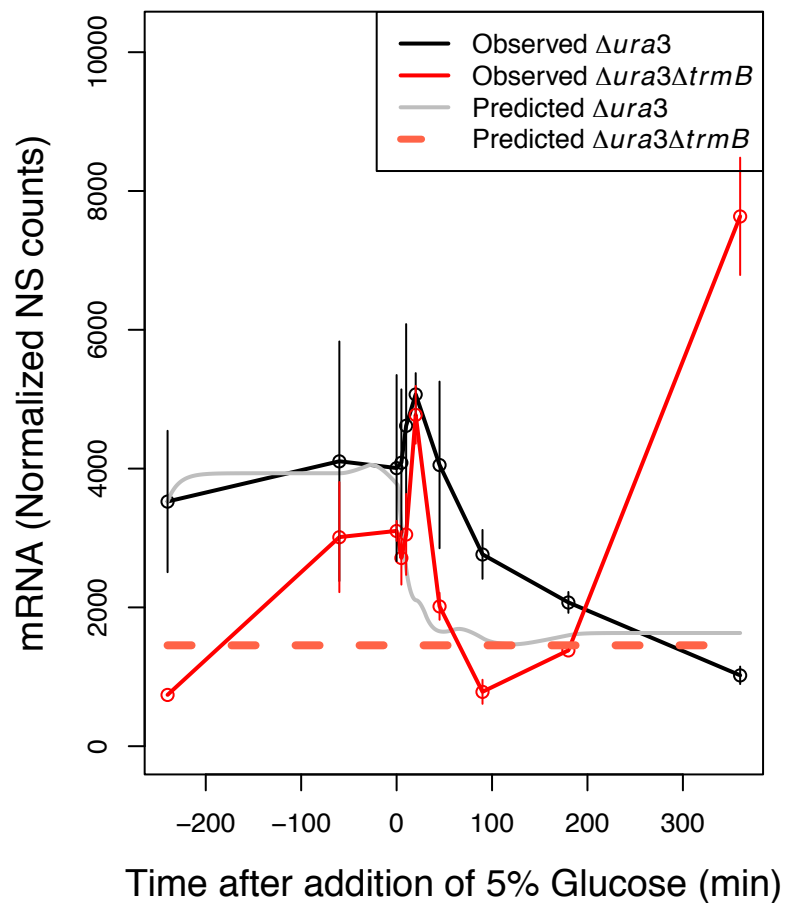

glpK

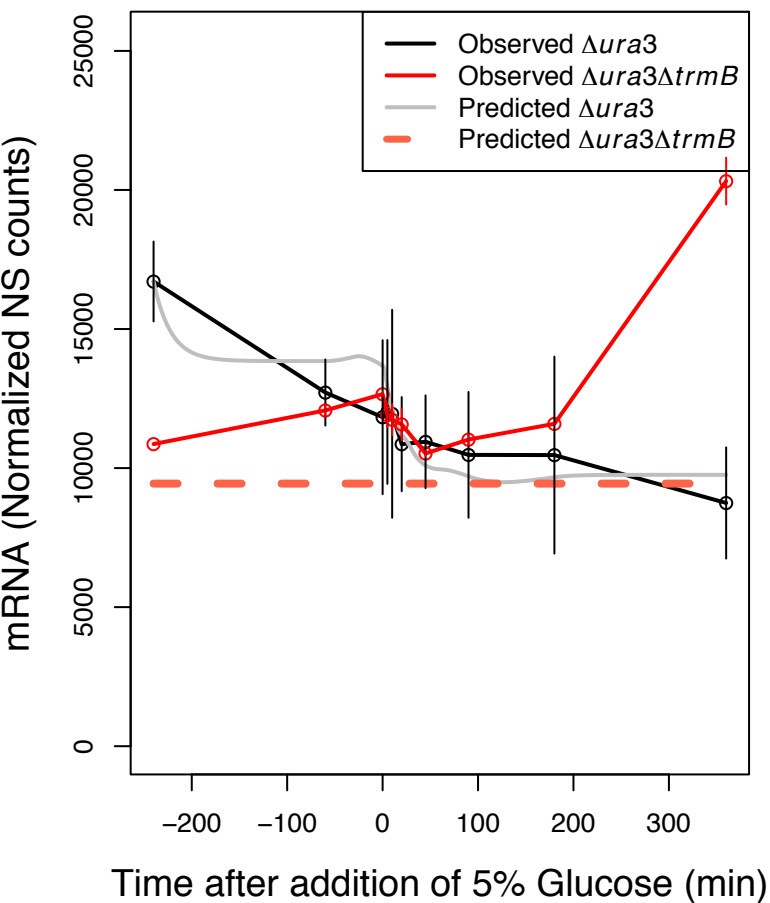

glyA

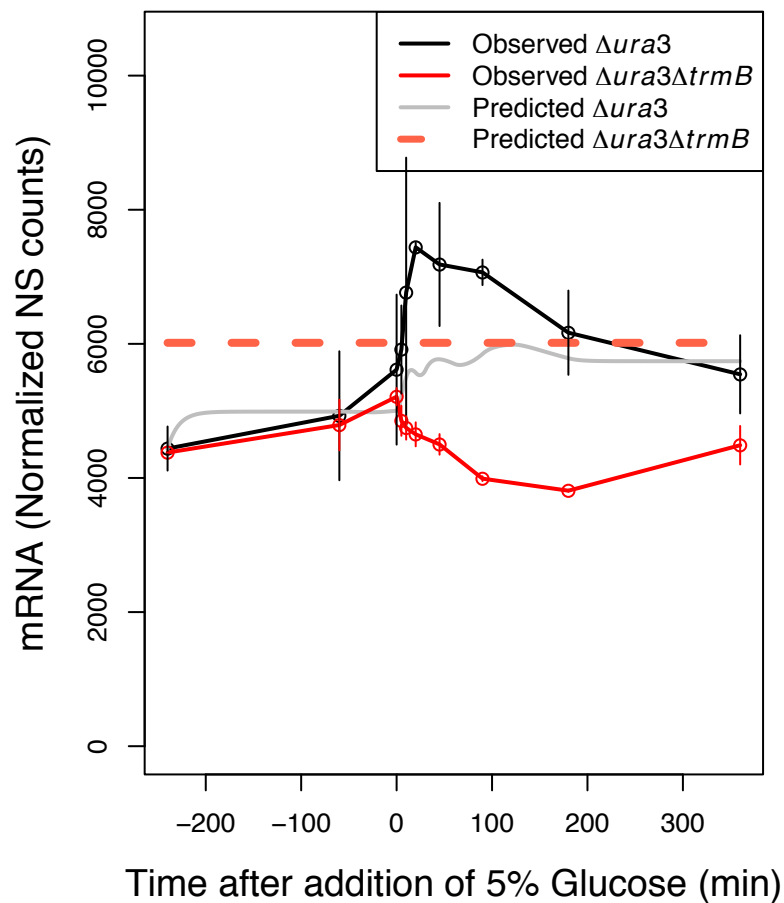

gpdA2

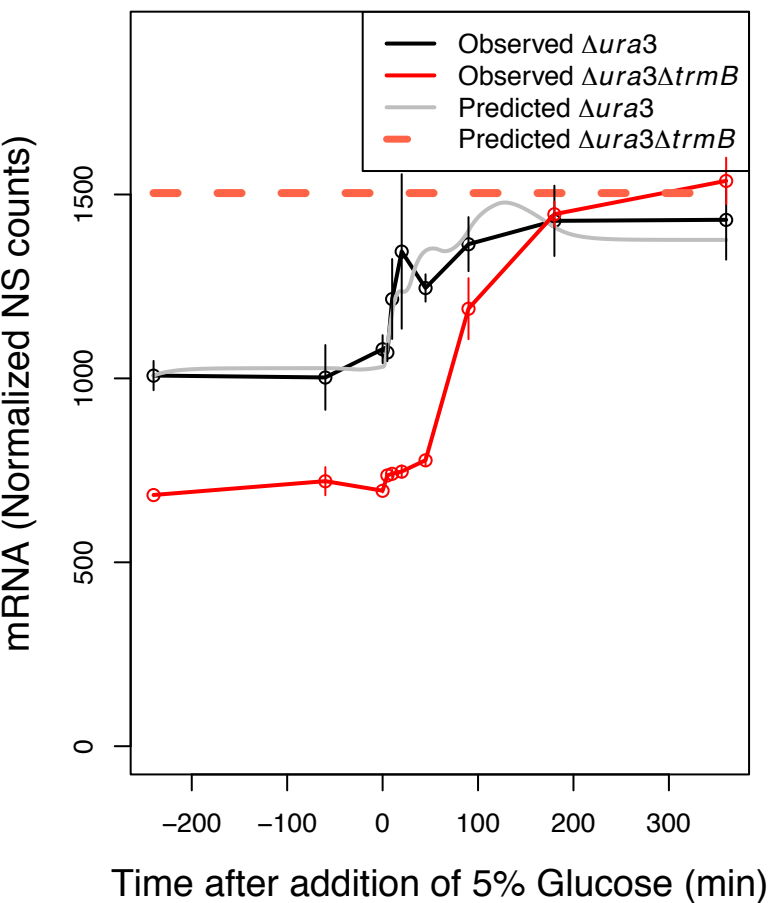

gpdB

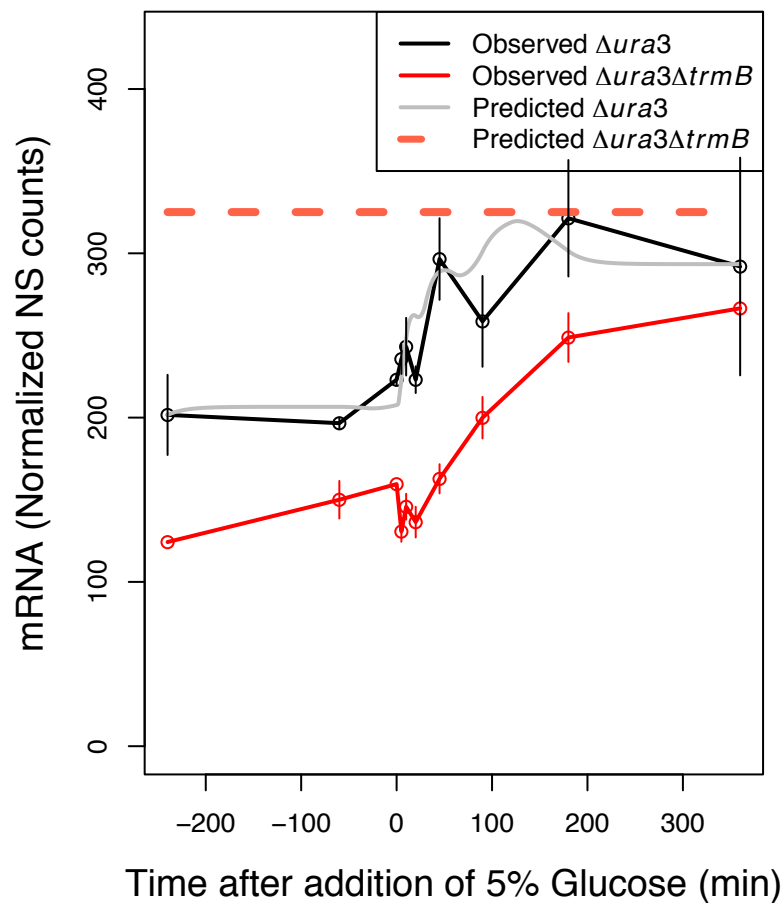

gpdC

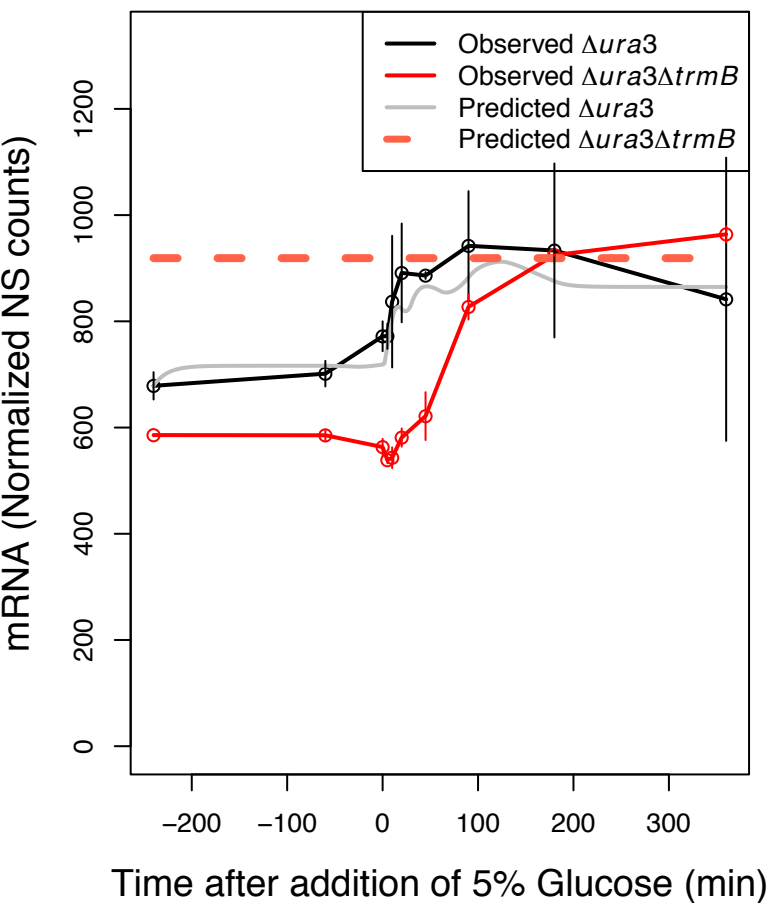

gpm

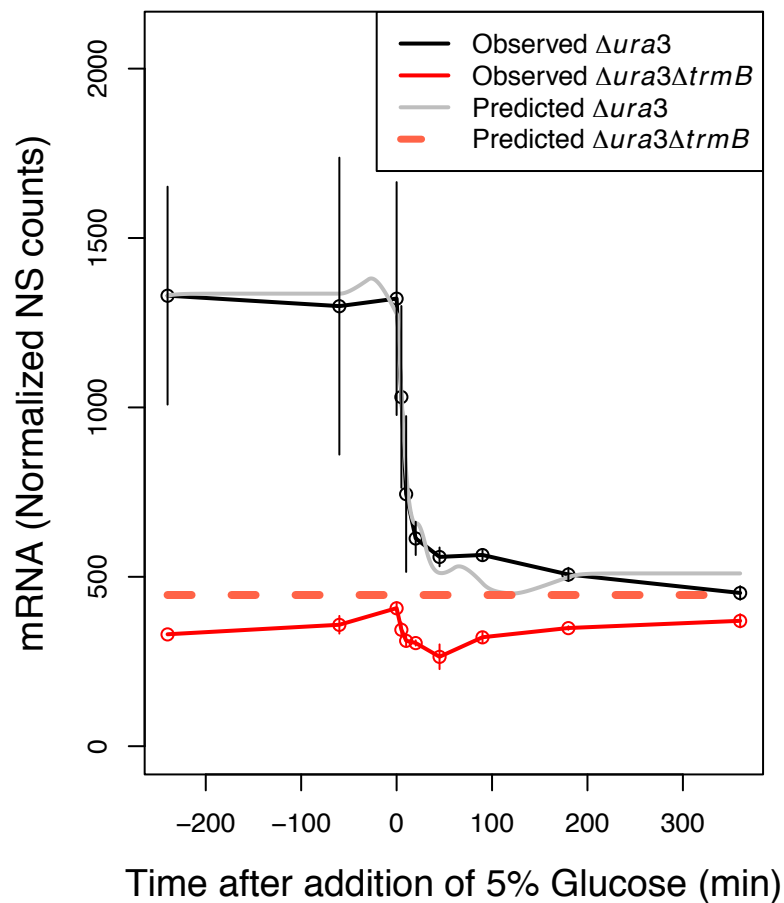

graD2

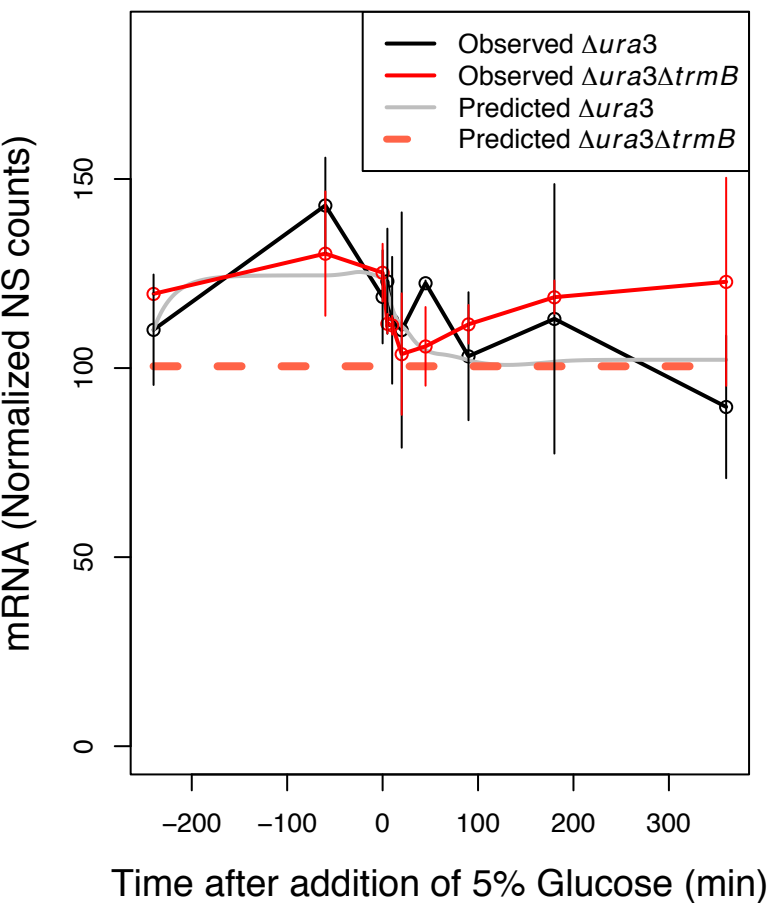

icd

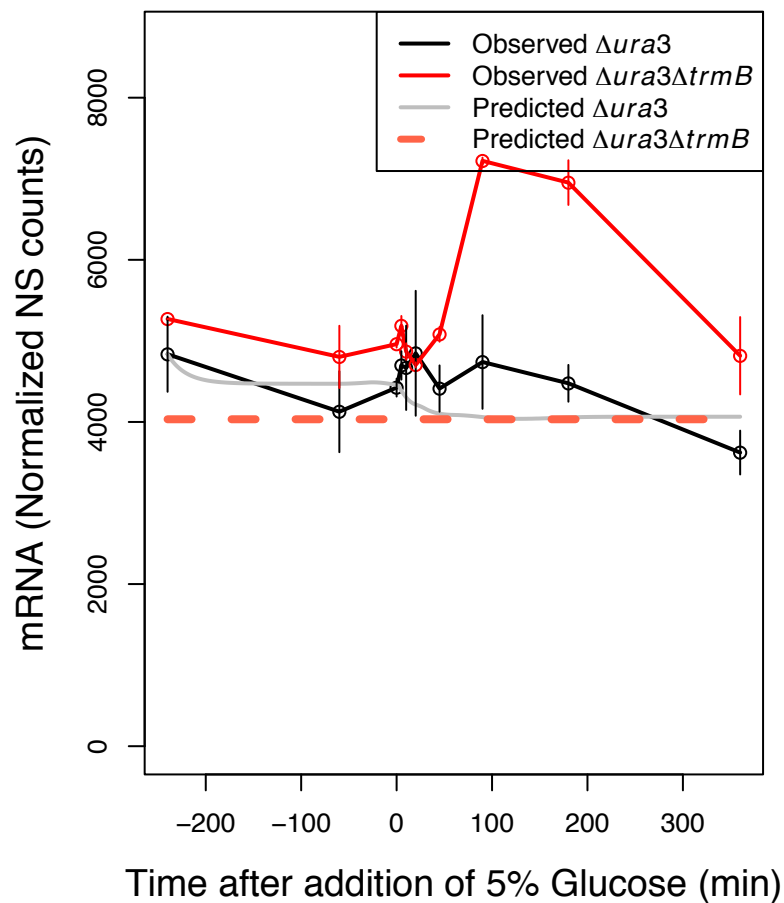

kdgK

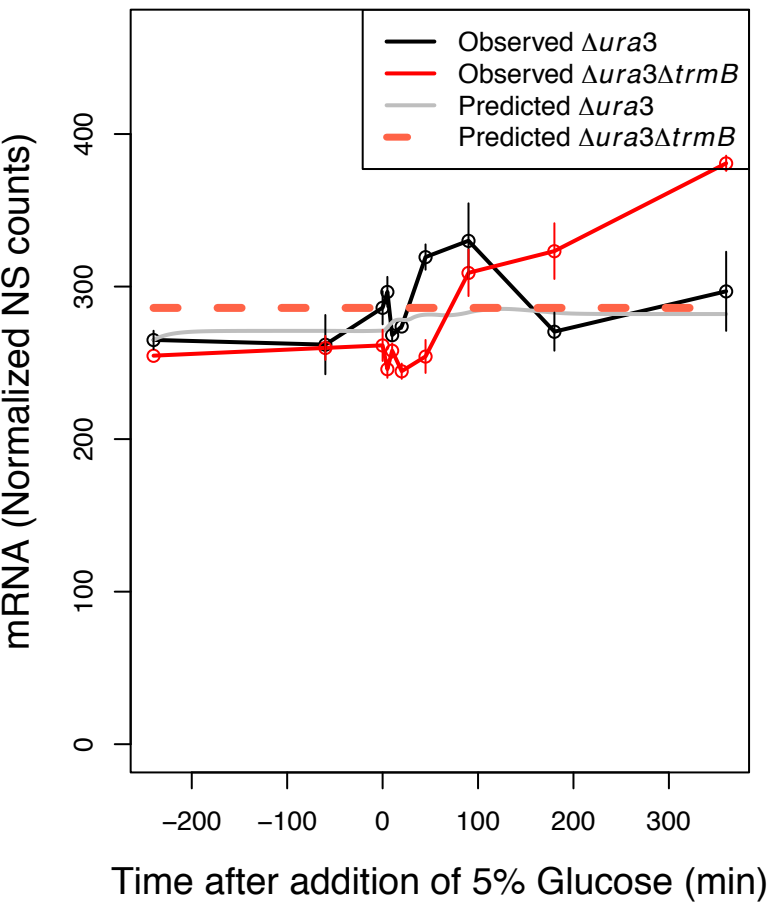

korA

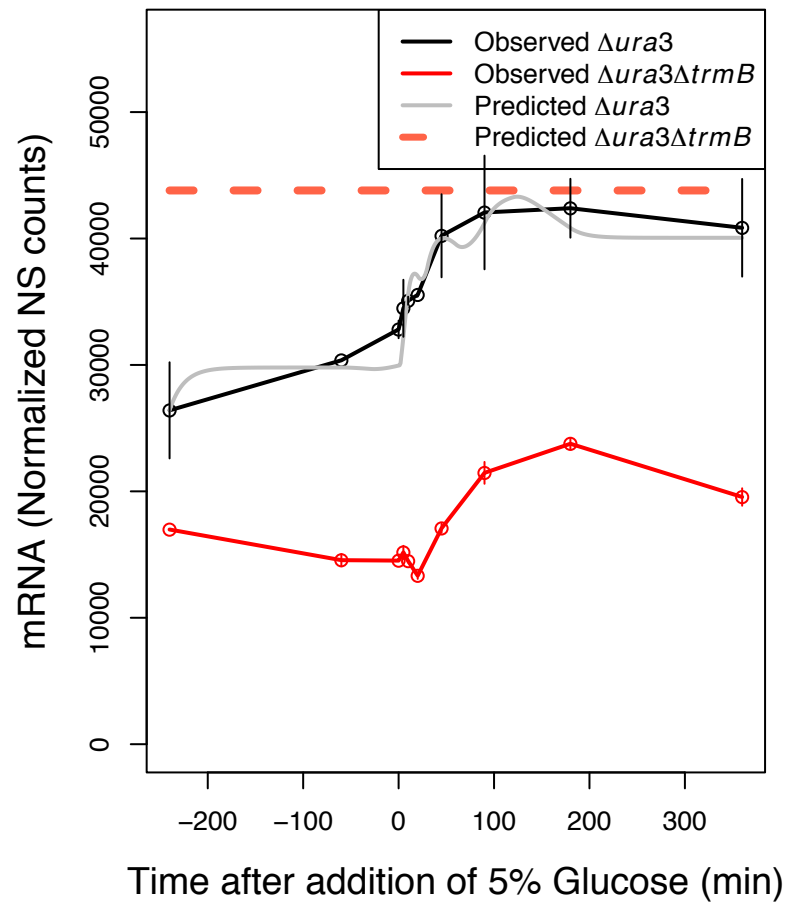

korB

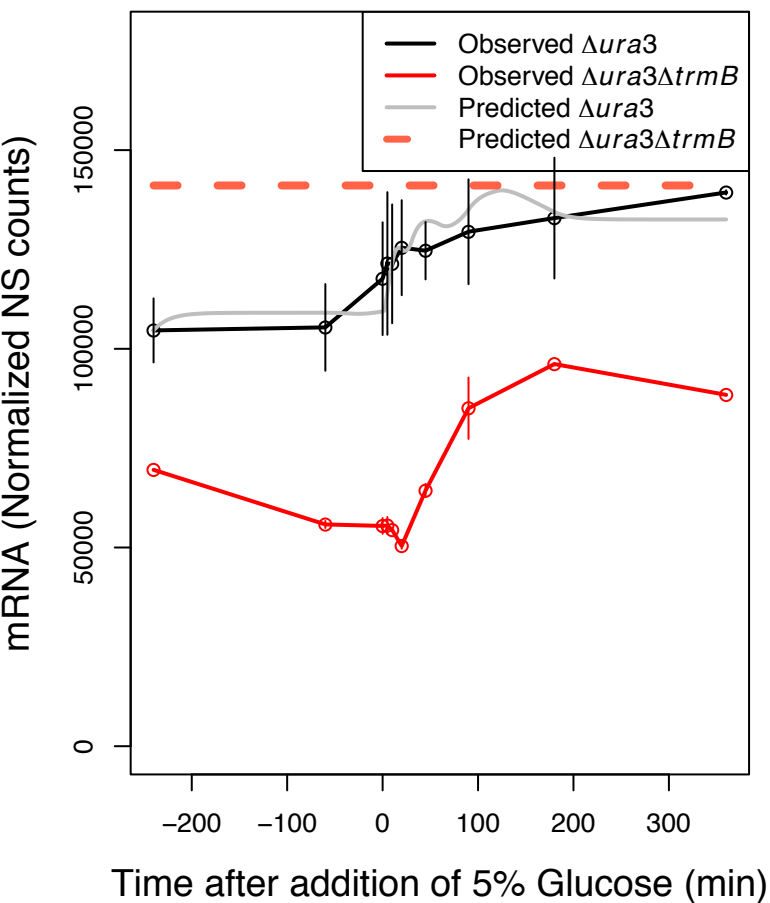

mdh

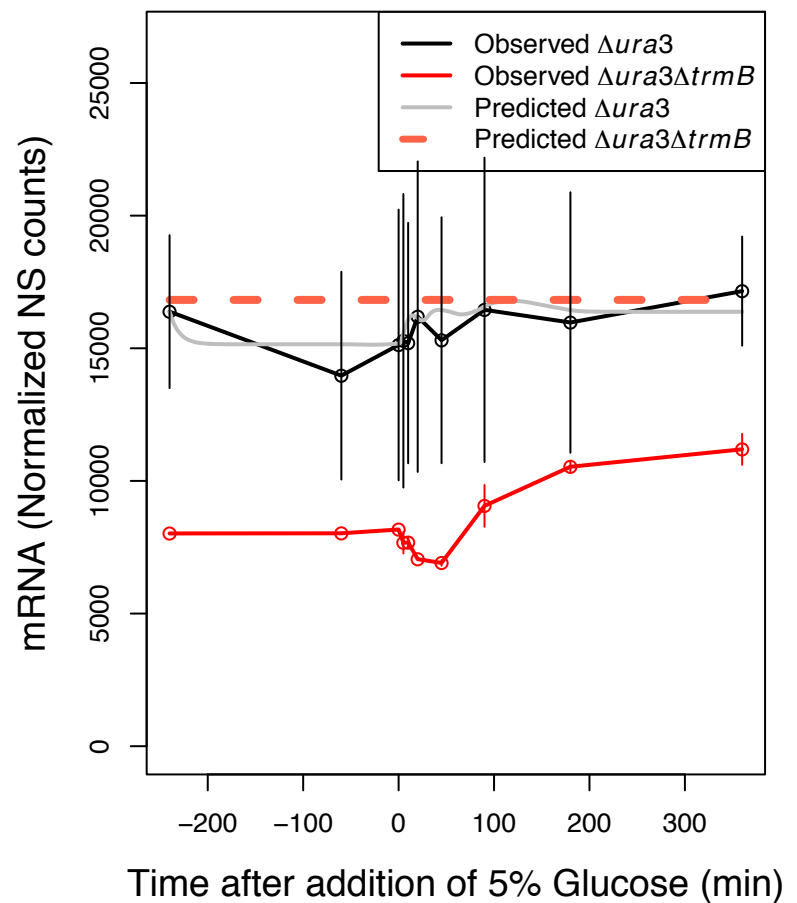

mdhA

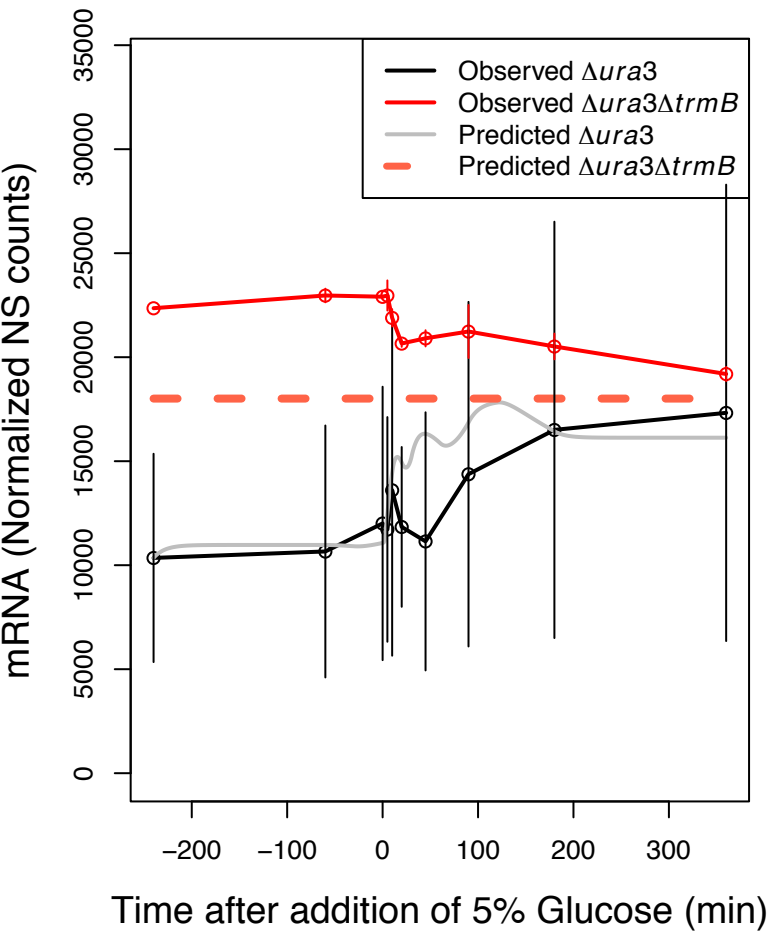

menD

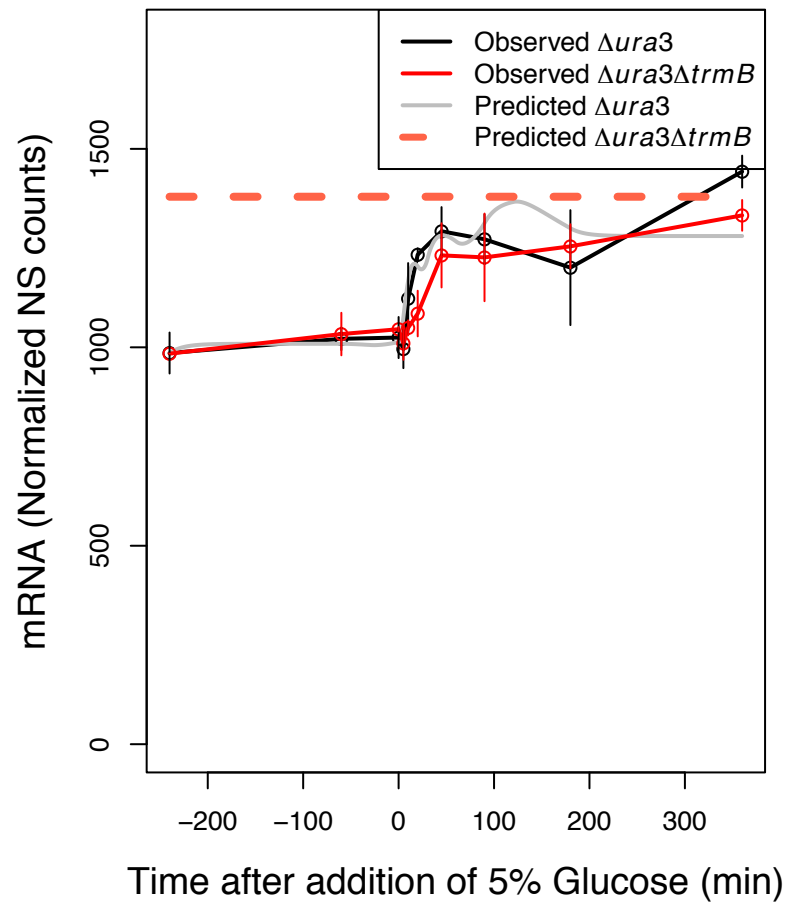

menF

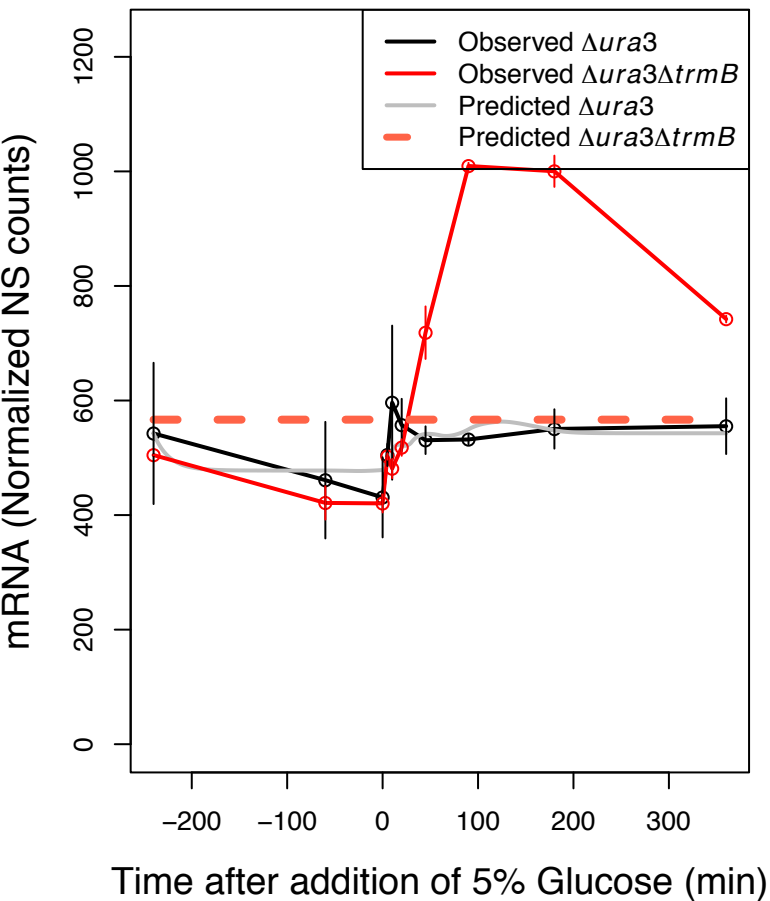

mrp

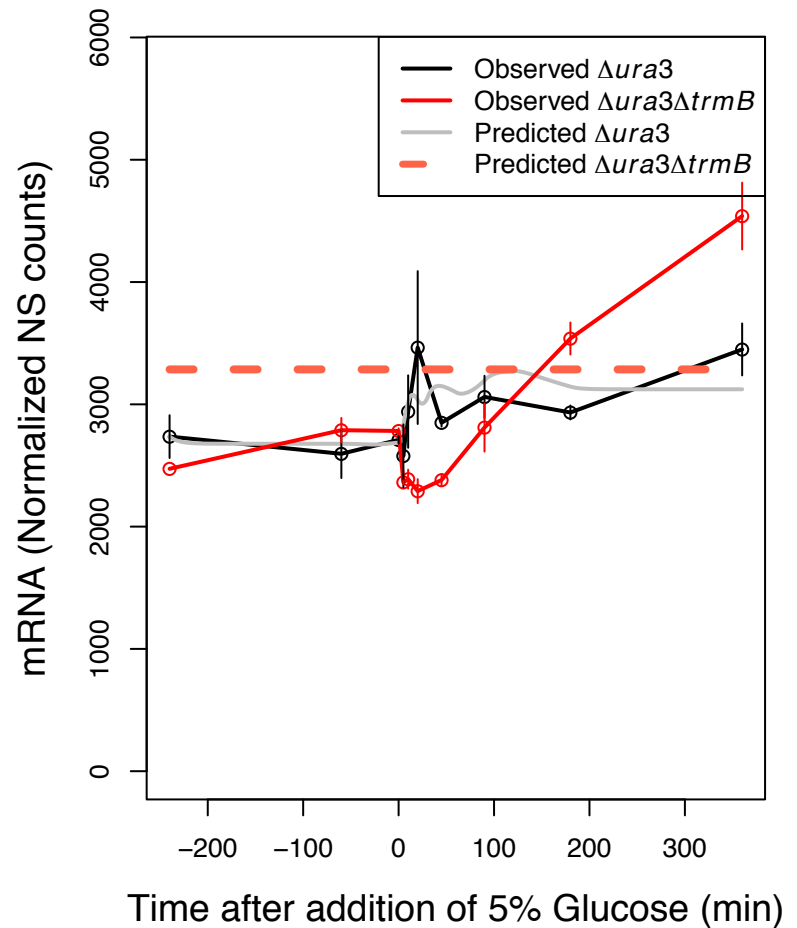

mvaA

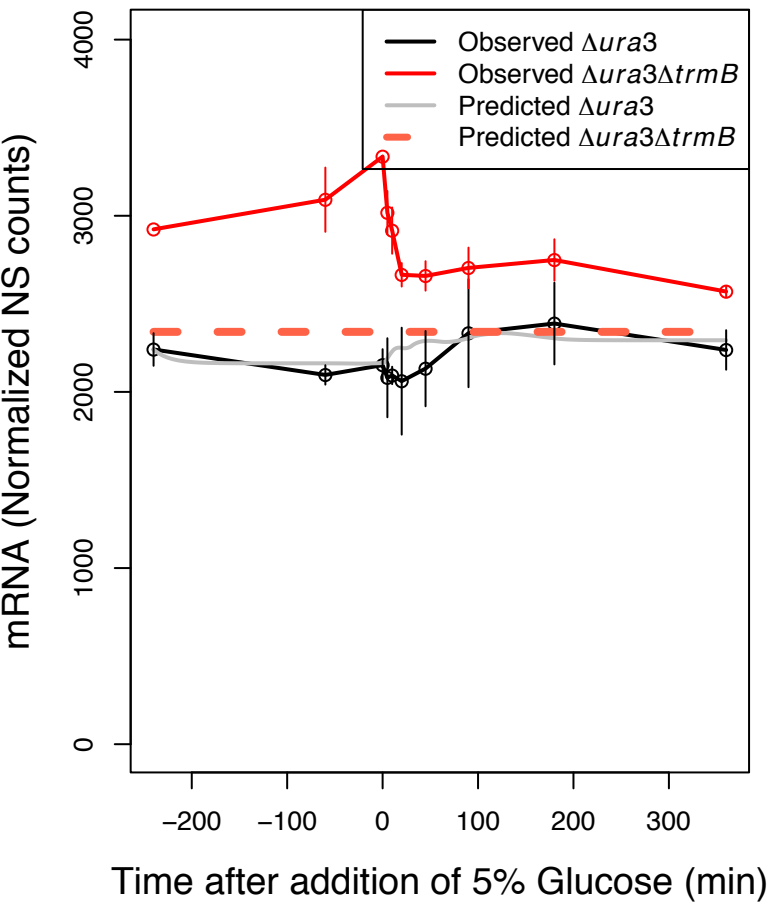

mvaB

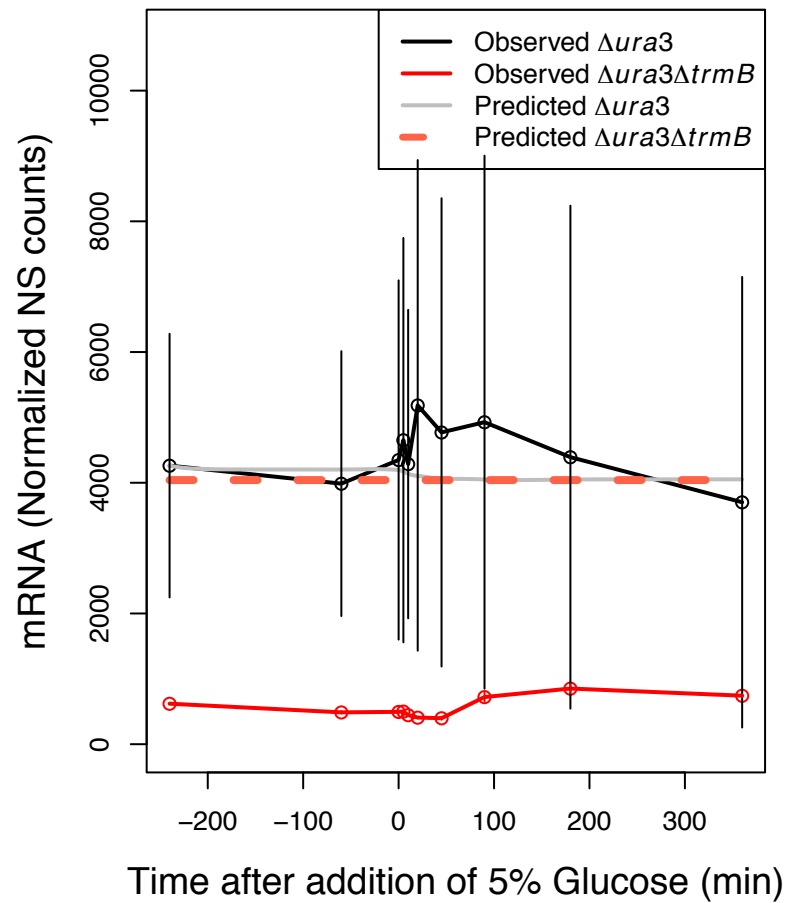

ndhG3

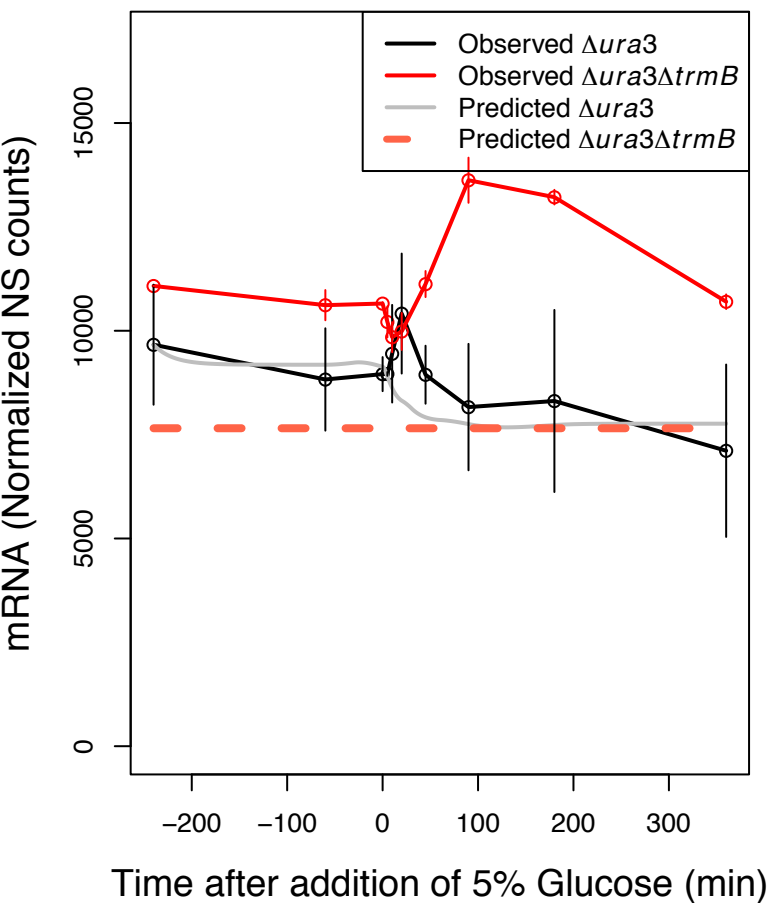

nhaC2

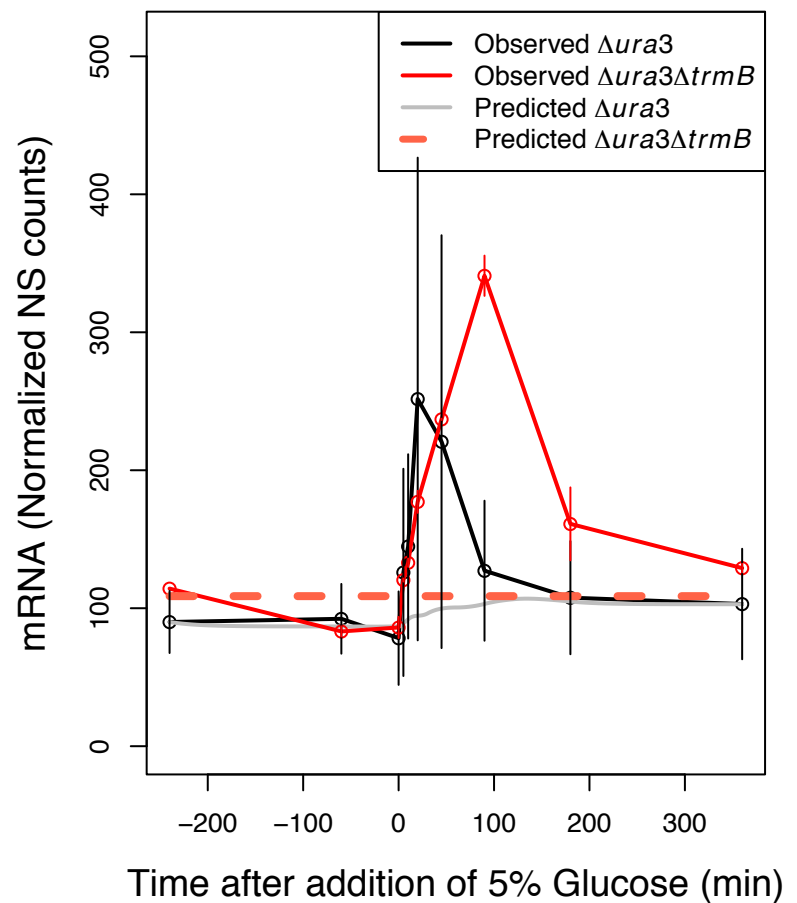

pgi

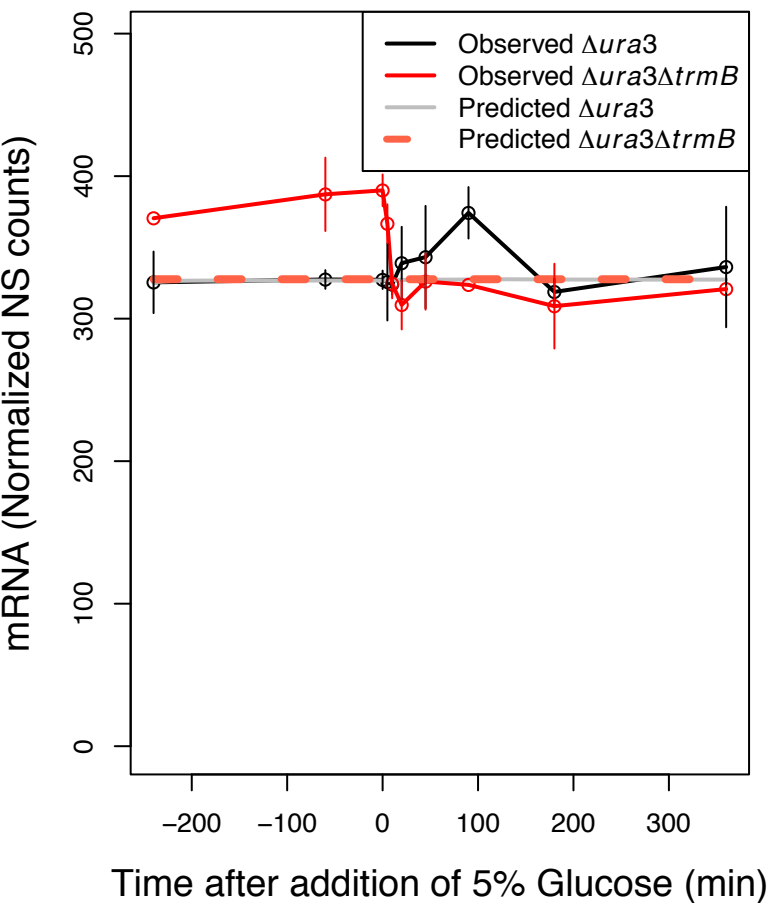

pgk

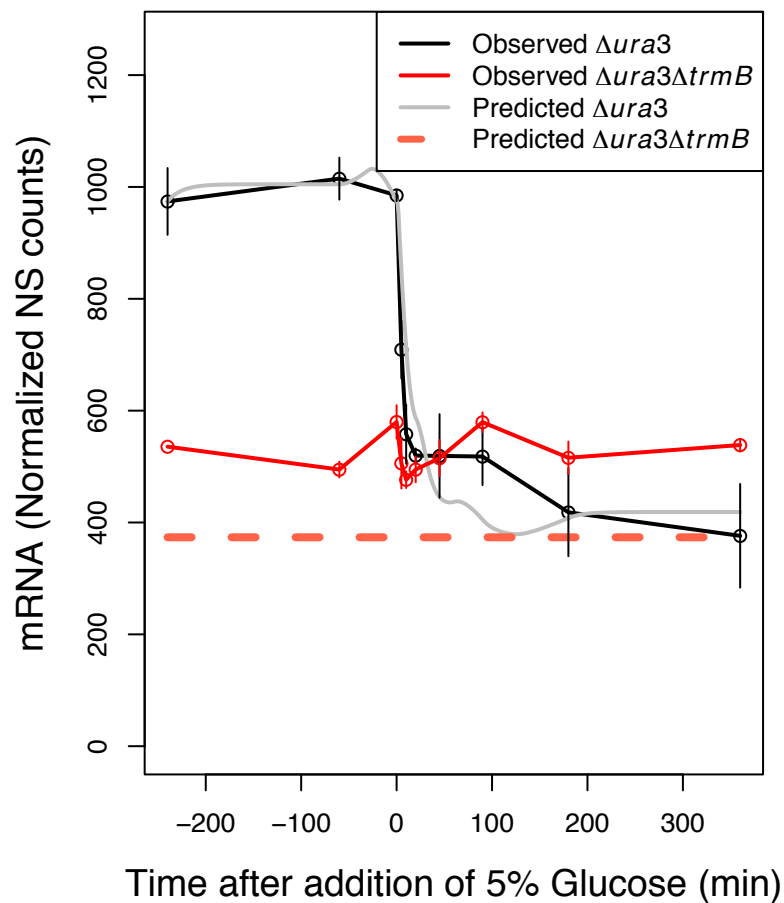

porB

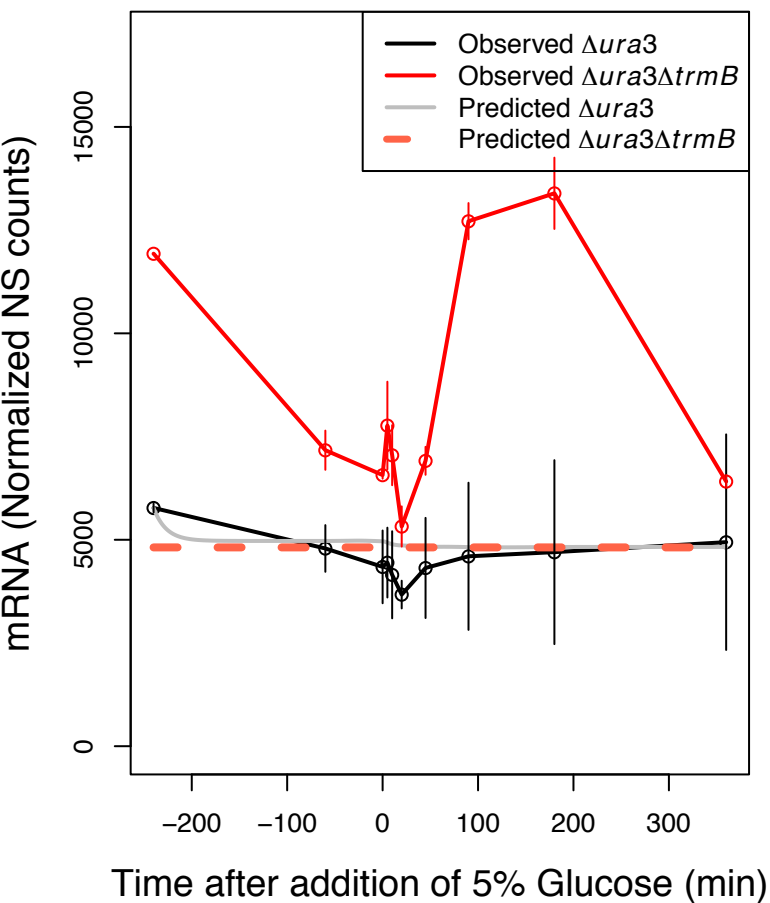

ppsA

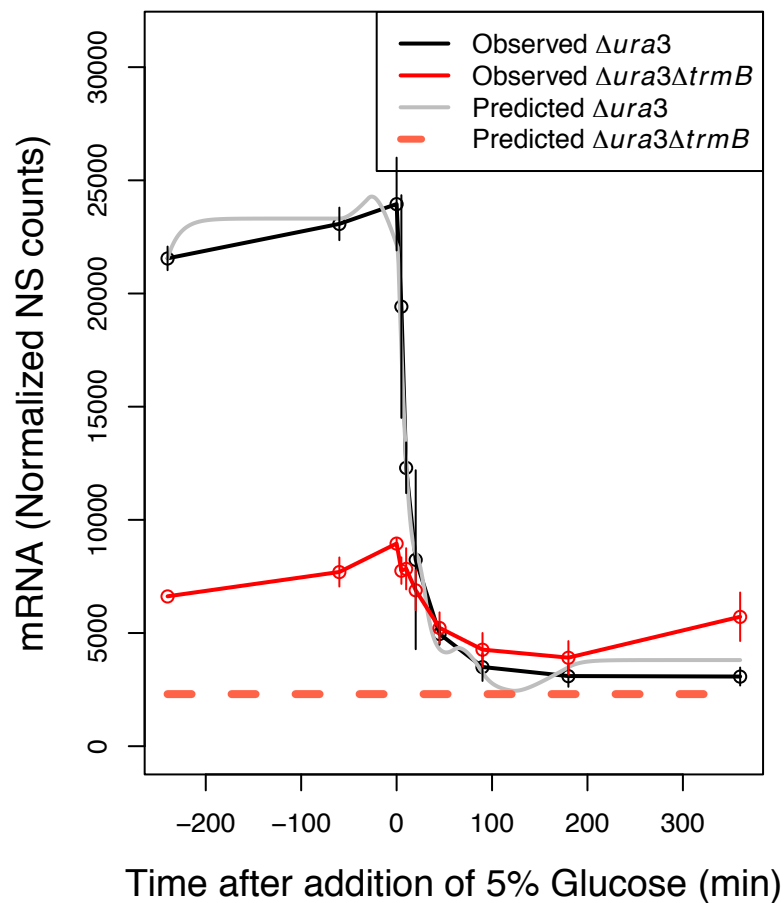

prsa

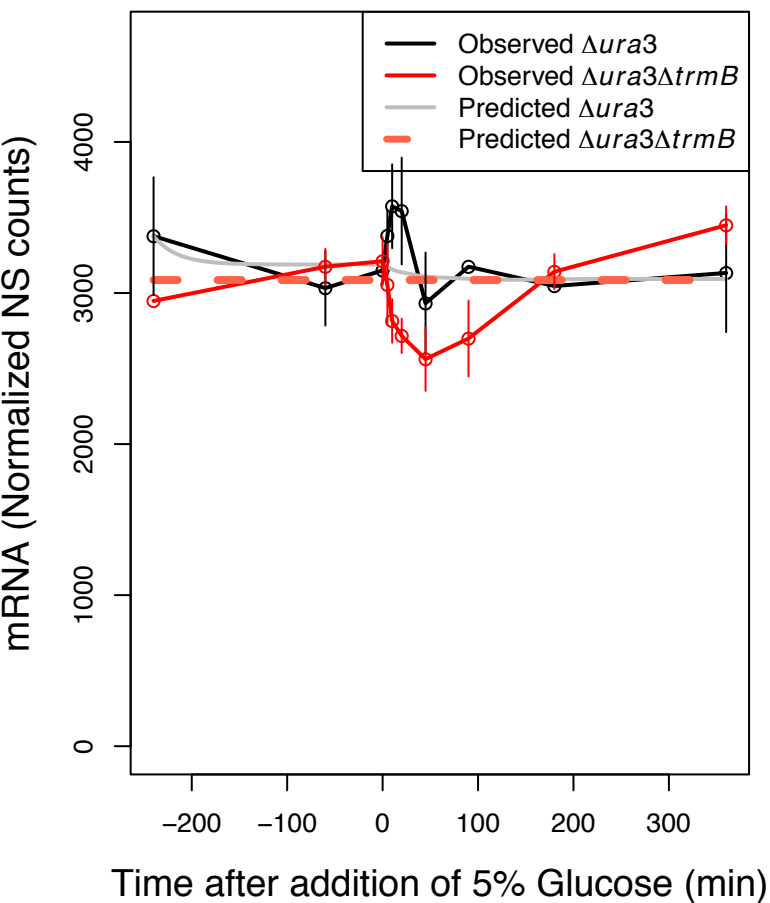

psc

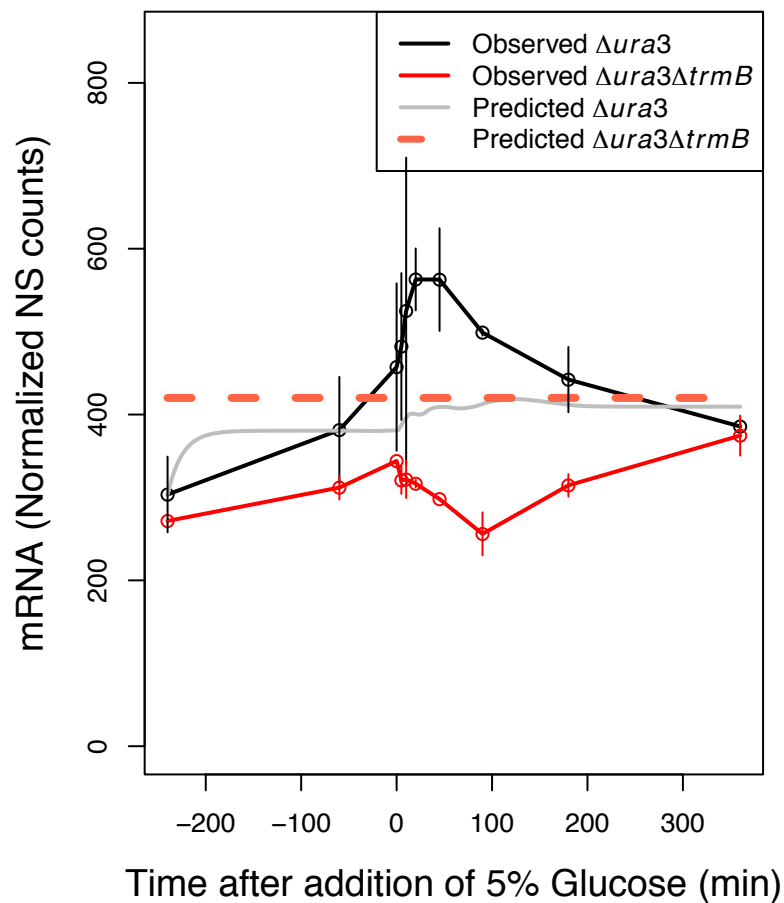

purB

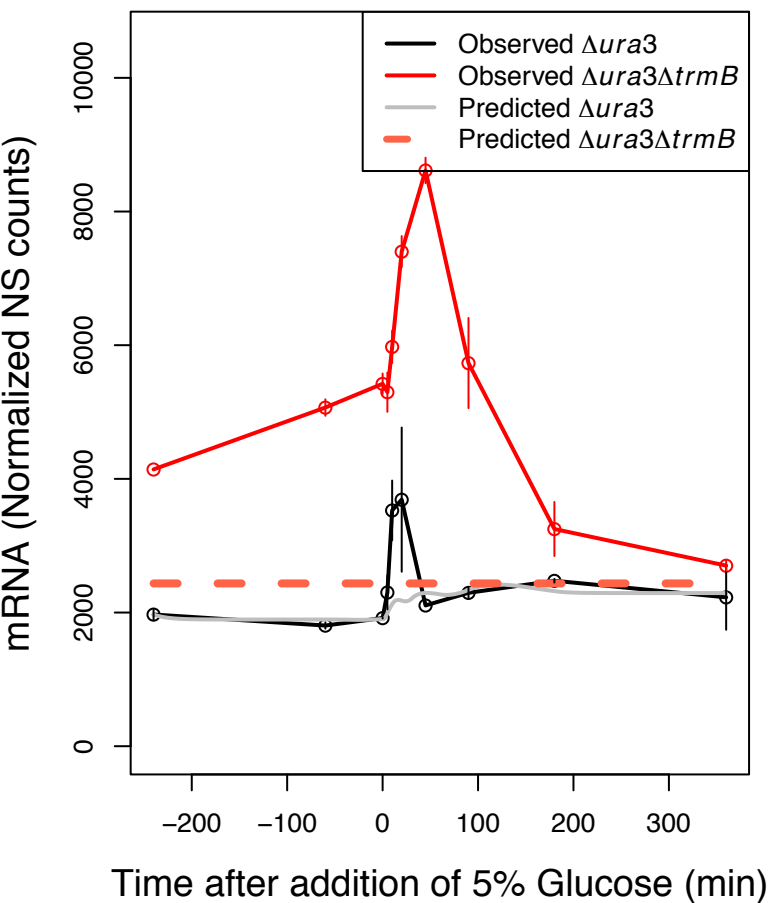

purC

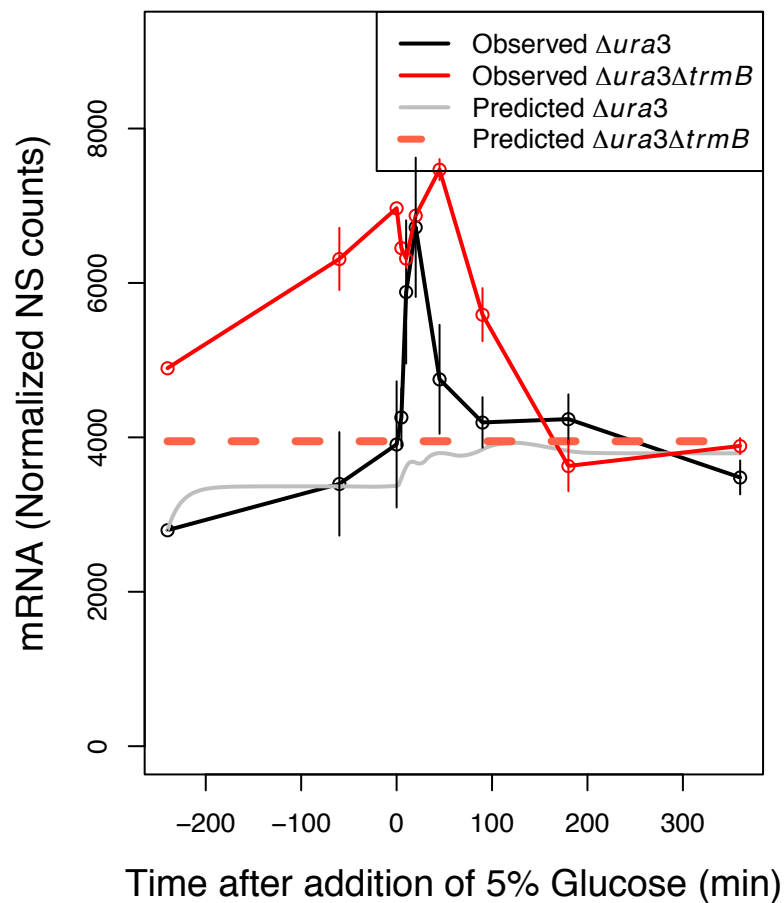

purD

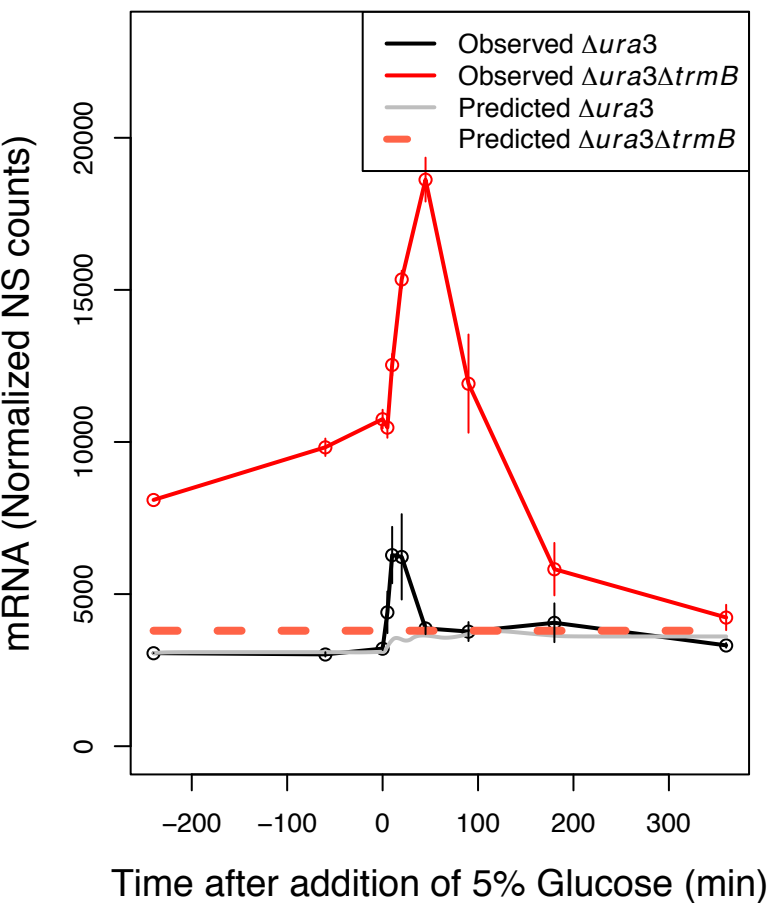

purE

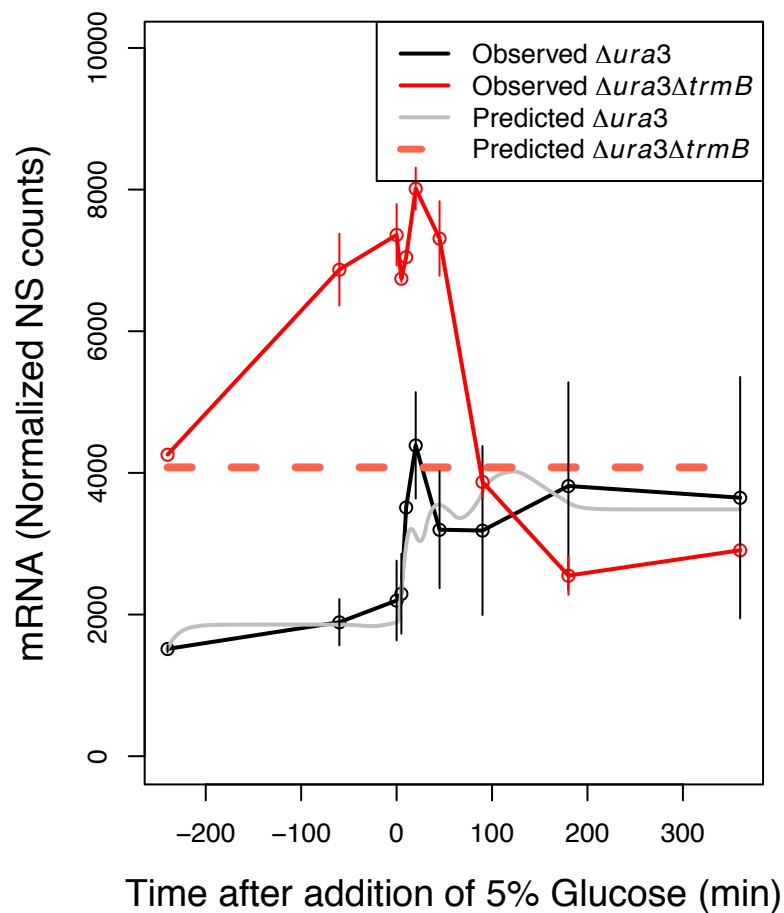

purF

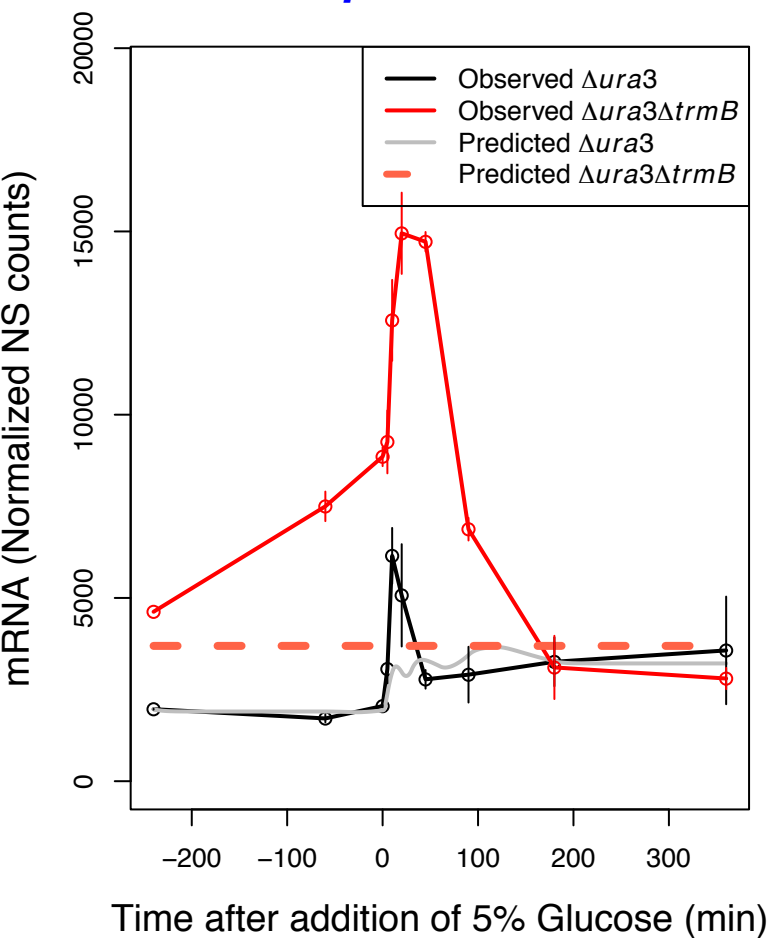

purH

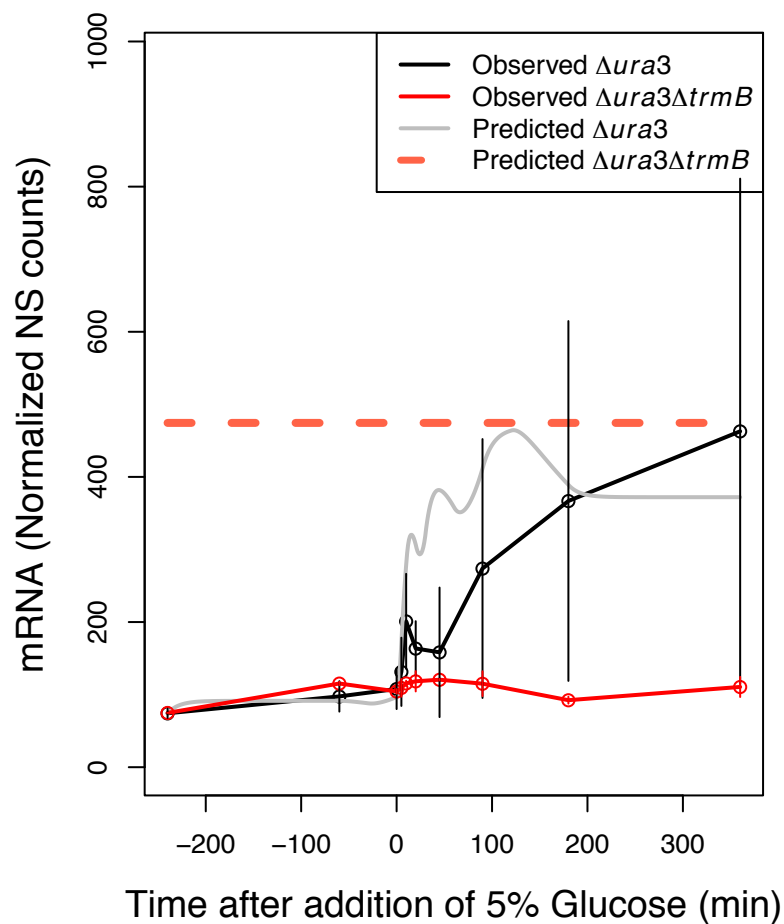

purK

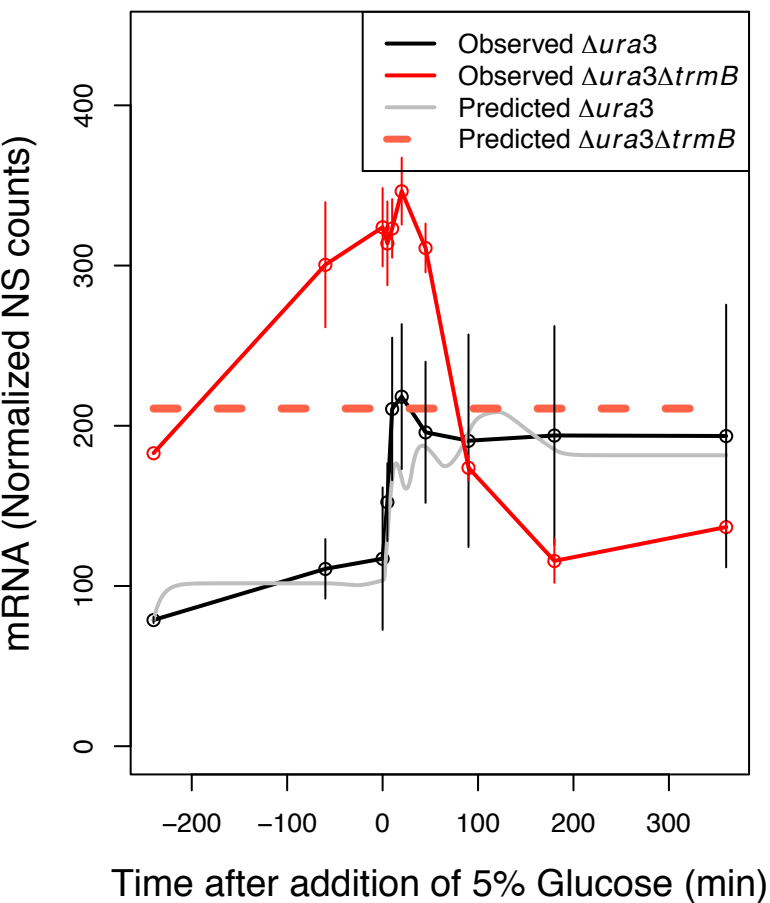

purL

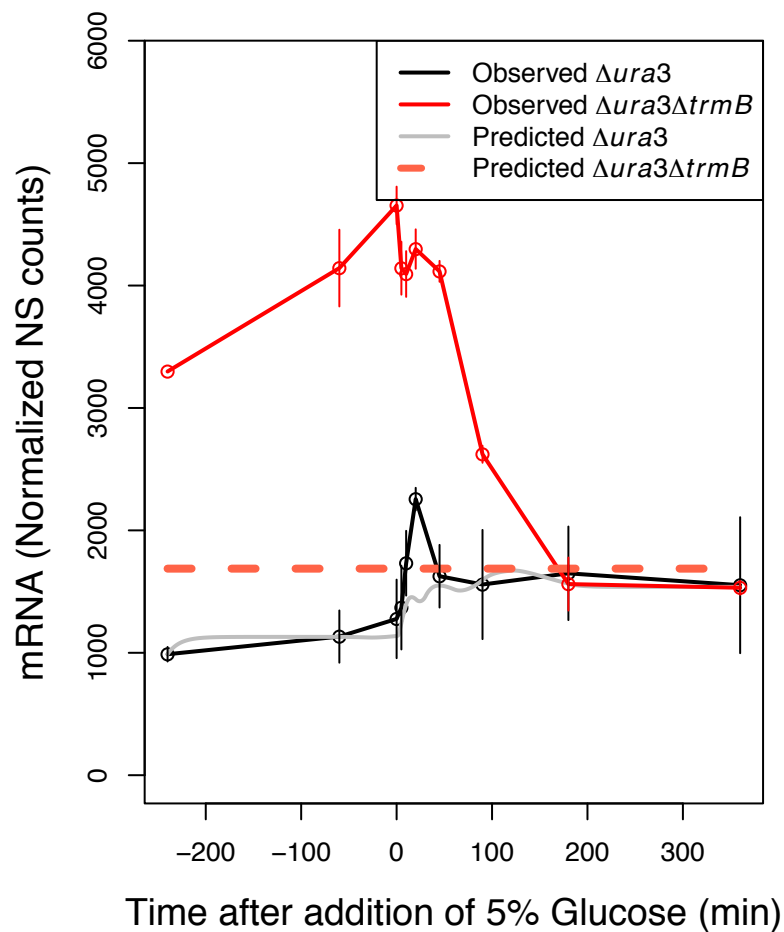

purL2

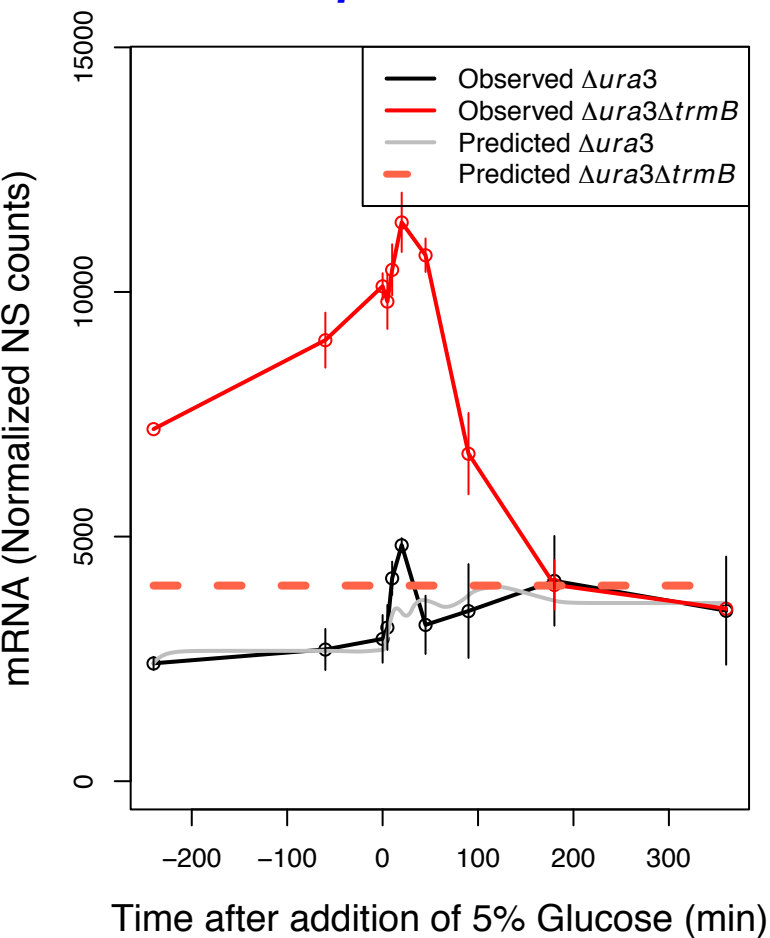

purM

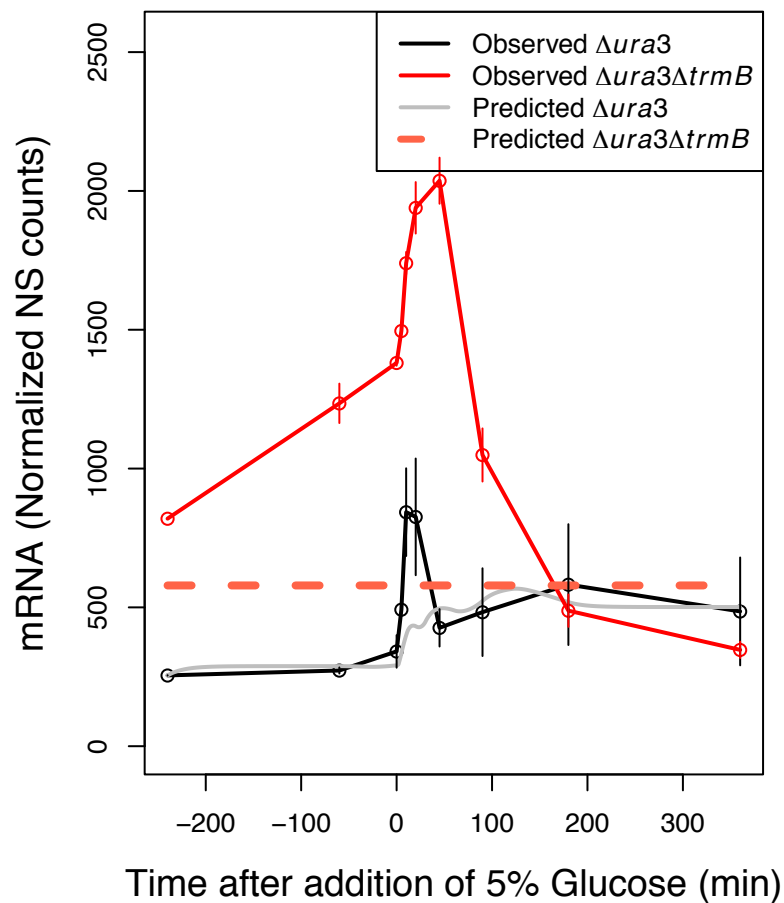

purU

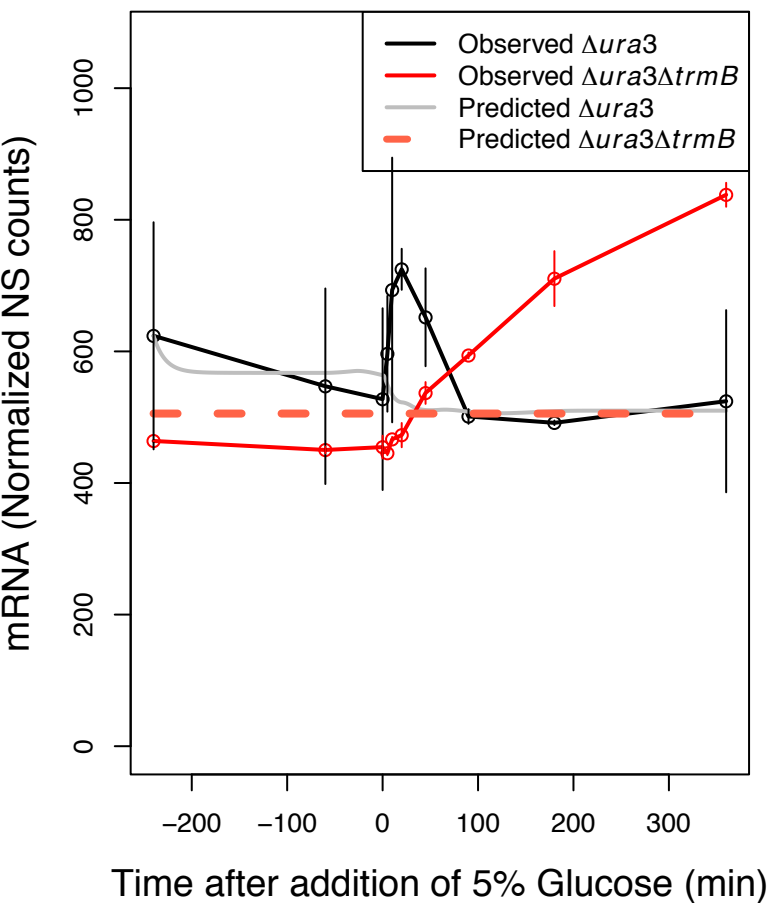

yka

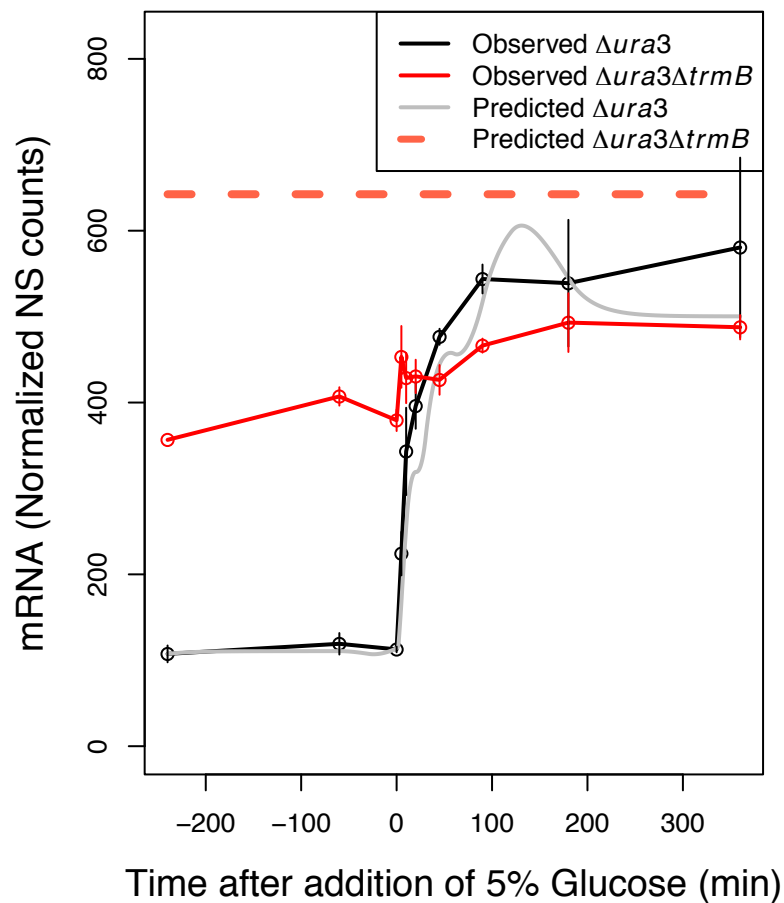

rbsA

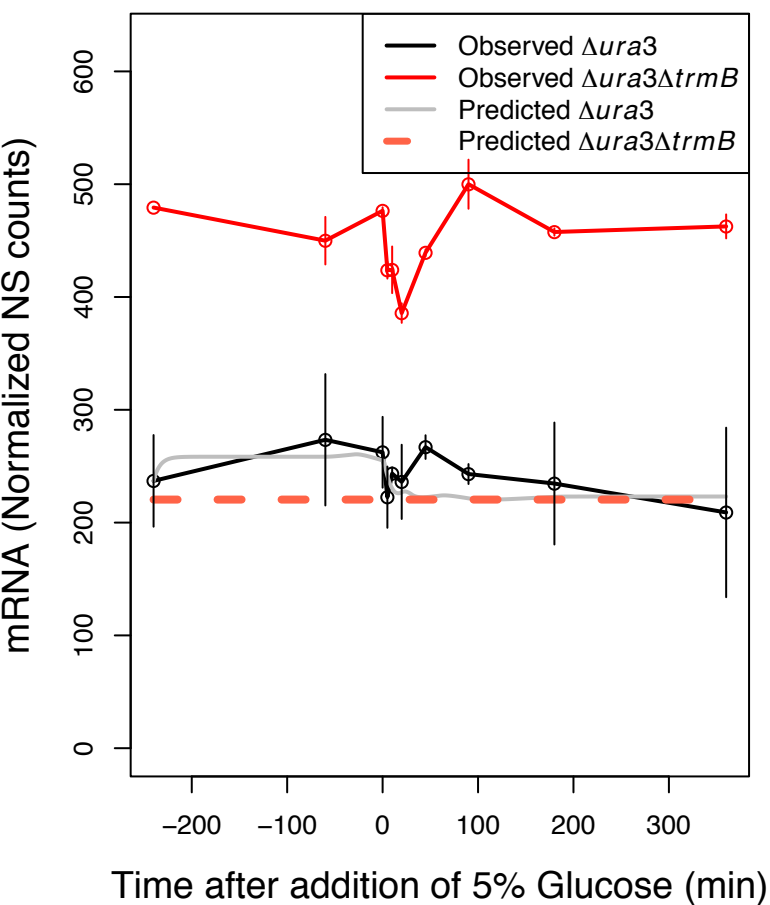

rpi

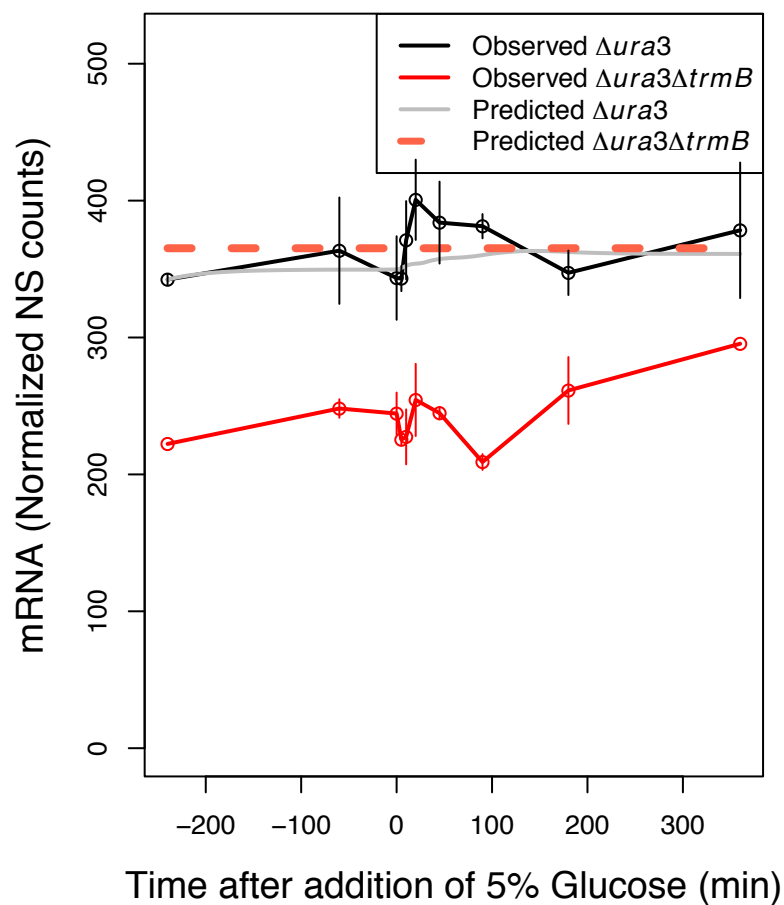

rspA

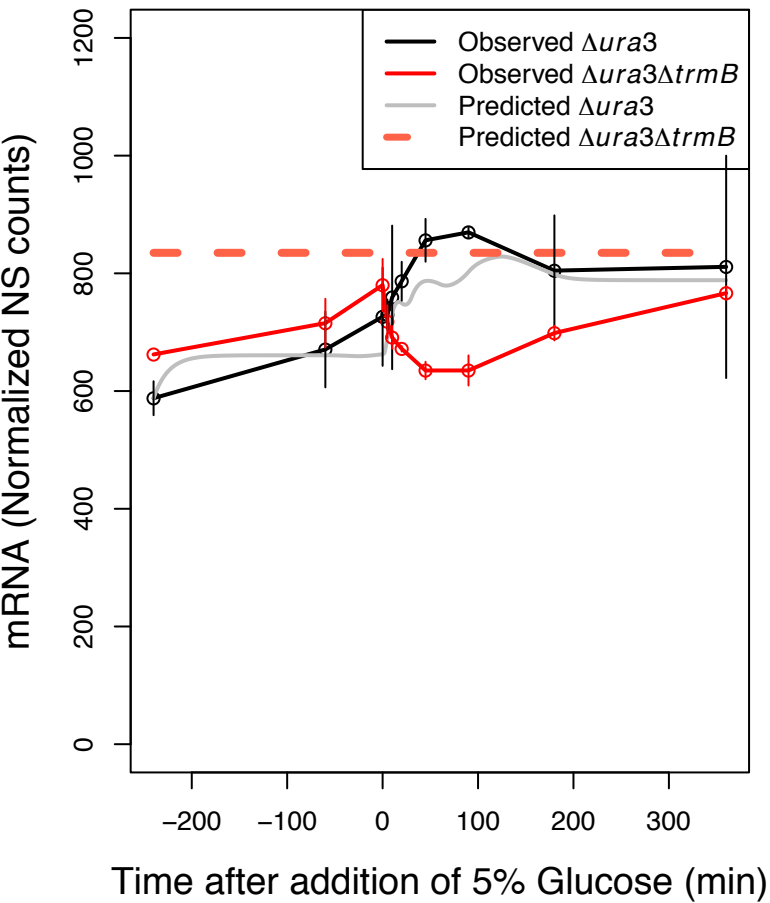

sdhA

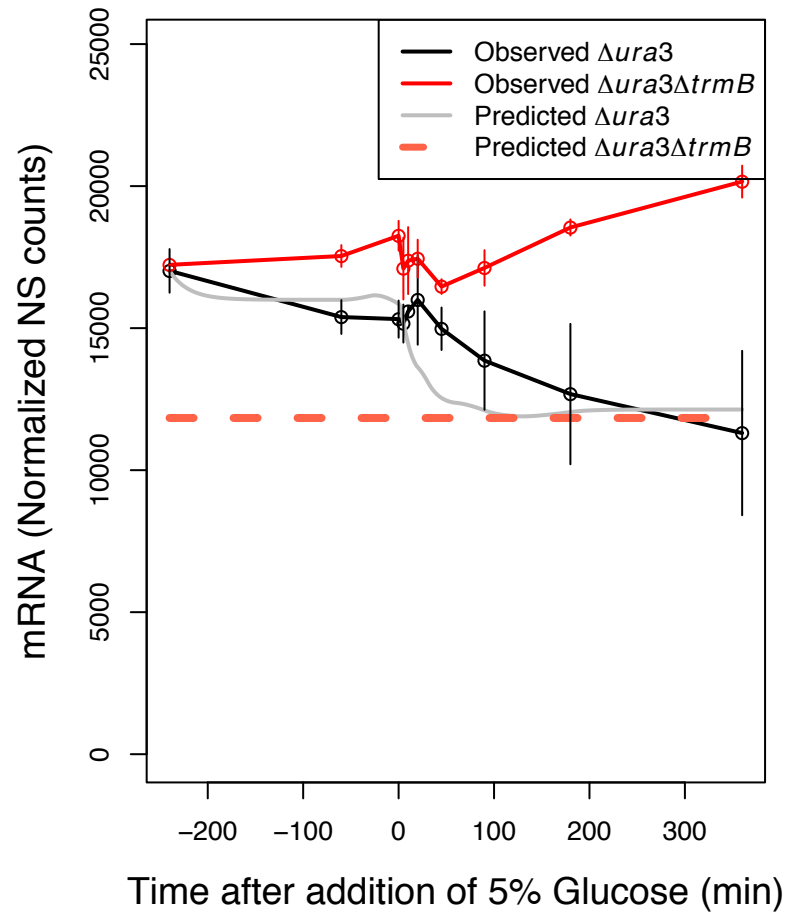

sdhB

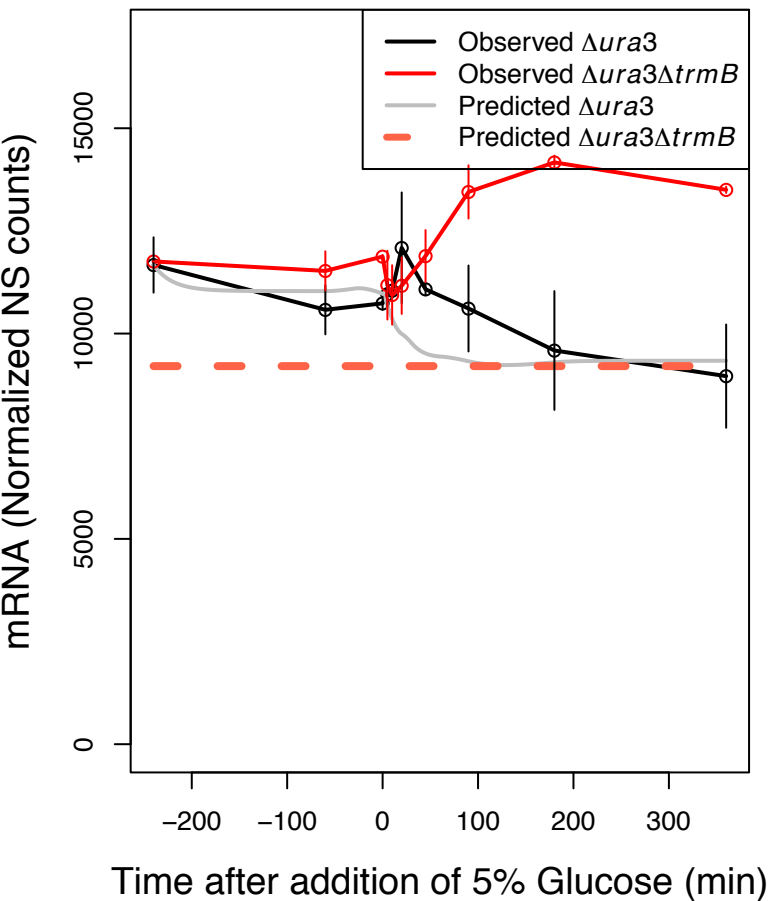

serA1

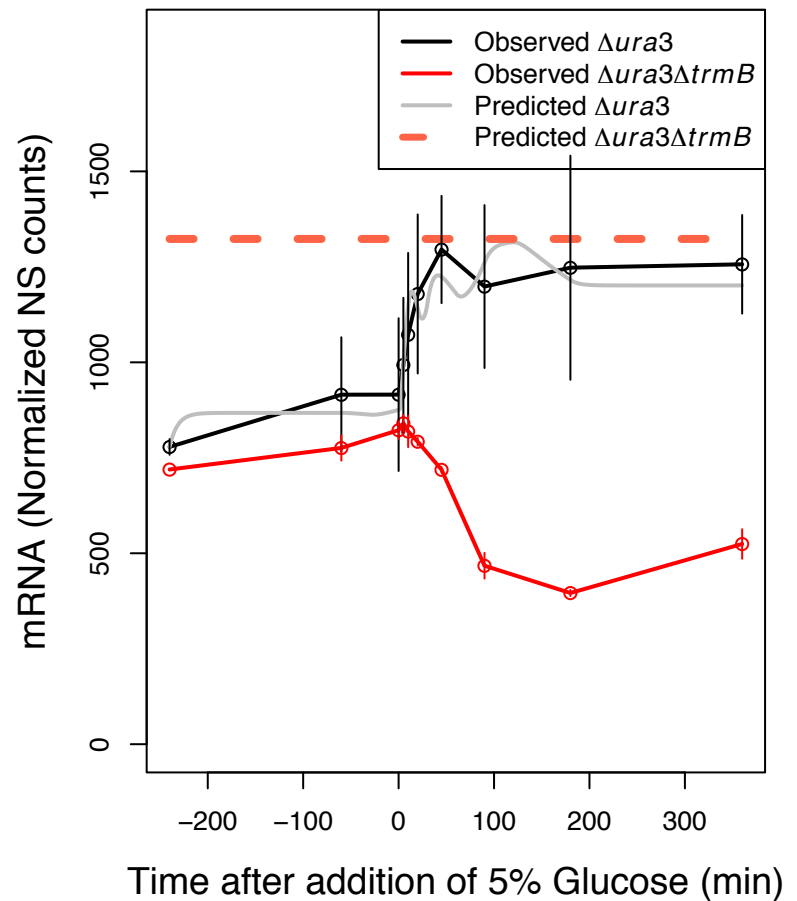

serA3

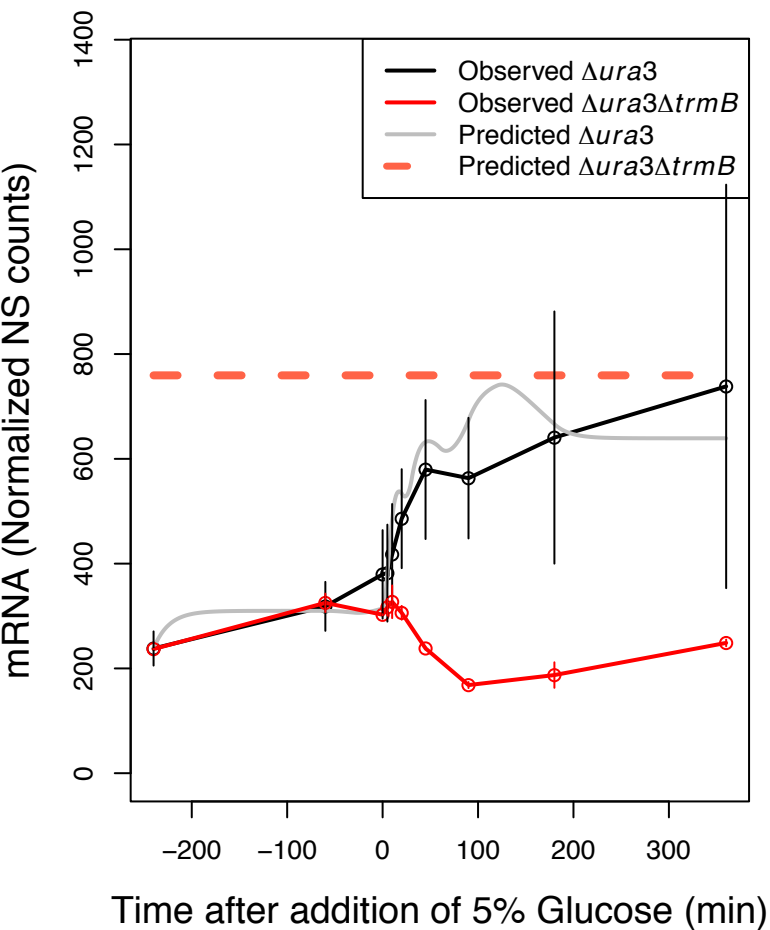

serB

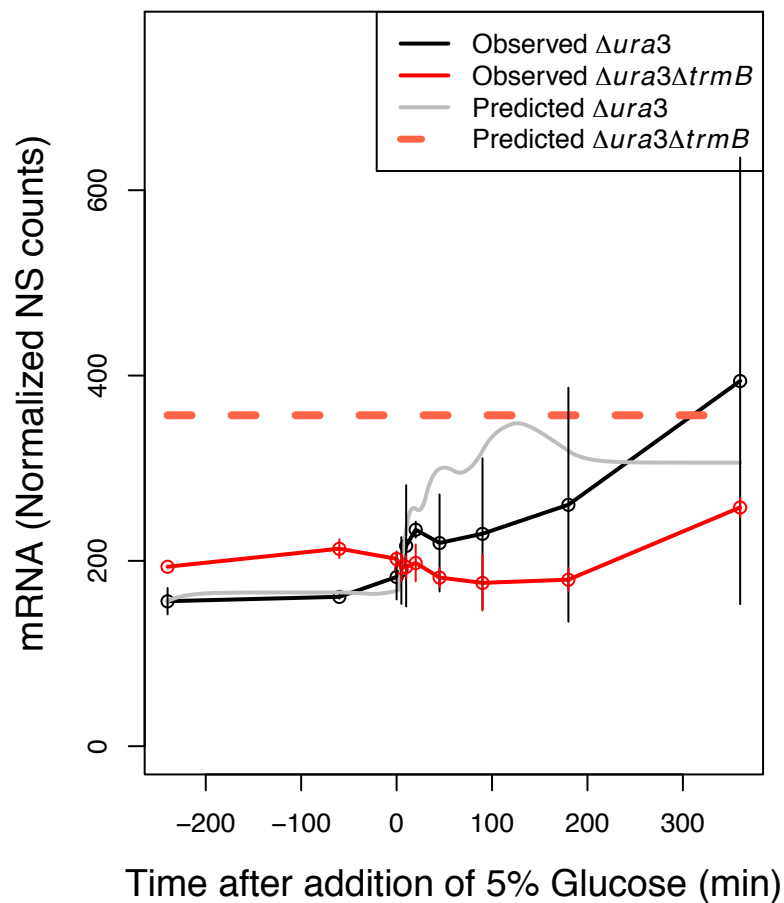

srp19

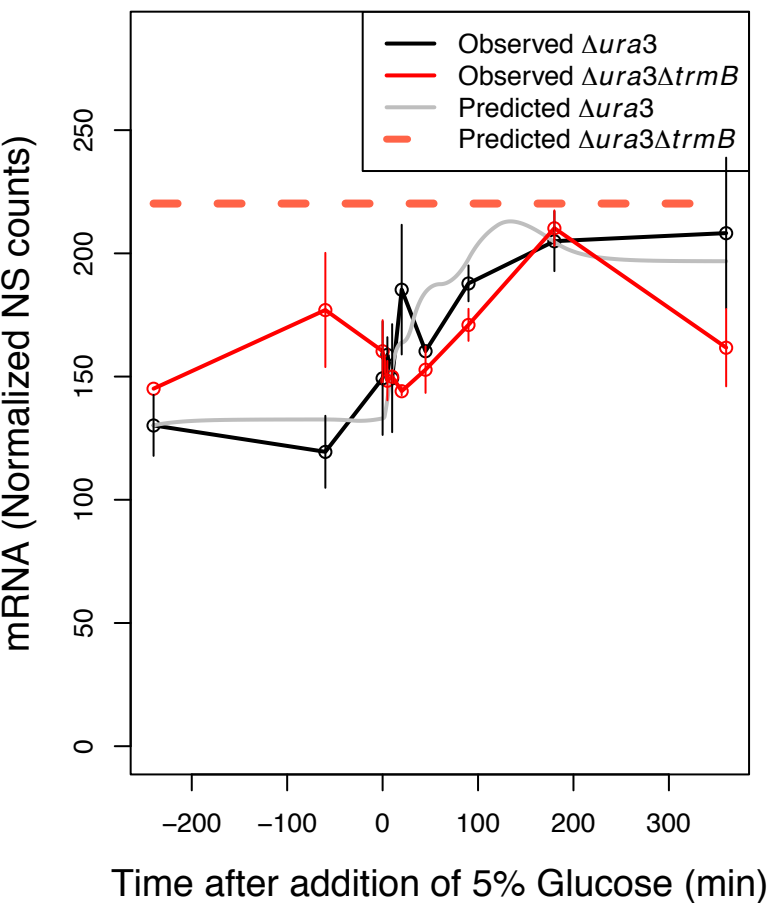

sucC

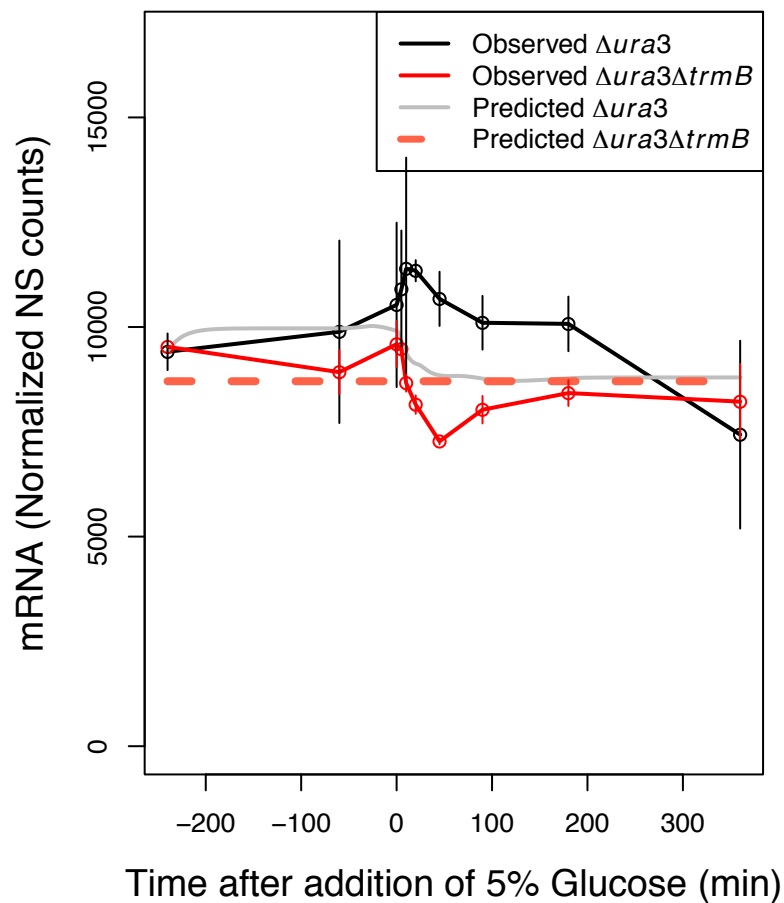

thiC

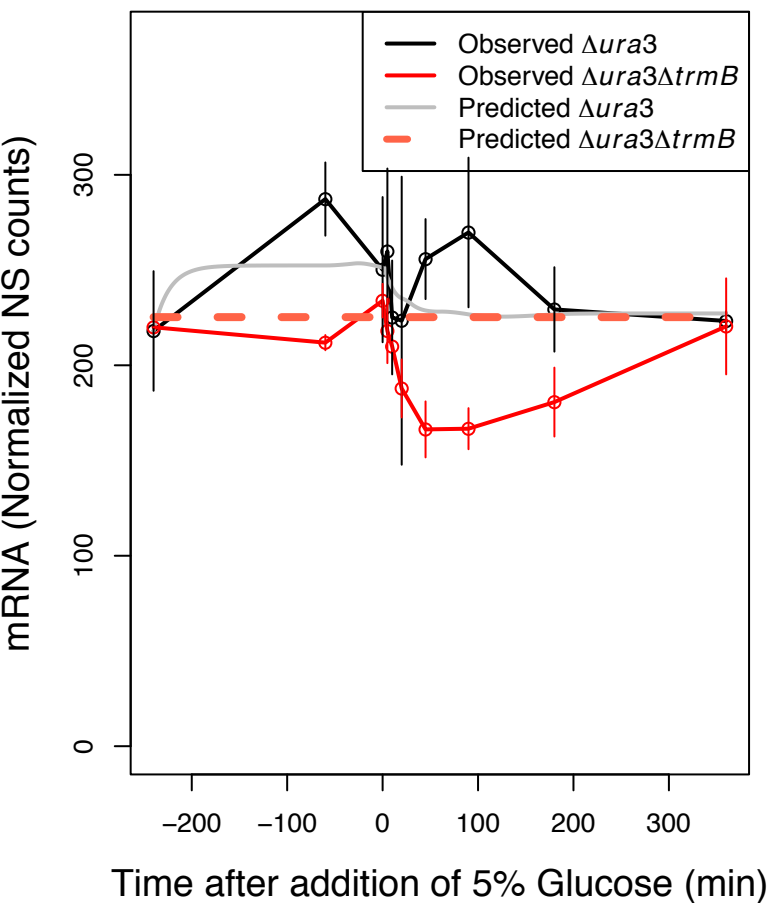

thiD

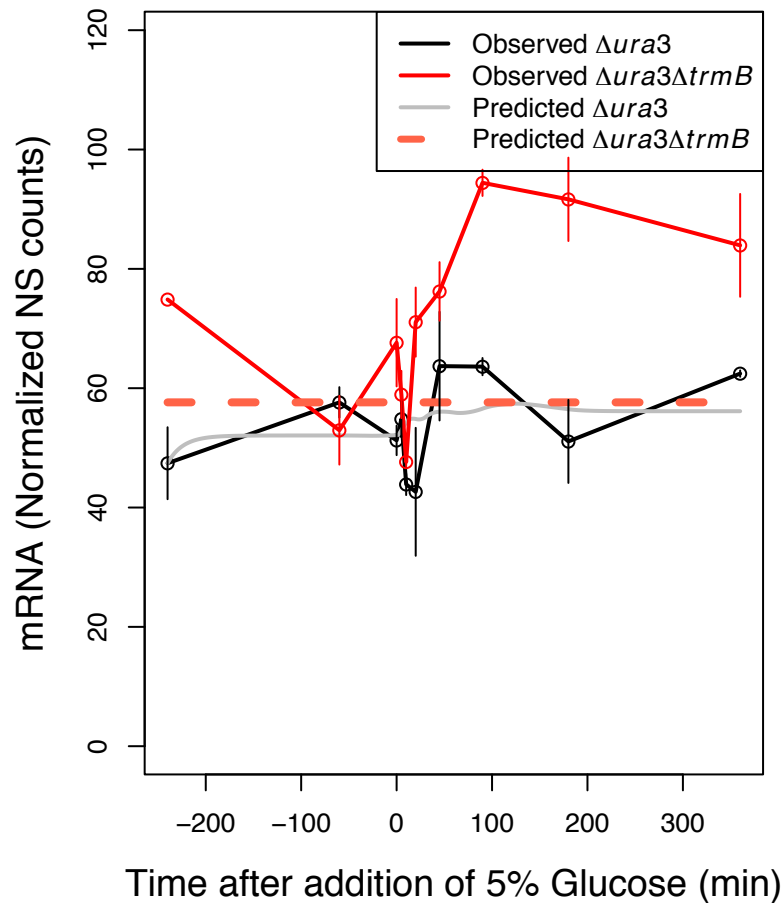

thrC2

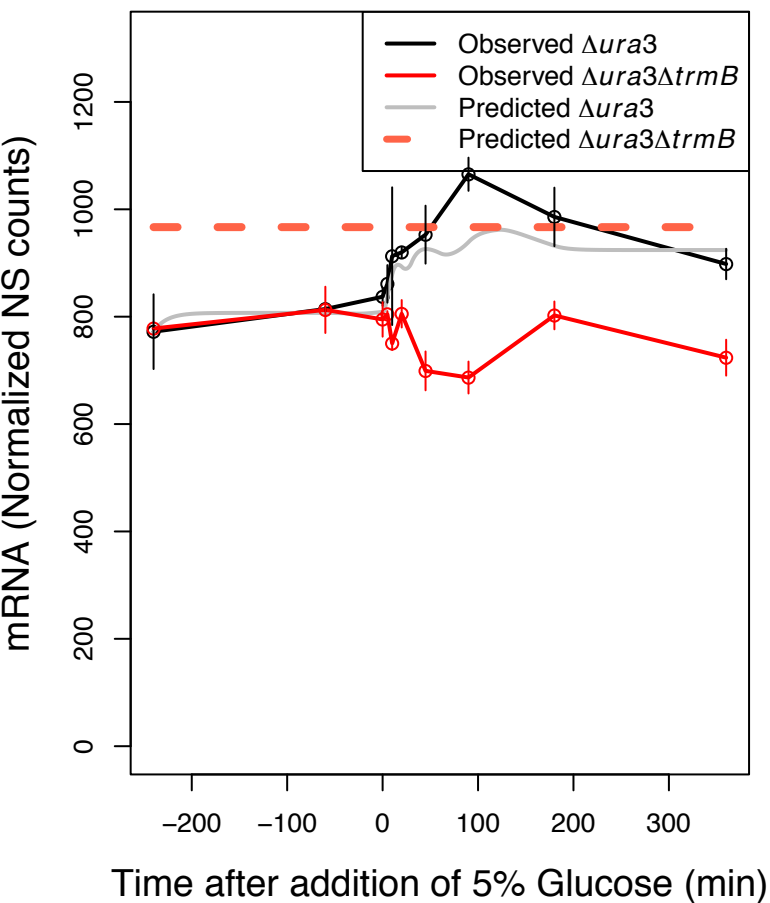

trpE2

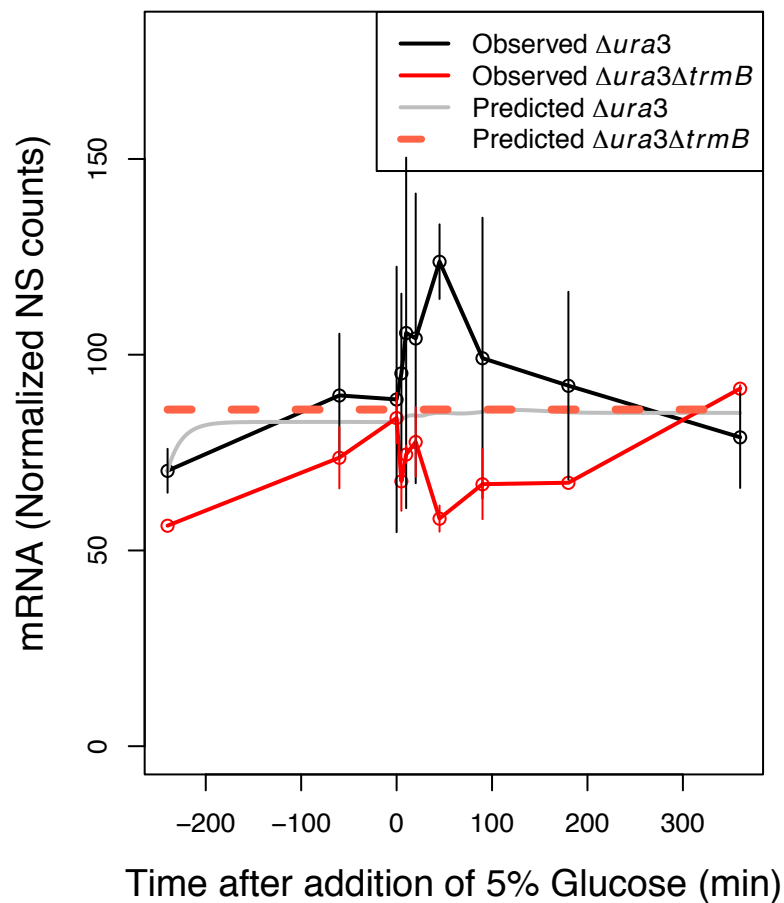

ush

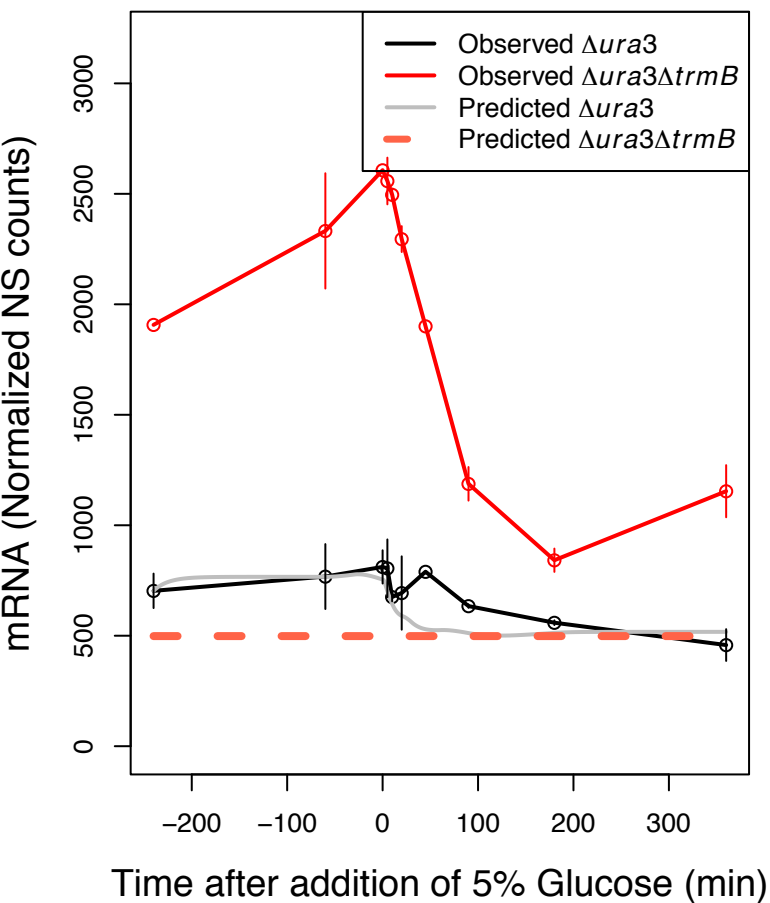

VNG0310C

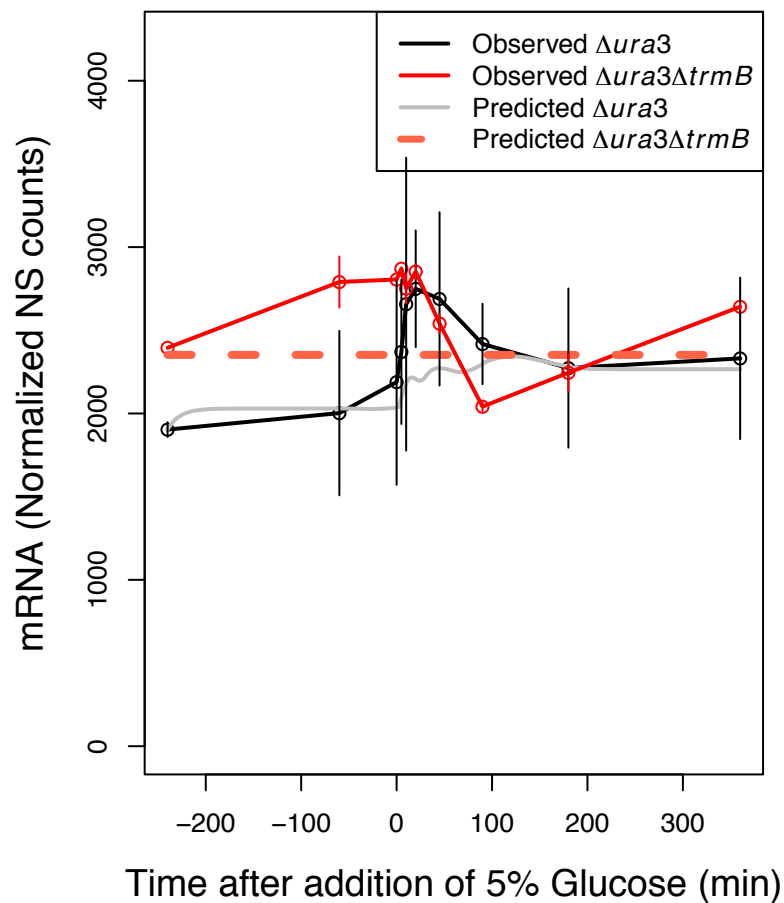

VNG0683C

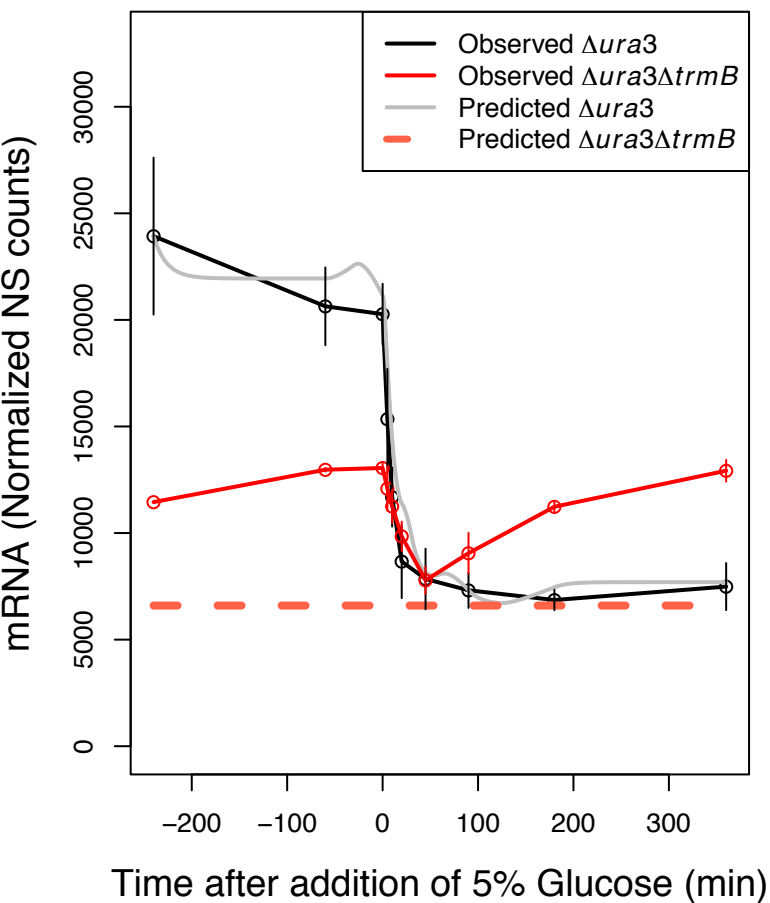

VNG1245C

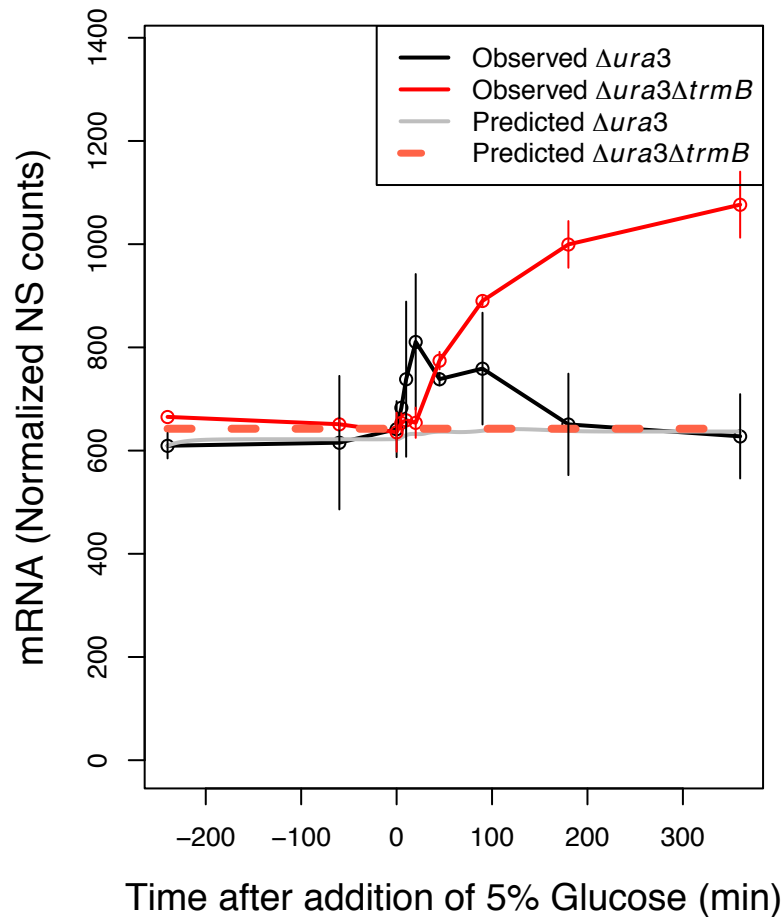

VNG1451C

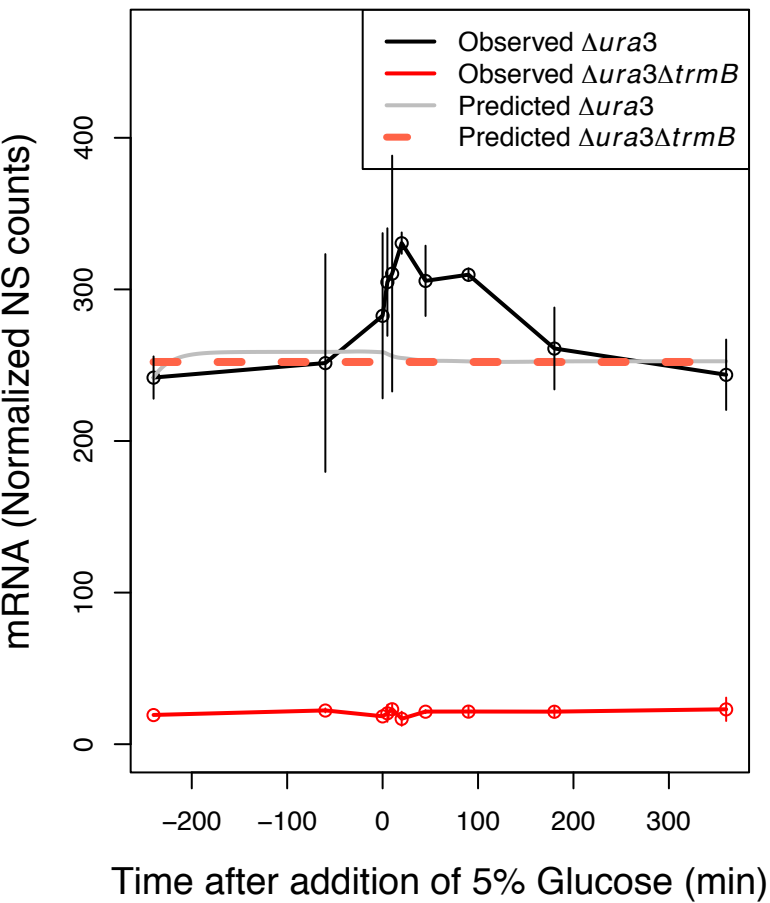

VNG1670C

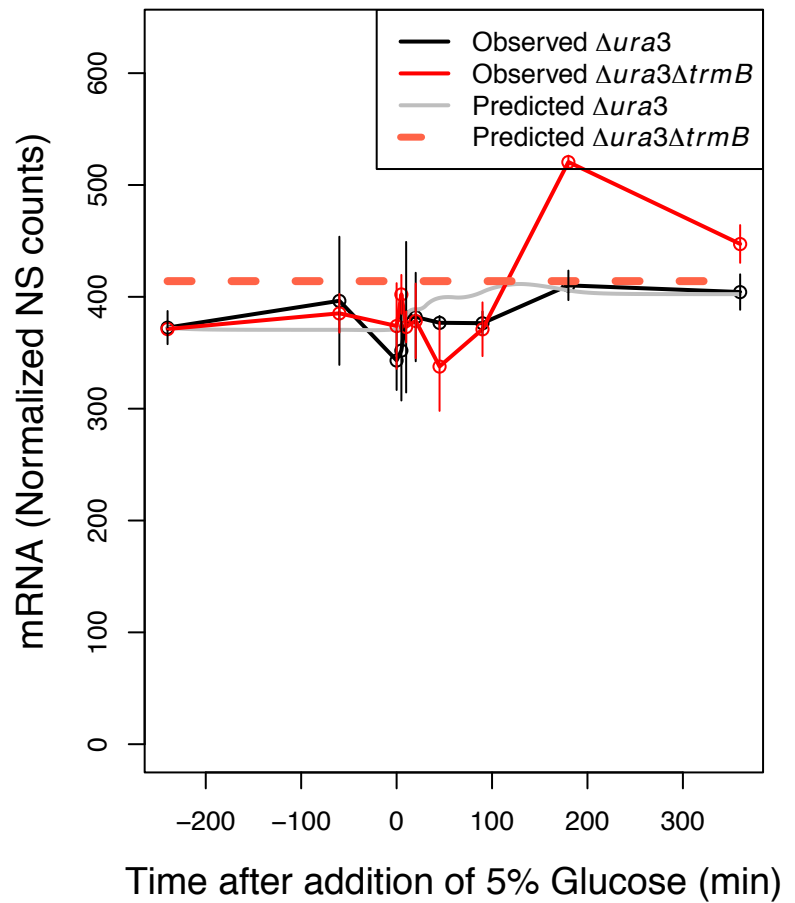

VNG1775C

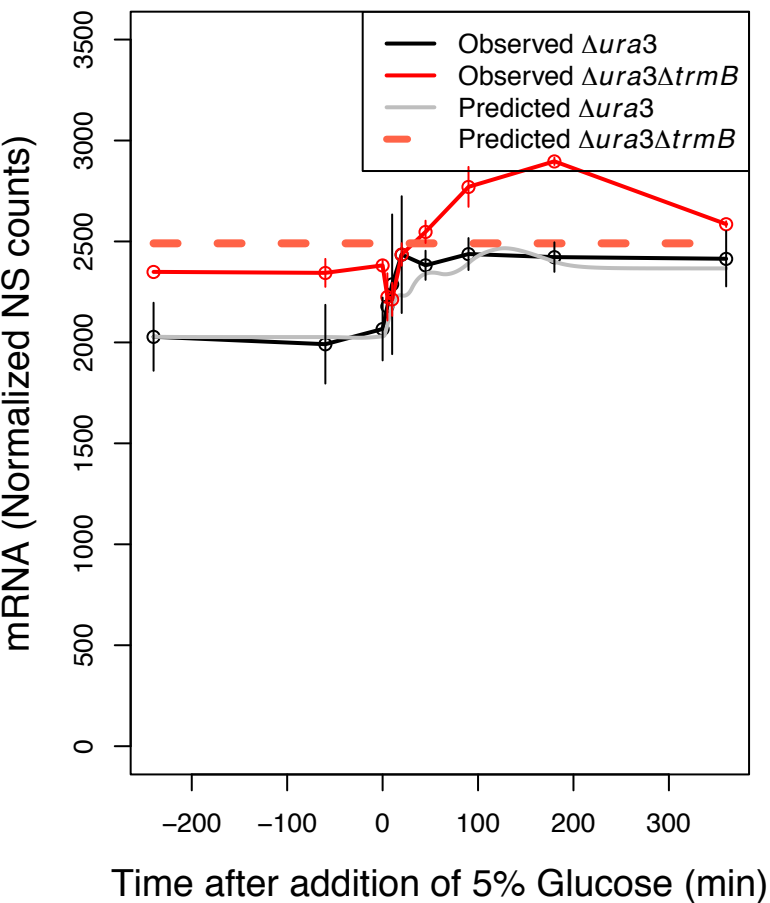

VNG2371C

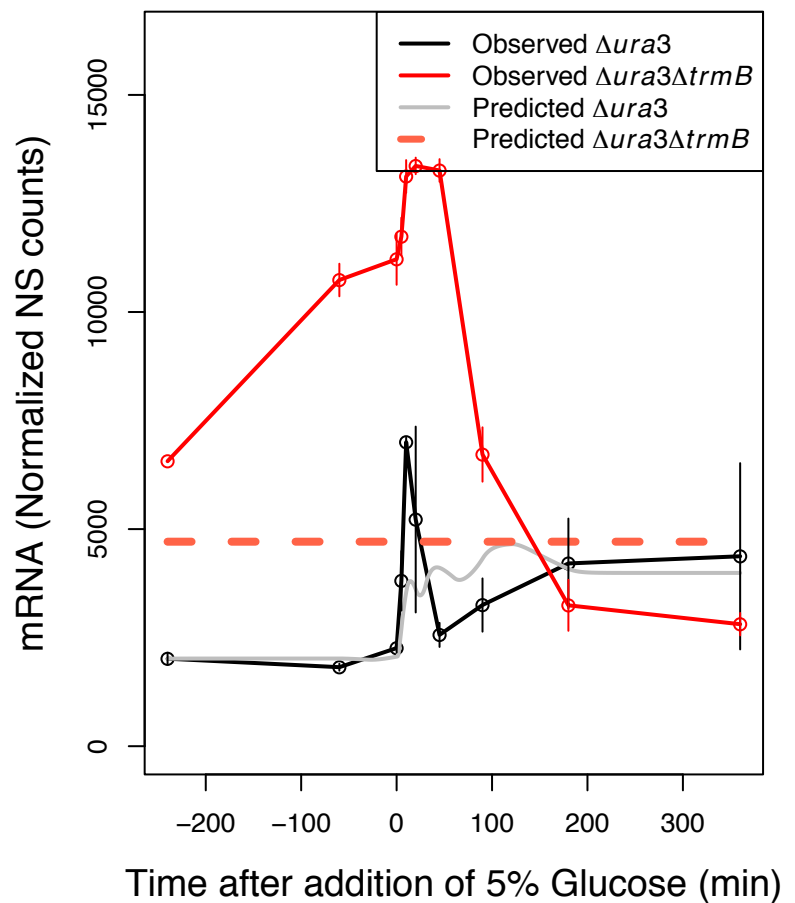

yqeC

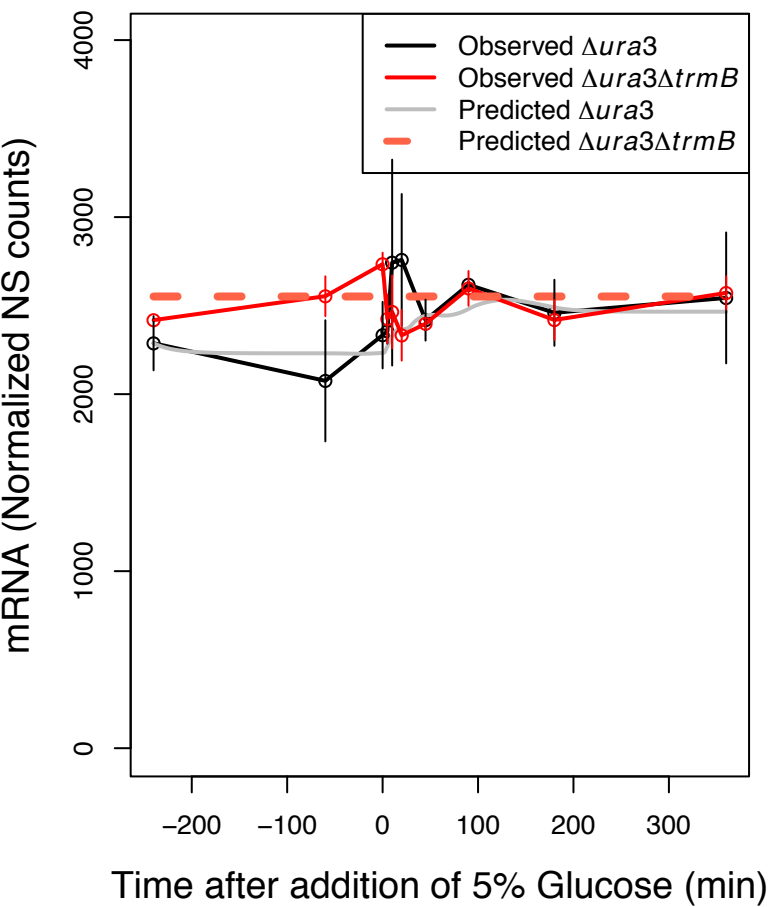

ywfD

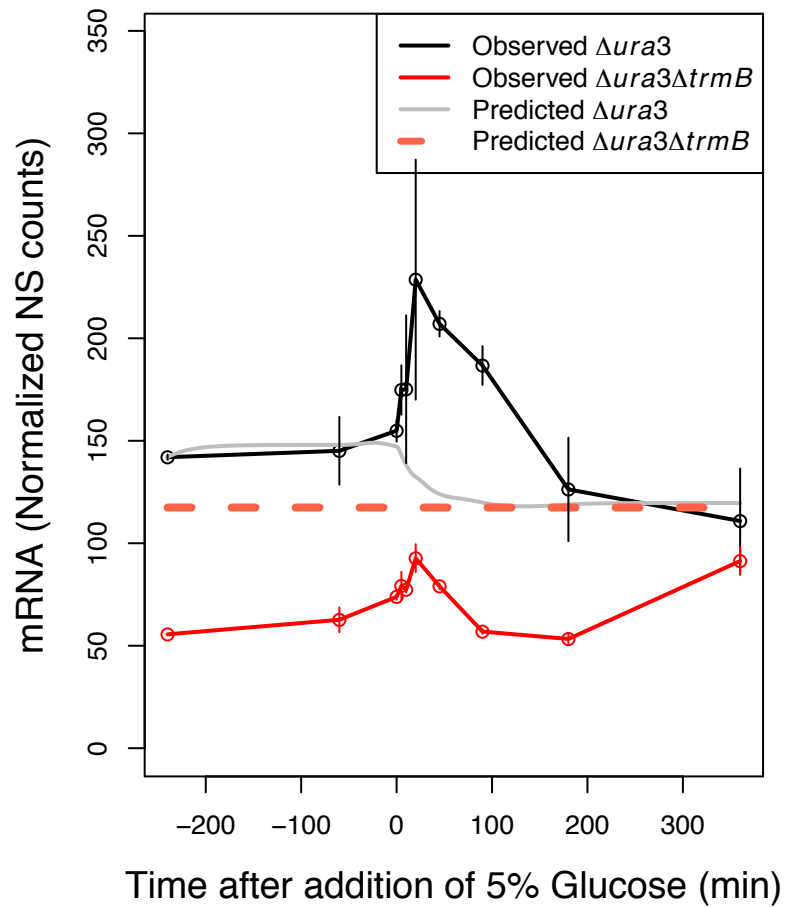

**Supplement:** Supplementary Data

# Supplementary material for: Protein–DNA binding dynamics predict transcriptional response to nutrients in archaea
**Source:** Nucleic Acids Res. 2013 Jul 26;41(18):8546–58. doi: 10.1093/nar/gkt659
**Supplement:** Supplementary Data

Supplementary Figure 2

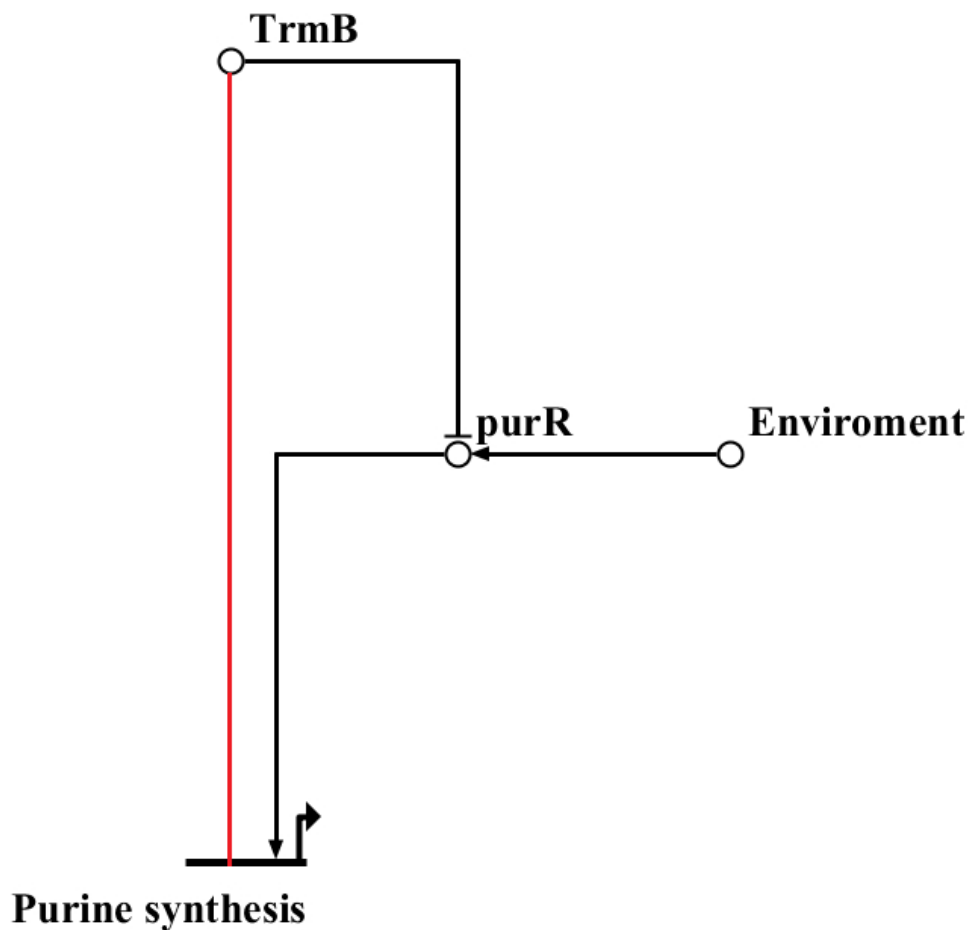

Supplementary Figure 3. PurR is the primary regulator of purine biosynthesis. Its level is regulated by TrmB. TrmB may weakly control purine synthesis genes as well. Model of proposed regulation for purine biosynthesis. PurR refers to a putative regulator. The red line indicates weak, potentially direct regulation.

Supplementary Figure 3

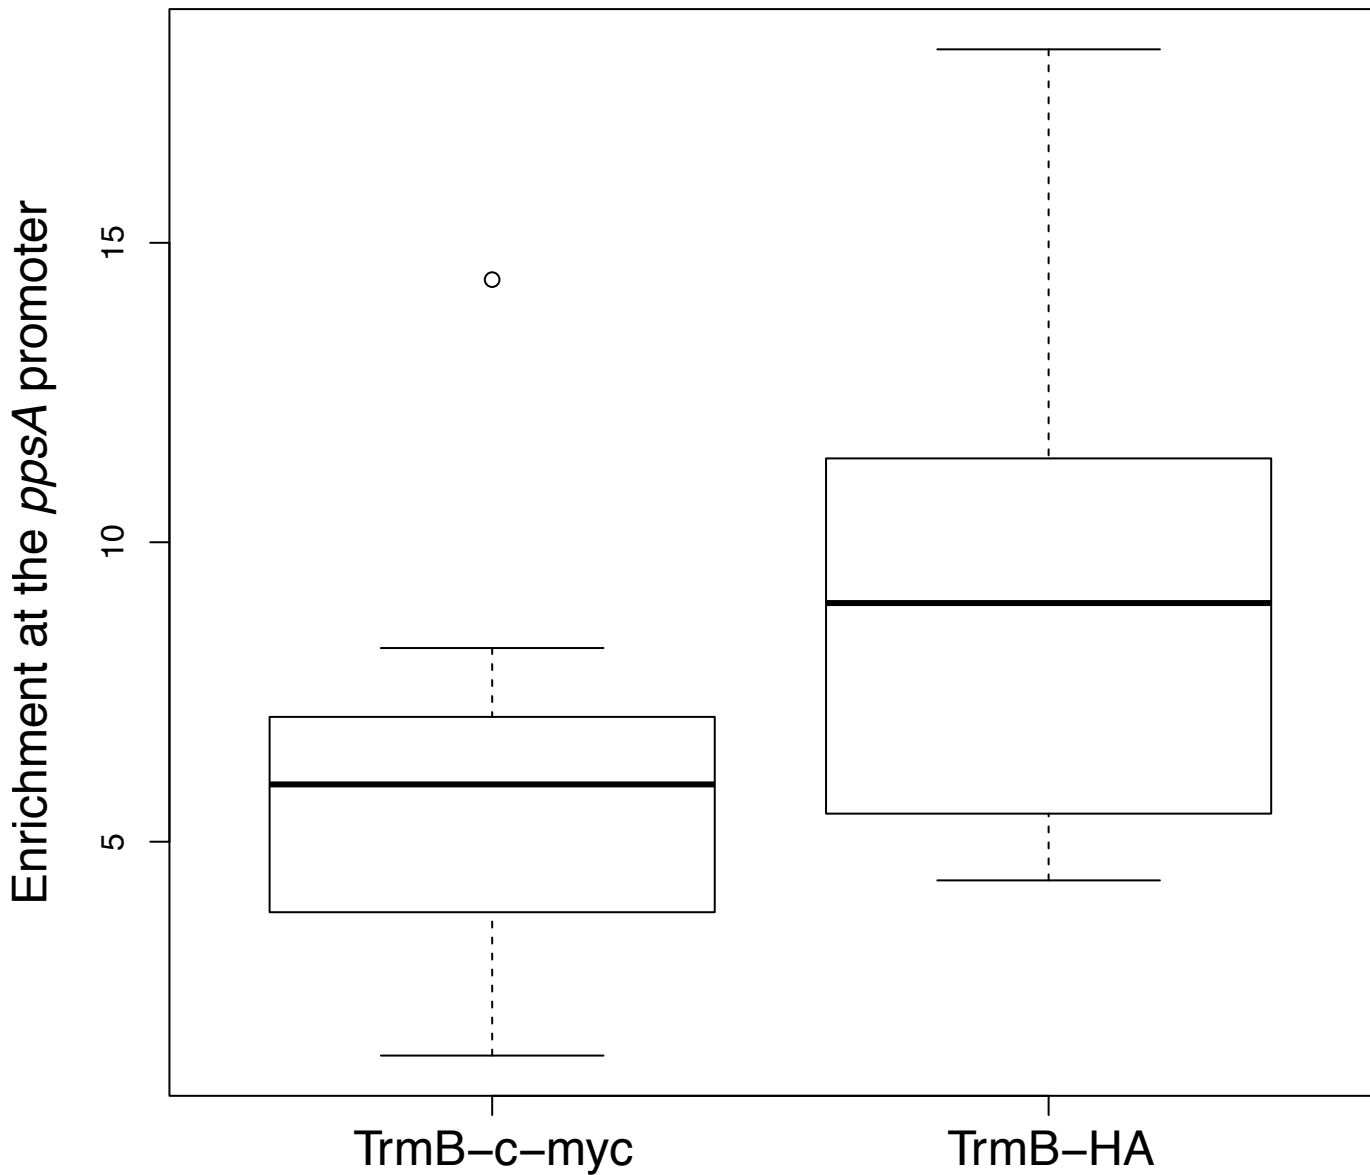

Supplementary Figure 3. Boxplot showing the relative enrichment of TrmB at the *ppsA* promoter in the absence of glucose using ChIP-qPCR. The first box is a TrmB-c-myc fusion expressed from a plasmid using the ferredoxin promoter. The second box is a chromosomally integrated TrmB-HA fusion being expressed from the native promoter. The two-sided unequal variance t-test returns a *p*-value of 0.175, suggesting that there is no significant difference between the two.

# Supplementary material for: Protein–DNA binding dynamics predict transcriptional response to nutrients in archaea
**Source:** Nucleic Acids Res. 2013 Jul 26;41(18):8546–58. doi: 10.1093/nar/gkt659
**Supplement:** Supplementary Data

**SUPPLEMENTARY TABLES**

Supplementary Table 1 - Strains used

| **Strain** | **Reference** | **Notes** |
| --- | --- | --- |
| *∆ura3* | (Peck *et al*, 2000) | In frame deletion of *VNG1673G* (*ura3*). Counterselectable marker. |
| *∆ura3∆trmB* | (Schmid *et al*, 2009) | In frame deletion of VNG1451C. |
| *trmB::c-myc* | (Schmid *et al*, 2009) | Constitutively expressed c-myc tagged TrmB. |

Supplementary Table 2 - CDM Media – Adapted from (Schmid *et al*, 2009)

| **Component** | **Amount (mM)** |
| --- | --- |
| NaCl | 4278.0 |
| MgSO_4_·7H2O | 40.000 |
| MOPS | 40.000 |
| KCl | 27.000 |
| NaH_2_PO_4_ | 0.1670 |
| Folic Acid | 0.0113 |
| Thiamine HCl | 0.0148 |
| Biotin | 0.0205 |
| L-ala | 5.7100 |
| L-arg-HCl | 1.9000 |
| L-asn | 0.9600 |
| L-asp | 1.8800 |
| L-glu | 10.640 |
| L-gln | 5.0000 |
| L-gly | 2.0000 |
| L-his-HCl | 0.2390 |
| L-ile | 3.3500 |
| L-leu | 6.1000 |
| L-lys-HCl | 1.0400 |
| L-met | 0.6030 |
| L-phe | 0.3030 |
| L-pro | 0.4000 |
| L-ser | 2.9020 |
| L-thre | 4.2000 |
| L-trp | 0.0980 |
| L-tyr | 0.6180 |
| L-val | 2.1350 |
| MnSO_4_ | 0.0100 |
| FeSO_4_ | 0.0100 |
| ZnSO_4_ | 1.0E-05 |
| CuSO_4_ | 1.0E-05 |

Supplementary Table 3 - Primer sequences

| **Primer** | **Sequence** | **Purpose** |
| --- | --- | --- |
| *pykA* fwd | CAAGCCGCTTGCGGTGATG | RT-qPCR |
| *pykA* rev | CGCTGCCGGTTTCGATGTG | RT-qPCR |
| *ppsA* fwd | TGGGCGAGCCTGTTCAC | RT-qPCR |
| *ppsA* rev | CGACGGCGATGTTCACG | RT-qPCR |
| *VNG1756G* Fwd | ACGAAGTGTTTGCGGTCG | RT-qPCR |
| *VNG1756G* Rev | TCCACGTCCGGTATTTCATG | RT-qPCR |
| *ppsA*_BP_fwd | TCTTCCAGCCAGCGTACAG | 5' end of *ppsA* for ChIP-qPCR |
| *ppsA*_BP_rev | CGGTTCCGAGTACCATATGTC | 5' end of *ppsA* for ChIP-qPCR |
| *ppsA*_3'_fwd | CCGCGCCTCCCTAATCCC | 3' end of *ppsA* for ChIP-qPCR |
| *ppsA*_3'_rev | GCGTCGAGCAGCGACTCC | 3' end of *ppsA* for ChIP-qPCR |

Supplementary Table 4 - NanoString probe identities and sequences used in this study (see additional supplementary XLS file).

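The panel of probes covers the trunk of carbon metabolism and its branches. Its 100 genes comprise 9 of gluconeogenesis, among them *ppsA* (VNG0330G) and *fbp* (VNG0684G), 8 of glucose breakdown with *pykA* (VNG0324G), 12 of the tricarboxylic acid cycle, 13 of purine synthesis with *purD* (VNG1305G) and 10 of cobalamin synthesis with *cbiG* (VNG1554G). Amino acid synthesis adds 21 genes, 4 of them for arginine with *argG* (VNG2437G), and glycerol use adds *glpK*, *gpdA2*, *gpdB* and *gpdC*. Of the genes with a target mark, TrmB and the control genes aside, 49 are marked as direct TrmB targets, such as *gap* (VNG0937G) and *gpm* (VNG1887G), and 45 are not, such as *eno* (VNG1142G) and *purF* (VNG1493G).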

Supplementary Table 5 - Calculation of degradation constants from (Hundt *et al*, 2007); see separate supplementary CSV file.

Supplementary Table 6 - All raw and normalized NanoString gene expression data across 10 points of the glucose response time course (see separate supplementary XLS file).

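The values come in 4 steps, from counts through spike and reference-gene scaling to a common total per strain, for 48 hybridizations. The last step makes each library sum to the strain's average, 624122 in the parent and 605445 in most mutant libraries. On that scale the derived synthesis rate of *ppsA* was 1687 before glucose and 283.5 at 5 to 20 min in the parent. Of the 48, 8 are a titration with 10 or 1000 ng of RNA. Between parent and mutant, *VNG1451C* is the probe that marks the strain, and 2 mutant RNAs of culture 3+ (-60 and 360 min) were run on a pair of cartridges, with a standard deviation of 0.273 and 0.235 of the log2 ratios between runs. Parent cultures 1+ and 2+ differed by 0.485 to 1.08 on that measure at 10 times, and mutant cultures 2+ and 3+ by 0.196 to 0.267 at 6. Mutant 3- and 3+ differed by 0.0841 and 0.126 at -60 and 0 min on one cartridge, less than the repeat runs on 2 cartridges, so these values leave open whether they are separate cultures.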

Supplementary Table 7 - Abbreviations used in Figure 4.

| **Abbreviation** | **metabolite/enzyme** |
| --- | --- |
| 1-(5P-ribosyl) N-FGAM | 1-(5'-phosphoribosyl)-N-formylglycinamidine |
| 1,3-DPG | 1,3-diphosphoglycerate |
| 2-PG | 2-phosphoglycerate |
| 3DHQ | 3-dehydroquinate |
| 3-DHS | 3-dehydroshikimate |
| 3-EPS-5-P | 3-enolpyruvylshikimate-5-phosphate |
| 3HP | 3-phospho-hydroxypyruvate |
| 3-PG | 3-phosphoglycerate |
| ADTH | 2-amino-3,7-dideoxy-D-threo-hept-6-ulosonate |
| AICAR | 5-phosphoribosyl-4-carboxamide-5-aminoimidazole |
| AIR | 5-phosphoribosyl-5-aminoimidazole |
| aKG | α-ketoglutarate |
| DKFP | 6-deoxy-5-ketofructose-1-phosphate |
| F1,6P | Fructose-1,6-bisphosphate |
| F6P | Fructose-6-phosphate |
| FAICAR | 5-phosphoribosyl-4-carboxamide-5-formylaminoimidazole |
| FGAM | 5-phosphoribosyl-N-formylglycinamidine |
| G3P | Glyceraldehyde-3-phosphate |
| G6P | Glucose-6-phosphate |
| GAR | 5-phosphoribosylglycinamide |
| HMP | 4-Amino-5-hydroxymethyl-2-methylpyrimidine |
| HMP-P | 4-Amino-2-methyl-5-phosphomethylpyrimidine |
| IMP | Inosine monophosphate |
| KDG | 2-keto-3-deoxygluconate |
| KDPG | 2-keto-3-deoxy-6-phosphogluconate |
| MG | Methylglyoxal |
| NCAIR | 5-phosphoribosyl-5-aminoimidazole-4-carboxylic acid |
| PEP | Phosphoenolpyruvate |
| PRPP | 5-phospho-D-ribosyl-1-pyrophosphate |
| SAICAR | Phospho-ribosylaminoimidazole-succinocarboxamide |

How the deposited data were processed for this re-analysis (not part of the article)

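Counts of 100 genes of *H. salinarum* NRC-1 were taken from 48 NanoString nCounter hybridizations of total RNA. They cover the Δ*ura3* parent (cultures 1+ and 2+) and the Δ*ura3ΔtrmB* mutant (cultures 2+, 3+ and 3-) at 10 times from -240 to 360 min around the addition of 5% glucose. 40 hybridizations used 100 ng of RNA by their labels, and 8 used 10 or 1000 ng. Of the 40, a pair of mutant RNAs (culture 3+ at -60 and 360 min) was run on 2 cartridges, and the runs were summed. Mutant culture 2+ gave no library before glucose and 3- none after it. Whether 3- is a culture separate from 3+ is not stated in the sources used here, and it was counted as separate. The same culture was followed from phase to phase by its label, so numbers pair across phases, and the deviations of genes at different times of one parent culture correlated with a median of 0.755 (0.220 to 0.958) across genes, which are not independent replicates.

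The first deposited table holds the counts, named expected counts in the unit check because factor lines share its columns; the authors made them by counting barcodes, and they were used whole, without rounding or scaling. The other 3 deposited tables hold normalized signal, which the authors made by dividing by spike controls, then by reference genes, then by scaling to an average total per strain. The factors are constant within a column. The cartridge 1 columns of the mutant are scaled to 624122, the parent's average, and not to 605445. The version of the counting software is not given in the sources used here. TrmB occupancy by ChIP-qPCR and RT-qPCR levels are not analysed here.

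Library totals at 100 ng ran from 237791 to 684558 in the parent and 418428 to 869982 in the mutant. Of genes simulated at a 1.5-fold, 2-fold or 4-fold change with the spread of the data (20 simulations, 30 changed genes each), the late parent comparison found 37.5%, 82.5% and 100%, the late mutant comparison 47.5%, 97% and 100%, the late difference between the strains 27.5%, 66% and 95.5%, and mutant against parent before glucose 44%, 80.5% and 100%. Of genes simulated without a change, 3.57%, 1%, 1.71% and 4.21% were called in that order, and 3.14% in the early parent comparison. For parent late these false calls were 50 of 1400 genes, beside 75, 165 and 200 true calls, each of 200 changed genes. In other simulated profiles, with a noise SD of 0.05, the feed-forward fit returned a median half-life of 5.95 min for a true 6 min (4.8 to 7.3). For a true synthesis rate of 100 at 0 min the derived rate was 94.8. For a true 20 afterwards it was 18.86 at 5 min, 24.97 at 20 min and 19.45 at 45 min.

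Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the total of the 100 genes as library size, adjusted by Benjamini and Hochberg over 100 genes. A gene was called at an adjusted p under 0.05 and a fitted change of at least 1.5-fold. Each strain was compared late with before, early with before and middle with early, the difference between the strains was tested as an interaction, and mutant and parent were compared before glucose and late on counts summed within each of 2 cultures per strain. Gene lists were tested with fry of limma 3.58.1, a self-contained test, adjusted over the 14 lists. They are gluconeogenesis, glucose breakdown, the tricarboxylic acid cycle, purine, cobalamin, serine and glycine, arginine, glutamate, aromatic and all amino acid synthesis, vitamins, glycerol, acetyl-CoA and mevalonate, and the reference genes, taken from the annotation of the probes.

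Coherence is the mean pairwise Pearson correlation of a list's profiles, set against 10000 random lists of the same size. k-means used 8 clusters, Pearson distance and 1000 starts, with enrichment at 0.01 by the one-sided Fisher's exact (hypergeometric) test. Synthesis rates add the slope of the mRNA, with segments weighted by duration, to its decay at the half-life in the supplement. Deviation from a step is that rate scaled to a maximum of 1, minus a step from the mean of the first to the mean of the last 3 points in the parent, or minus the mean before glucose in the mutant. The feed-forward fit is a least-squares search on a grid of 0.1 min from 0.5 to 60 min. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

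The comparisons, tests, lists, alternatives and the rule for named genes were set before the data were examined. That rule takes the 8 largest called rises and falls per comparison, the 2 largest called members each way and all uncalled members of a list under discussion, and every gene the paper names. Published figures and supplementary values of *acd2*, *acs2*, *acs3*, *aldY2*, *argG*, *argH*, *VNG1670C*, *VNG1775C*, *VNG2371C*, *yqeC* and part of *ywfD* had been seen by then. Alternatives were DESeq2 1.42.0, scaling by TMM, reference genes or spike controls, background subtraction, removal of low-count genes (only *VNG1451C* in 3 mutant comparisons), no fold limit or edgeR's glmTreat, blocks for culture or cartridge, other groupings of times and runs, each culture left out, and the methods' t-test. Chosen after the data were seen were the removal of 5 parent libraries under 400,000 counts, single times against the times before, and coherence in single cultures.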

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

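Of the tests below, the splits of libraries and the correlation of cobalamin share with library total were chosen only after the results were seen.

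Of 91 groups of libraries searched for a member far from the others, 4 held one, and chance gives about 1 in 20. They are the cobalamin genes in the parent before glucose, lowest in culture 2+ at -240 min (geometric mean 322.55 per 100,000 counts, next 359.525, n = 6), *purD* late in the parent, highest in culture 1+ at 180 min (752.383, next 547.961, n = 4), *eno* in the mutant before glucose, highest in culture 3- at -240 min (2656.25, next 2004.86, n = 5), and the total count of the early mutant libraries, lowest in culture 2+ at 5 min (418428, next 638380, n = 6).

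The strains differed by edgeR's interaction test in their late change at 39 genes, in their early change at 5 and in their change from early to middle at 4. Over lists, by limma's fry, the late difference of parent minus mutant had a median of -1.37 for gluconeogenesis (adjusted p = 0.00855), 1.923 for purine genes (0.00167), -0.8846 for cobalamin genes (0.00855), 0.3444 for amino acid genes (0.00855), 0.92 for the serine and glycine genes among them (0.00855) and -0.4903 for glycerol genes (0.0105). From early to middle it was 0.3415 for amino acid genes (limma's fry, adjusted p = 0.0171) and 0.2208 for the acetyl-CoA and mevalonate genes (4.54e-04), and 0.35 for serine and glycine and 0.65 for glutamate genes (0.0449 each).

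The paper's text does not discuss the libraries from 10 and 1000 ng, which its supplement tabulates. The log2 changes at 10 and at 100 ng correlated across the 100 genes at 0.9613 in parent culture 2+ and 0.9453 in mutant culture 3+, and genes are not independent replicates.

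The cobalamin genes are low in 2 parent libraries with few counts. Across parent culture 1+ at 20 min and 2+ at 10 min, 10 of 10 genes lay below the neighbouring times of the same culture, with medians of -0.81 and -0.43 in log2. In the same 2 libraries the median of the reference genes lay 0.55 and 0.28 above those times, and the deviations of all 100 genes had a standard deviation of 0.49 and 0.34. Of the other shallow libraries, culture 2+ at 90 min (383724 counts) lay at 0.07 and at 180 min (290349 counts) at -0.06 on the same measure for cobalamin genes. A low total by itself would also lower them at 10 ng, where the lowest median log2 ratio was 0.0136 against a limit of -0.3, which argues against it. A tie of deviation to mRNA half-life gave 0.1579 in the one library and 0.2249 in the other, which cannot tell. The rank correlation of share with total was 0.0424 in 1+ and 0.697 in 2+ (n = 10 each, permutation p = 0.918 and 0.0301), with an interval of -0.603 to 0.655 for the lower one, which cannot tell either.

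Parent cultures respond differently, as *eno* shows, at 0.62 in 1+ and -2.50 in 2+. Low totals would lose the difference at 1000 ng, but 26 of 26 genes, 100 percent, kept it there. That argues against too few counts in the assay. The same RNA of culture 2+ was read at each input, against the same 1+ values. The quality of that RNA was thus not tested. A cartridge effect would leave fewer genes 2-fold apart on one cartridge. There were 13.3 on average on one cartridge against 11.9 on different ones, 112.4 percent. The one-cartridge times were 45, 90 and 180 min, with 8, 15 and 17 genes apart. At times on different cartridges the number ran from 5 at -240 min to 24 at 360 min. Cartridge and time are thus mixed, so this comparison cannot tell. A difference between the cultures could not be tested with 1 culture of each kind.

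Random splits of the libraries gave as many calls as the real one, itself included, in 2 of 100 for parent late, 1 of 100 for parent early, 100 of 100 for parent middle, 1 of 56 for mutant late, 6 of 100 for mutant early, 1 of 100 for mutant middle, and 1, 3 and 4 of 100 for the late, early and middle difference between the strains. The largest other splits gave 22, 10, 19, 1, 2, 3, 28, 11 and 6 genes in that order, and those of parent late and middle follow the culture. The splits moved libraries across cultures although times of one culture are not independent, so a low share does not exclude chance. The middle parent comparison has 0 calls, so its 100 of 100 says nothing. The early mutant call could thus come from any grouping of the libraries, at 6 of 100.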

How the results depend on the processing

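The removal of shallow parent libraries was chosen only after the result was seen, and all other settings before. The tally here covers called results of genes taken by the rule for named genes, which favours the largest changes, and not all calls. Of these 132 results, 53 were called under every setting besides the methods' t-test, 46 with that test included, and all 132 kept their sign. Of the 15 among the 53 to which it applies, it called 14, and 8 once adjusted. The limits are few cultures and parent depth, since parent totals reach down to 237791 and simulated 1.5-fold changes were found in 27.5% to 51% of cases in all comparisons but the late one of mutant and parent (4.5%). For the values below the cause was not tested, except that a left-out culture and glmTreat test with fewer samples or a stricter limit.

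Genes called, by setting. Parent late (19): spike controls 12, glmTreat 9, shallow libraries left out 11, the methods' t-test 10 and 5 adjusted, 1 culture left out 19 to 43. Parent early (16): spike controls 9, glmTreat 5, shallow libraries left out 9, 1 culture left out 2 to 16. Parent middle (0): DESeq2 2, replicate block 2, all times in one fit 5, 1 culture left out 1 to 6. Mutant late (36): no fold limit 59, glmTreat 23, the methods' t-test 21 and 7 adjusted, 1 culture left out 17 to 37. Mutant early (1): DESeq2 2, TMM 2, reference genes 3, background subtracted 2, no fold limit 2, runs as separate libraries 2, and 0 by glmTreat, replicate block, cartridge block, all times in one fit or any culture left out (0 to 0). Mutant middle (14): spike controls 23, no fold limit 41, glmTreat 2, all times in one fit 9, 1 culture left out 0 to 0. Late difference (39): spike controls 25, 1 culture left out 25 to 54. Early difference (5): spike controls 2, glmTreat 2, shallow libraries left out 3, replicate block 3, cartridge block 12, 1 culture left out 3 to 15. Middle difference (4): DESeq2 11, reference genes 2, spike controls 0, glmTreat 1, replicate block 17, all times in one fit 8, 1 culture left out 3 to 13. Mutant against parent late (3): DESeq2 23, spike controls 0, shallow libraries left out 9, every library as a sample 29, 180 min only 10, 1 culture left out 0 to 25.

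List medians that moved or changed side of the threshold (log2). Gluconeogenesis, parent late: spike controls -1.6205, shallow left out -1.1861. Its late difference: spike controls -1.7742, shallow left out -1.1377, 1 culture left out -1.587 to -1.0151. Purine, parent early: spike controls 0.4435, 1 culture left out 0.6015 to 0.9166. Purine, mutant late, 1 culture left out: -1.3275 to -1.0922. Purine, mutant against parent before: reference genes 1.5251, spike controls 1.6961, every library as a sample 1.7073. Purine, late difference: spike controls 1.0554. Cobalamin, mutant late: TMM 0.4757, background subtracted 0.5174, runs as separate libraries 0.5882, cartridge block 0.7663, all times in one fit 0.7163, 1 culture left out 0.2951 to 0.6797. Cobalamin, mutant against parent before: every library as a sample -1.373. Cobalamin, late difference: spike controls -1.4141, shallow left out -0.6556, 1 culture left out -1.1842 to -0.6675. Amino acid genes, mutant middle: reference genes -0.2834, spike controls 0.0511 (reversed), 1 culture left out -0.2716 to -0.2552.

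Profiles. Coherence of gluconeogenesis in the parent: 1 culture left out 0.1078 to 0.3292. Purine difference: reference-gene scaling -0.1101 (reversed), Spearman 0.225, shallow left out 0.2121, 1 culture left out 0.03958 to 0.3693. Cobalamin in the mutant: reference-gene scaling 0.3649, and its difference 0.4945. The tricarboxylic acid cycle difference reversed to 0.2391 with shallow libraries left out. Enriched parent clusters: reference-gene scaling 6, shallow left out 5. Late *ppsA* synthesis: inverse-duration weights 15.964%, reference-gene scaling 10.168%. Cobalamin deviation at 45 min: inverse-duration weights 0.3379, reference-gene scaling 0.3949, shallow left out 0.1836, 1 culture left out 0.2744 to 0.2855. Serine and glycine deviation at 5 min: reference-gene scaling 0.05473, 1 culture left out -0.08006 to -0.03495. Arginine deviation: reference-gene scaling 0.0849, shallow left out 0.07983, 1 culture left out -0.09379 to 0.02854. Purine deviation in the mutant at 20 min: reference-gene scaling 0.3071, culture 3+ alone 0.145. Feed-forward switch: shallow left out 8.4, 1 culture left out 10 to 20. Its half-life: start at the observed level 9.8, reference-gene scaling 11.1, shallow left out 4, 1 culture left out 6.5 to 9.2. Direct targets, parent late: TMM odds ratio 3.2. *eno*, parent late, 1 culture left out: -2.4976 to 0.61567 (reversed without culture 2+, edgeR's quasi-likelihood test, adjusted p = 2.86e-04).

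With a replicate block for culture, calls were also gained by *carB* (-1.08) and *purK* (0.84) in the parent late, *nhaC2* (0.81) in the parent early, *gdhA1* (-0.59) and *ppsA* (-1.62) in the parent middle, *glcD* (0.76) in the mutant late and *carA* (-2.92), *carB* (-1.61) and *mdhA* (0.75) in the late difference, and lost by *nhaC2* in the mutant early, *acs2*, *cxp*, *purU* and *ush* in the late difference and *VNG2371C* in the early one. In the middle difference it gained *argG* (1.20), *aspC2* (0.59), *carA* (-0.96), *cbiP* (0.73), *cobI* (0.65), *eno* (-1.11), *gdhA1* (0.68), *gdhB* (0.88), *nhaC2* (-0.96), *purD* (-0.79), *pykA* (0.65), *serA1* (0.68) and *ush* (0.66). Lists gained, with limma's fry adjusted p under the block, were purine (0.00556), serine and glycine (0.00941), amino acid (0.0482), vitamin (0.00921), glycerol (0.0482) and acetyl-CoA and mevalonate genes (0.00651) in the parent late, and gluconeogenesis (0.0411), acetyl-CoA and mevalonate (0.0411), glucose breakdown, serine and glycine, arginine, aromatic and amino acid genes (0.0400 each) in the parent early. Arginine genes were gained in the mutant middle (limma's fry, adjusted p = 0.0156) and the middle difference (0.0260), and glucose breakdown in the late difference (0.0244). Lost in the mutant late were the tricarboxylic acid cycle (limma's fry, adjusted p = 0.0941), serine and glycine (0.139), arginine (0.212), glutamate (0.0529) and amino acid genes (0.139). The remaining changes stand beside their results. It was not fitted for mutant against parent, where the cultures differ.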

Differences from the paper's values

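No test in this part decides a difference; the removal of shallow libraries, single times and single cultures were chosen only after the result was seen.

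The gluconeogenesis cluster of the parent holds about 18 genes in the paper (Fig. 4A, read by eye) and 10 here. With 6 clusters (13 genes) and with reference-gene scaling (16 genes) the value falls within 1.5-fold of the paper's, and with 10 clusters (7) or log2 profiles (10) it does not, nor with shallow libraries left out (6). In the parent's purine cluster about 2 genes pass the paper's t-test (Fig. 4B, read by eye) and 0 of 16 here. The *ppsA* synthesis rate of the parent at 10 min is about -170 in the paper (Fig. 5B, read by eye) and 168.8 here on the authors' strain-normalized values. With slopes weighted by inverse duration it was -170.63, so the sign at 10 min follows the weighting of the slopes. The paper gives a weighted average of slopes and does not state the weights. In single cultures, with slopes weighted by duration, the 10 min rate was 149.81 and 187.78.

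The paper states that cobalamin genes fall as soon as glucose is added in the parent and are then transiently raised at 45 min. Here 0 of 10 were called from before glucose to early or from early to middle times, with medians of -0.13 and 0.23. These groups pool several times, so a short fall or a rise at 45 min alone would be diluted in them. Taken alone against the last early times, 45 min gave a larger median, also with 0 called. With a replicate block *cbiG*, *cbiF* and *cbiT* were called late, not early. It states that these profiles do not cluster in the mutant. Their coherence there was 0.660, above each of 10000 random lists at the printed precision (percentile 100), while with reference-gene scaling it was 0.365 (percentile 67.87). In the clusters none was enriched for cobalamin genes at 0.01, while with reference-gene scaling a mutant cluster of 8 genes held 5 of the 10 (Fisher's exact test, p = 0.000164).

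The paper states a transient rise of purine genes in both strains. Here 11 of 13 were called early in the parent and 0 in the mutant, but the parent count was 0 without culture 1+ and 4 without the shallow libraries. In the fit of single times, chosen after seeing the values, 2 were called in the mutant at 10 min and 4 at 20 min. The paper has the residuals of arginine and serine genes rise at once in its Cluster 2. The deviation from a step was -0.0357 for arginine and -0.0726 for serine and glycine genes at 5 min, and above 0 for both with reference-gene scaling (0.0849 and 0.0547). Arginine genes also lay above 0 without the shallow libraries (0.0798) and without culture 2+ (0.0285), and all 21 amino acid genes averaged 0.0853 at 5 min and 0.101 at 10 min, upward as in the paper's cluster. These deviations use a step in place of measured occupancy.

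With 3 enriched clusters in the parent against the paper's 4, the count differed by less than 1.5-fold, and it was 4 with 6 or with 10 clusters. A like count does not mean the same modules. The paper's 4 include amino acid genes, for which no parent cluster passed here (lowest exact p = 0.105). The added cluster held 5 tricarboxylic acid cycle genes with 6 clusters (exact p = 0.00805). With 10 clusters it held 2 of the 4 arginine genes (exact p = 0.00708).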

Other observations

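The removal of shallow libraries and the single times were chosen only after the result was seen.

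In the mutant 3 of 4 glycerol genes and 1 of 5 vitamin genes rose. From before glucose to late, the glycerol-3-phosphate dehydrogenase genes *gpdA2* (1.07, SE 0.05) and *gpdB* and *gpdC* (0.78 and 0.70) rose on the log2 scale, while the glycerol kinase gene *glpK* was at 0.25 and not called (edgeR's quasi-likelihood test). The 4 genes had a median of 0.74 with 3 called, also adjusted over the list alone (limma's fry, adjusted p = 2.43e-04). Of 5 vitamin genes *menF* rose (median 0.32, limma's fry, adjusted p = 0.00101). In the parent the medians were 0.39 and 0.21 with 0 called (limma's fry, adjusted p = 0.0729 and 0.0698, and 0.0482 and 0.00921 with a replicate block), and the acetyl-CoA and mevalonate genes, with *acs2* and *mvaB*, gave 0.0631 by the same test and 0.00651 with that block. Of the parent's glycerol genes, *gpdA2* (0.47) and *gpdB* (0.57) passed after adjustment but stayed under 1.5-fold (edgeR's quasi-likelihood test, adjusted p = 0.00553 and 0.0141).

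Early in the mutant the antiporter gene *nhaC2* alone rose, by 0.68 (SE 0.14, edgeR's quasi-likelihood test, adjusted p = 0.0405), and it was not called without any one culture, with a replicate block (0.65, adjusted p = 0.343) or with spike scaling. For parent late, the serine and glycine, arginine, glutamate and aromatic lists gave 1, 0, 0 and 0 rises and 0, 0, 3 and 0 falls, with 2 rises in the first adjusted over the list alone.

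At 10 ng the library totals were 28123 and 71329 in the parent and 74858 and 76292 in the mutant.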
